# Promoter‐pervasive transcription causes RNA polymerase II pausing to boost *DOG1* expression in response to salt

**DOI:** 10.15252/embj.2022112443

**Published:** 2023-01-27

**Authors:** Miguel Montez, Maria Majchrowska, Michal Krzyszton, Grzegorz Bokota, Sebastian Sacharowski, Magdalena Wrona, Ruslan Yatusevich, Ferran Massana, Dariusz Plewczynski, Szymon Swiezewski

**Keywords:** long noncoding RNAs, RNA polymerase II pausing, salt stress, transcriptional dynamics, Chromatin, Transcription & Genomics, Plant Biology

## Abstract

Eukaryotic genomes are pervasively transcribed by RNA polymerase II. Yet, the molecular and biological implications of such a phenomenon are still largely puzzling. Here, we describe noncoding RNA transcription upstream of the *Arabidopsis thaliana DOG1* gene, which governs salt stress responses and is a key regulator of seed dormancy. We find that expression of the *DOG1* gene is induced by salt stress, thereby causing a delay in seed germination. We uncover extensive transcriptional activity on the promoter of the *DOG1* gene, which produces a variety of lncRNAs. These lncRNAs, named *PUPPIES*, are co‐directionally transcribed and extend into the *DOG1* coding region. We show that *PUPPIES* RNAs respond to salt stress and boost *DOG1* expression, resulting in delayed germination. This positive role of pervasive *PUPPIES* transcription on *DOG1* gene expression is associated with augmented pausing of RNA polymerase II, slower transcription and higher transcriptional burst size. These findings highlight the positive role of upstream co‐directional transcription in controlling transcriptional dynamics of downstream genes.

## Introduction

Seed germination is a major phase transition in the plant's development. It is influenced by seed dormancy, which is the ability of seeds to postpone germination when under favourable conditions. Seed dormancy contributes to the natural variability of germination timing and bet‐hedging (Finch‐Savage & Footitt, 2017). *Delay of germination 1* (*DOG1*) gene is a QTL for seed dormancy (Alonso‐Blanco *et al*, 2003; Bentsink *et al*, 2006). *DOG1* gene expression is induced during seed maturation and accumulated DOG1 protein results in the dormancy of mature dry seeds (Nakabayashi *et al*, 2012).

*DOG1* expression is regulated at the transcriptional level by multiple mechanisms, including alternative polyadenylation (APA) generating short *DOG1* (*shDOG1*) and long *DOG1* (*lgDOG1*) isoforms (Cyrek *et al*, 2015), as well as repressed by the antisense long noncoding RNA (lncRNA) *1GOD* (Fedak *et al*, 2016; Kowalczyk *et al*, 2017).

In plants, antisense lncRNAs are typically transcribed from promoters within the 3′ or downstream gene regions. Besides *1GOD*, antisense lncRNAs have been described to control important physiological responses (Swiezewski *et al*, 2009; Kindgren *et al*, 2018; Zhao *et al*, 2018). Upstream of genes, another class of noncoding transcription, gives rise to promoter upstream transcripts (PROMPTS). PROMPTS are frequently transcribed in the antisense orientation and quickly degraded by the exosome (Lloret‐Llinares *et al*, 2016; Thieffry *et al*, 2020). Additionally, promoter regions are also a source of stable lncRNA transcribed as independent transcriptional units including *APOLO* and *COLDWRAP*, with a repressive impact on the nearby genes (Ariel *et al*, 2014; Kim & Sung, 2017). Furthermore, promoter regions can also be transcribed as a result of readthrough from the upstream gene or an upstream transcription start site (TSS) of the same gene. In the yeast model *S. cerevisiae*, pervasive transcription from the upstream gene over the downstream was observed in one‐quarter of all tandem genes (Pelechano *et al*, 2013). A similar abundance of such events was also observed in human cells (Vilborg *et al*, 2015; Vilborg & Steitz, 2017). In *Arabidopsis*, the readthrough of upstream transcripts over downstream genes was shown to be limited by the activity of nuclear exoribonucleases (Crisp *et al*, 2018; Krzyszton *et al*, 2018) and BORDER proteins (Yu *et al*, 2019).

Here, we uncover the role of *DOG1* in controlling the timing of germination of seeds under salt stress. In response to this stress, the *DOG1* gene promoter is extensively transcribed, generating a variety of lncRNAs, that we name *PUPPIES*. We show that *PUPPIES* pervasive transcription, induced in response to salt stress, stimulates *DOG1* expression to delay germination. Our results indicate that *PUPPIES* induce *DOG1* expression by altering Pol II dynamics on the gene. *PUPPIES* boost the number of Pol II molecules loaded per *DOG1* transcriptional burst. Interestingly, the enhanced *DOG1* transcription is accompanied by augmented Pol II pausing, slower transcription through nucleosome‐containing but not nucleosome‐depleted regions of *DOG1*, together with more efficient splicing.

## Results

### *DOG1* gene regulates the speed of seed germination upon salt stress

Understanding seed dormancy is crucial for agriculture as farmers strive for rapid and uniform germination that synchronizes plant development and reduces costs. Seeds rarely face optimal germination conditions, and salt stress is known to delay seed germination in various plant species (Abel & MacKenzie, 1964; Ungar, 1978; Jones, 1986), including *Arabidopsis* (Quesada *et al*, 2002; Vallejo *et al*, 2010). In agreement, we show that the delay of germination of wild‐type (WT) seeds is proportional to the increasing concentrations of NaCl (Appendix Fig S1A and B). Given the key role of the *DOG1* gene in seed dormancy‐mediated control of germination time, we tested whether *DOG1* also takes part in delaying seedling establishment under salt stress.

We show that *DOG1* knockout (*dog1‐3*) and upregulation (*dog1‐5*) mutants (Cyrek *et al*, 2015; Fedak *et al*, 2016) display, respectively, weaker and stronger inhibition of germination by various concentrations of NaCl (Fig 1A). Analysis of the germination time curve in the presence of 100 mM NaCl (Fig 1B) suggests that *dog1‐3* and *dog1‐5* mutants have, respectively, faster and slower germination under salt stress. As reported during seed maturation (Fedak *et al*, 2016), we confirm that in seeds imbibed in 100 mM NaCl, *dog1‐3* and *dog1‐5* mutants have, respectively, lower and higher *DOG1* expression relative to WT (Fig 1C). These results suggest that *DOG1* gene is involved in the physiological response of seeds to salt stress. In our experiments, we applied salt stress during stratification, which releases seed dormancy and leads to no visible differences in germination speed between WT and *dog1* mutants in the absence of salt (Fig 1A). This suggests that the role of the *DOG1* gene in the salt‐induced delay of germination is independent of its function in primary dormancy.

**Figure 1:**
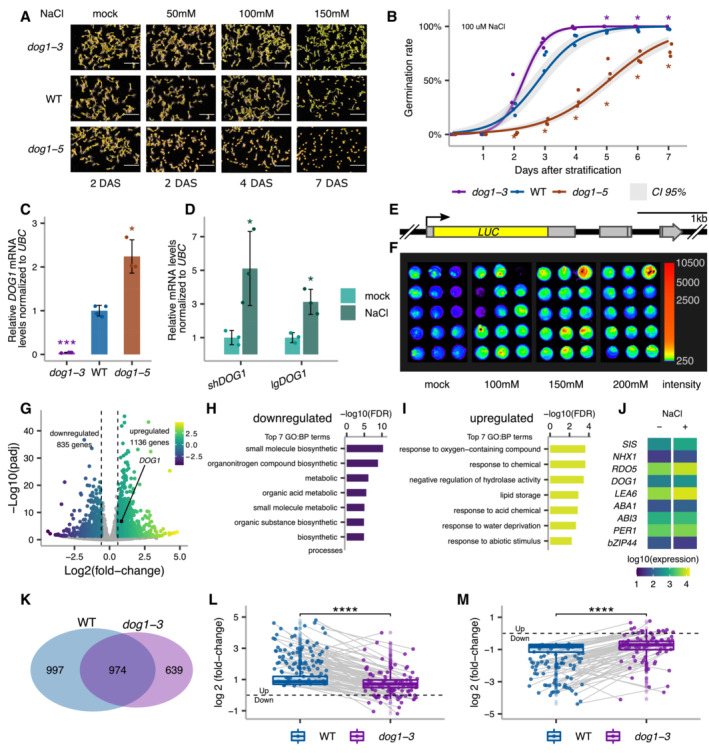
Seed phenotypic and transcriptomic response to salt stress depends on *DOG1* AGermination of *dog1‐3* (knockout), WT and *dog1‐5* (*DOG1* upregulation) seeds in media supplemented with NaCl for the indicated number of days after stratification (DAS). Scale bar represents 5 mm.BGermination rate in 100 mM NaCl measured during 7 days after stratification for seeds of different genotypes. Lines represent the fitted curves with a 95% confidence interval (grey area). *P‐value < 0.05 from two‐tailed Student's *t*‐test. Data for WT are the same as plotted in Fig 3C.C
*shDOG1* expression levels normalized to *UBC21* (AT5G25760) in *dog1‐3* and *dog1‐5* relative to WT.D
*shDOG1* and *lgDOG1* expression levels normalized to *UBC21* in seeds treated with 100 mM NaCl relative to mock.ESchematics of the *pDOG1‐LUC::DOG1* construct with *LUC* reporter inserted after *DOG1* ATG, including complete intergenic regions upstream and downstream of the *DOG1* gene (Fedak *et al*, 2016).FLuciferase reporter activity in seeds in different concentrations of NaCl or mock. The colour bar shows the luminescence in counts per second on a logarithmic scale.GVolcano plot shows DEGs as coloured points (DESeq2; |log2fold‐change| > log2(1.5), FDR < 0.05). The colour scale shows log2fold‐change. *DOG1* gene is highlighted in black. The number of downregulated and upregulated genes is provided on the plot.H, ITop 7 nonredundant Gene Ontology terms for biological process (GO:BP) for down‐ (H) and upregulated genes (I).JMean absolute expression levels from 3'RNA‐seq of selected genes known to be involved in salt stress response and/or seed germination. Data from mock (−) and 100 mM NaCl (+).KVenn diagram shows the overlap between genes affected by salt treatment in WT and *dog1‐3* (DESeq2; |log2fold‐change| > log2(1.5), FDR < 0.05).L, MBox plots represent the behaviour of genes upregulated (L) and downregulated (M) by salt in WT. Points show genes for which expression is more than two times higher or lower in *dog1‐3* compared with WT. Grey lines connect the same genes. The box plot's central band marks the median, boxes mark the first and third quartiles, and whiskers extend the boxes to the largest value no further than 1.5 times the interquartile range. For the comparison of transcriptomic responses, the Wilcoxon rank‐sum test was applied using each gene (DEG in WT) as a biological replicate. Sample size *n* = 1,136 for both WT and *dog1‐3* (L) and *n* = 835 for both WT and *dog1‐3* (M) ****P‐value < 0.0001. Data information: (C, D) Bars and error bars represent the mean ± SD. Points represent biological replicates. *P‐value < 0.05, ***P‐value < 0.001 from two‐tailed Student's *t*‐test.

RT–qPCR reveals that after 3 days of imbibition in the presence of NaCl, *DOG1* expression is significantly induced relative to mock (Fig 1D and Appendix Fig S1C). We confirmed this using transgenic lines with a luciferase (*LUC*) reporter inserted after the start codon in *DOG1* genomic sequence (*pDOG1‐LUC::DOG1*; Fedak *et al*, 2016; Fig 1E and F). Three independent lines show increased luminescence when exposed to NaCl (Appendix Fig S1D), confirming that *DOG1* expression is induced by salt. Salt stress imposes a combination of augmented osmotic stress and ionic toxicity. Interestingly, the *pDOG1‐LUC::DOG1* signal was induced by NaCl (Fig 1F and Appendix Fig S1D) and KCl (Appendix Fig S2A) but not by PEG or mannitol (Appendix Fig S2B and C). These results suggest that *DOG1* expression is induced by ionic stress but not osmotic stress. In summary, our results indicate that *DOG1* apart from its well‐known function in seed dormancy is induced in seeds in response to ionic imbalance and plays a role in controlling the speed of germination under salt stress.

### Transcriptomic response to salt stress in seeds depends on *DOG1* expression

In order to investigate the underlying genome‐wide salt stress response and its dependence on *DOG1*, we performed 3'RNA‐seq in imbibed seeds from WT and *DOG1* knockout *dog1‐3* in the presence and absence of 100 mM NaCl. 

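3'RNA-seq counts reads at the 3′ ends of polyadenylated transcripts, so that the count of a gene depends little on its length. The experiment comprised 16 libraries, 4 each of WT and *dog1-3* seeds imbibed for 72 h at 4°C without NaCl (mock) or with 100 mM NaCl. The authors deposited the number of reads counted on each locus in each library, without normalization. For this assay the paper refers to Krzyszton et al (2022), and its text does not name the aligner, the counting program, the genome build or the handling of molecular identifiers. Errors that these unnamed steps share across libraries are therefore not covered by the standard errors, intervals and detection limits. Reverse transcription reactions of the mock and NaCl seeds were pooled separately before second-strand synthesis, so each library pool holds a single treatment and the pool and the treatment cannot be told apart in a comparison of NaCl with mock. Total counts ranged from 2479170 to 3635844 (median 3506887) in WT mock, from 1725172 to 2086789 (median 1980174.5) in WT NaCl, from 1751431 to 2751027 (median 1924357.5) in *dog1-3* mock and from 1416354 to 2416698 (median 1929830.5) in *dog1-3* NaCl. WT mock thus had the highest median, although its smallest library held fewer counts than the largest of *dog1-3* mock. The 20 genes with the highest counts took 16.7% ± 1.19 (SD, n = 4) of the counts in WT mock and 24.9% ± 0.937 (SD, n = 4) in *dog1-3* NaCl. Counts were scaled with edgeR's TMM method, which allows for such a difference in composition, and 12697 genes passed its filter on low counts. A single quasi-likelihood model with 4 group means was fitted to all 16 libraries, with Benjamini-Hochberg adjustment and the paper's thresholds for DEGs. No libraries of a group were copies of each other, since the chi-square per degree of freedom between their counts was between 1.51 and 6.16.

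*DOG1* (AT5G45830), the gene disrupted in *dog1-3*, was examined first as a check of the labels. Its level fell from 80.5 ± 16.4 CPM (counts scaled to library size; SD, n = 4) in WT mock to 15.6 ± 2.30 CPM (SD, n = 4) in *dog1-3* mock, a log2FC of -2.33 (standard error 0.16, adjusted p = 3.21e-15 from edgeR's quasi-likelihood test). In NaCl the log2FC of *dog1-3* against WT was -2.94 (standard error 0.16, adjusted p = 1.26e-17 from the same test). Between 22 and 51 *DOG1* counts remained in every *dog1-3* library, 19.9% of the WT level in mock and 13.0% in NaCl.

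**Figure D1:**
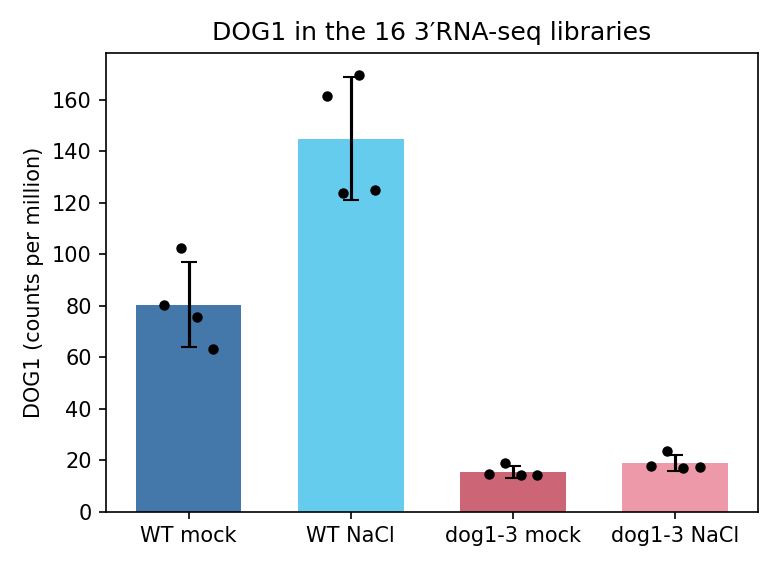
*DOG1* level in CPM (vertical axis, from 0) in the 4 groups of libraries (horizontal axis). Bars show the mean, error bars the SD and points the 4 libraries of each group, and every *dog1-3* library lies below every WT library.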

Salt treatment of WT seeds results in 835 downregulated and 1,136 upregulated genes (FDR < 0.05 and |log2FC| > log2(1.5); Fig 1G and Dataset EV1). 

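In the model over all libraries, NaCl changed 2099 genes in WT, 1201 upregulated and 898 downregulated. The number moved most with the threshold: 462 genes passed a test against the fold-change limit itself (edgeR's glmTreat) and 4498 passed the FDR limit alone. Scaling by library size alone shifted the median log2FC of all genes to -0.12 and the upregulated share of the calls from 57.2% to 35.0%. The largest increase among genes whose 4 NaCl libraries all exceeded the 4 mock libraries was that of AT5G49640, from 8.21 ± 5.95 to 164 ± 25.0 CPM (SD, n = 4 each), a log2FC of 4.22 (standard error 0.21, adjusted p = 1.33e-17 from edgeR's quasi-likelihood test). This gene overlaps AT5G49645 on the opposite strand in the TAIR10.1 annotation, and whether the counting used strand is not stated. The snRNA gene U5.6 (AT1G04263) rose by a log2FC of 2.92 (standard error 0.20, adjusted p = 2.41e-14), although 31 of the 52 50-nucleotide stretches of its sequence occur more than 1 time in the genome, which leaves its reads uncertain. The lncRNA gene AT1G06123 rose by a log2FC of 2.91 from only 0.891 CPM in mock. XTH15 (AT4G14130) and EXO (AT4G08950) decreased most, with log2FC of -3.36 and -3.16 (standard errors 0.33 and 0.24). XTH15 overlaps AT4G14120 on the opposite strand. XTH16 (AT3G23730) followed, but with at most 2 counts in any WT NaCl library its decrease is only bounded, at least 2.82-fold lower.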

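Gene ontology terms were not used here, and sets of genes were instead drawn from the protein names of the TAIR10.1 annotation, to match terms that the authors had found enriched in these same libraries. The p-values of these sets are therefore no independent test. Among the downregulated genes, the pre-replicative complex (MCM, ORC, CDC6 and CDT1 proteins) had 8 of 10 tested genes, against 7.02% of the other tested genes (Fisher's exact test, two-sided, adjusted over 7 sets, p = 8.42e-08). All 4 NaCl libraries had a lower mean level of this set than all 4 mock libraries. Ribosomal protein genes also had a lower mean level in all 4 NaCl libraries, by a median log2FC of -0.15, but only 24 of 290 passed the fold-change limit (adjusted p = 0.416, same exact test). The result for this set depended on the calls, with an adjusted p of 0.00169 on DESeq2's calls and 5.92e-23 when the fold-change limit was dropped, in a range from 5.92e-23 to 0.419 over its alternatives. Aminoacyl-tRNA ligases likewise had a lower mean level in all 4 NaCl libraries, by a median log2FC of -0.19, with 5 of 44 genes called (adjusted p = 0.277, same exact test). Of the photosynthesis genes 5 of 32 were called (adjusted p = 0.101), and 2 of the 4 NaCl libraries had a mean level below all mock libraries. In the opposite direction, 5 ribosomal protein genes, 1 ligase gene and 3 photosynthesis genes were called up.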

Downregulated genes are overrepresented for nonredundant gene ontology (GO) terms associated with biosynthetic and metabolic processes (Fig 1H and Dataset EV2). 

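Sets drawn from protein names in the same way, and with the same limit, were tested for upregulation in WT. Of 41 tested late embryogenesis abundant and dehydrin genes, which protect cells during water loss, 20 were called up, against 9.33% of the other genes (adjusted p = 7.64e-10, Fisher's exact test). Oleosins and caleosins, the proteins of lipid storage, had 8 of 10 genes called up (adjusted p = 5.53e-07), and peptidase inhibitors 8 of 19 (adjusted p = 0.00032). None of these genes was called down. For each of the 3 sets the mean level of all 4 NaCl libraries lay above that of all 4 mock libraries (exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow).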

Upregulated genes are overrepresented for nonredundant GO terms associated with stress responses, including water deprivation (Fig 1I and Dataset EV2). These results are consistent with published transcriptomic data from salt stress (Sun *et al*, 2019; Dorone *et al*, 2021; Wang *et al*, 2021; Butt *et al*, 2022) and provide a baseline for further studies of stress response in seeds. 

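*DOG1* reached 145 ± 23.9 CPM (SD, n = 4) in WT seeds in NaCl, a log2FC of 0.85 against mock (standard error 0.11, adjusted p = 1.03e-07 from edgeR's quasi-likelihood test). Each NaCl library exceeded each mock library (exact permutation test, two-sided, p = 0.0286). With single libraries left out in turn the log2FC stayed between 0.75 and 1.00. *UBC21* (AT5G25760), the reference gene of the RT–qPCR, which overlaps AT5G25770 on the opposite strand, did not change detectably (log2FC 0.12, standard error 0.11, adjusted p = 0.42 from the same edgeR test). In *dog1-3* the remaining *DOG1* counts showed no detectable response (log2FC 0.24, standard error 0.22, adjusted p = 0.451), and the response was smaller than in WT by an interaction log2FC of -0.61 (standard error 0.25, unadjusted p = 0.0194 from the same edgeR test). This did not pass adjustment over all tested genes (adjusted p = 0.672) or over the list of 9 salt and germination genes of Fig 1J (adjusted p = 0.0796). The list was fixed before the data were examined here, but the paper reports the change of these genes in the same libraries.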

Additionally, we observe that *DOG1* and multiple other regulators of seed germination are differentially expressed upon salt treatment (Fig 1J). This explains the changes in germination under the stress and suggests it does not solely depend on *DOG1* but a combination of multiple regulators.

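Salt changed 1865 genes in *dog1-3*, 956 up and 909 down, by the criteria applied to WT. Of the WT DEGs, 1098 were also called in *dog1-3*, a share of 52.3% (95% Wilson interval 50.2% to 54.4%), and 1095 of these changed in the same direction. This interval treats genes as independent, and with single libraries left out in turn the share ranged from 47.3% to 54.2%. The share depended on the second threshold, since 74.6% of the WT DEGs changed in the same direction in *dog1-3* at an unadjusted p under 0.05. Among the 1001 genes called in WT alone, 935 had the same sign of change in *dog1-3*, and none had a salt-by-genotype interaction with an adjusted p under 0.05, while 189 had an unadjusted p under 0.05. Over all tested genes the log2FC in the 2 genotypes correlated with Pearson's r = 0.787, a correlation across genes, which are not independent replicates.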

Interestingly, only 49% of differentially expressed genes (DEGs) identified in salt‐treated WT seeds are differentially expressed in *dog1‐3* upon salt treatment (Fig 1K). Notably, we observe that genes induced by salt in WT are generally induced to a lesser extent in the *dog1‐3* mutant, many of those being over two times less upregulated or even downregulated (Fig 1L). Similarly, genes repressed in salt‐treated WT seeds are less down or even upregulated in the *dog1‐3* mutant (Fig 1M). These results show that the *dog1‐3* mutant has an altered transcriptomic response to salt stress.

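For the genes upregulated in WT, the median log2FC was 0.82 in WT and 0.66 in *dog1-3*, and the median of the difference per gene was -0.20. The increase was smaller in *dog1-3* for 921 genes (76.7%). It was smaller by more than 1 on the log2 scale for 38 genes (3.16%), and 43 genes (3.58%) decreased. The mean change of these genes, taken between libraries with the same replicate number, was 0.87 ± 0.043 in WT and 0.67 ± 0.037 in *dog1-3* (SD, n = 4 each; exact permutation test, two-sided, p = 0.0286). The numbers do not pair the libraries, so this matching is arbitrary. The SD and p of such differences, here and below, may depend on it, while the means do not. Genes chosen for a large change in the WT libraries tend to have a smaller change in other libraries. When genes were called on 2 replicates of each WT group and measured in the other 2, the median difference was -0.087 on average and negative for all 6 choices of replicates (from -0.12 to -0.059). For the genes called up in *dog1-3* it was 0.083 when they were called and measured on the same libraries, and -0.031 on average (from -0.057 to 0.024, negative for 5 of the 6 choices) when they were called on 2 replicates of each *dog1-3* group and measured in the other 2. For the 1076 genes called up on the mean of both genotypes it was -0.060. Their mean change between libraries with the same replicate number differed by -0.051 between the genotypes (exact permutation test, two-sided, p = 0.114).

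**Figure D2:**
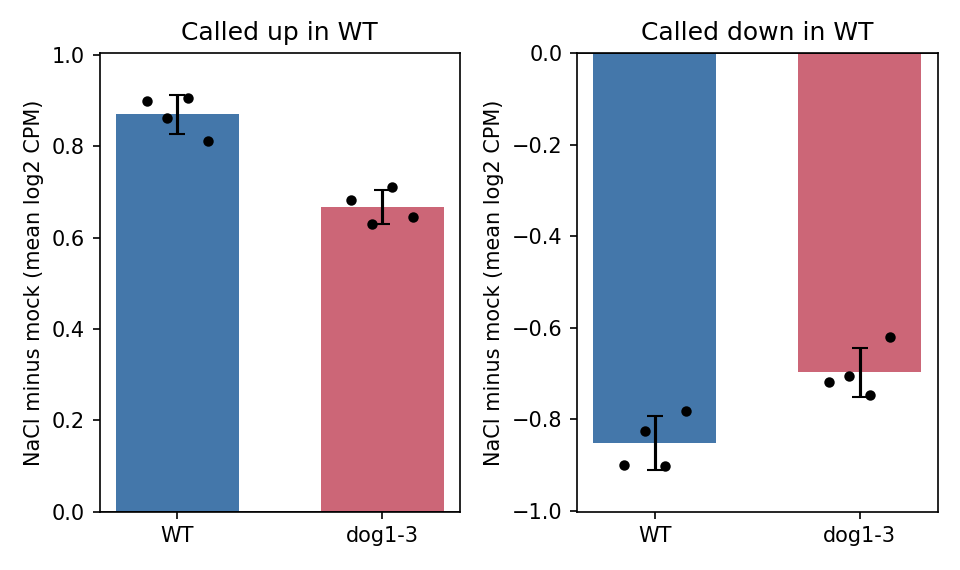
Mean change in log2 CPM between NaCl and mock (vertical axes) of the genes called up (left) and down (right) in WT, in WT and *dog1-3*. Bars show the mean, error bars the SD and points the 4 differences between libraries with the same replicate number. The numbers do not pair the libraries, so the points and SD rest on an arbitrary matching. The genes were chosen on the WT libraries shown.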

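The genes downregulated in WT had a median log2FC of -0.80 in WT and -0.69 in *dog1-3*, with a median difference per gene of 0.12. The decrease was smaller in *dog1-3* for 589 genes (65.6%), and 26 genes (2.90%) increased. Between libraries with the same replicate number the mean change was -0.85 ± 0.059 in WT and -0.70 ± 0.054 in *dog1-3* (SD, n = 4 each; exact permutation test, two-sided, p = 0.0286). The difference was 0.0029 on average for genes called on 2 replicates of each WT group and measured in the other 2 (from -0.042 to 0.074). It reversed to -0.23 for the genes called down in *dog1-3* and measured on the same libraries. This became -0.024 on average (from -0.063 to 0.0090) in libraries not used to call them. For the 962 genes called down on the mean of both genotypes the median difference was -0.083. Their mean change differed by -0.062 between the genotypes (exact permutation test, two-sided, p = 0.171).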

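A difference in the response itself was tested gene by gene as a salt-by-genotype interaction. Of the tested genes 1 passed, AT1G45160, annotated as a protein kinase. It rose with NaCl in WT (log2FC 0.53) and fell in *dog1-3* (log2FC -2.02), an interaction log2FC of -2.55 (standard error 0.47, adjusted p = 0.0409 from edgeR's quasi-likelihood test), with between 0 and 5 counts in the *dog1-3* NaCl libraries. Over its alternatives and the fits that left out a library the adjusted p ranged from 0.000578 to 0.237. FER1 (AT5G01600; interaction log2FC 1.00) and AT1G64795 (interaction log2FC 1.39) had the next smallest p-values, both with an adjusted p of 0.0889 from the same edgeR test, and each overlaps a gene on the opposite strand. Both fell with NaCl in WT (log2FC -0.85 and -0.73), with log2FC of 0.15 and 0.66 in *dog1-3*. Without salt, AT1G64795 already differed greatly between the genotypes, with 10.9 CPM in WT and 212 CPM in *dog1-3* (log2FC 4.23). Its fall in WT rested on between 7 and 59 counts per library. Only 2 of the 4 NaCl libraries lay below all mock libraries (exact permutation test, two-sided, p = 0.171). At an unadjusted p under 0.05 there were 826 genes, against 634.85 given by chance and from 568 to 726 in 80 sets of counts simulated with the same response in both genotypes. DESeq2's Wald test gave 539 such genes, below the number given by chance. It was run without the filter on low counts and not on the simulated sets. Whether its test shows an excess over equal responses is therefore not known. In simulated counts with 200 genes changed in WT only, edgeR's test recovered 119. Each was changed by 1 on the log2 scale, far more than the median differences of -0.20 and 0.12 for genes called up and down in WT. Recovery of differences that small was not tested, so the lack of interaction genes does not exclude them. From the partial overlap of the DEGs and the smaller changes in *dog1-3*, the paper concludes that the transcriptomic response of this mutant to salt is altered.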

### *DOG1* gene promoter is pervasively transcribed

Inspection of 3'RNA‐seq reveals a surprisingly high coverage of reads mapped to the *DOG1* promoter and part of exon 1 in salt conditions (Fig 2A), suggesting the existence of previously unannotated sense transcripts in the *DOG1* promoter. Of note, reads over this region are also detected in a publicly available RNA‐seq dataset from *Arabidopsis* seeds (Narsai *et al*, 2017; Appendix Fig S3A). Using a nanoCAGE‐ and nanoPARE‐based (Salimullah *et al*, 2011; Schon *et al*, 2018) 5'RACE‐seq, we confirm transcription of *DOG1* promoter originating from a well‐defined TSS around 1.5‐Kb upstream of *DOG1* TSS (Fig 2B). 3'RACE‐seq shows that in contrast to the 5′ end, the 3′ ends of this lncRNA are not well defined, giving rise to multiple transcript isoforms (Fig 2C). We named these transcripts *PUPPIES* due to their proximity to the *DOG1* gene. *PUPPIES* can terminate shortly after their TSS generating unspliced transcripts around 260 bp long (*PUPPIES‐uns*); *PUPPIES* can also be spliced into and terminate over a broad region on the *DOG1* promoter (*PUPPIES‐prom*) or can be spliced into the *DOG1* coding region terminating inside *DOG1* exons 1 and 2 (*PUPPIES‐fusion*; Fig 2D and Appendix Fig S3B–D). The splicing events were confirmed by PCR followed by Sanger sequencing (Appendix Fig S3E and F). Additionally, as 3'RNA‐seq is based on oligo(dT) priming, at least some *PUPPIES* isoforms are likely to be polyadenylated. The coding/noncoding potential of *PUPPIES* transcripts was assessed using Coding Potential Calculator 2.0 (CPC 2.0; Kang *et al*, 2017) and Coding‐NonCoding Identifying Tool (CNIT; Guo *et al*, 2019). Both tools classify all tested *PUPPIES* isoforms as noncoding in contrast to the coding control *UBC21* (Appendix Fig S4A and B).

Here, we show that in seeds imbibed under salt stress, the *DOG1* promoter region is extensively transcribed generating lncRNAs named *PUPPIES*. *PUPPIES* are a collection of diverse isoforms generated by alternative splicing and termination. Besides, *PUPPIES* are co‐directionally transcribed and invasive to the *DOG1* promoter and gene body.

### *PUPPIES* transcription is responsive to salt stress

Our RNA‐seq data suggest that *PUPPIES* are induced by salt stress (Fig 2A). To confirm these results, we performed RT–qPCR in seeds imbibed in the absence or presence of NaCl using primers specific for three *PUPPIES* isoforms: *PUPPIES‐uns*, *PUPPIES‐prom* and *PUPPIES‐fusion* (Fig 2D). We show that salt stress not only induces *DOG1* but also all tested *PUPPIES* isoforms (Figs 2E and EV1A), confirming the initial observation from 3'RNA‐seq.

**Figure 2:**
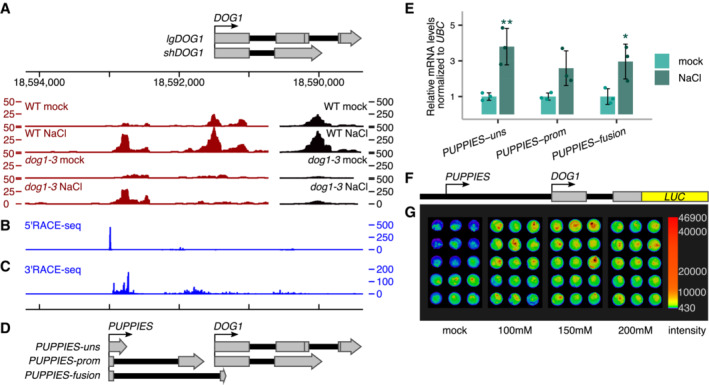
Transcriptional activity of salt‐sensing element on *DOG1* promoter A3'RNA‐seq read coverage on *DOG1 locus*. Black colour is used for coverage within the scale on the right‐hand side (0–500), and red is used for coverage within the scale on the left‐hand side (0–50). Above is a schematic representation of the annotated transcripts from the *DOG1 locus* and the chromosome coordinates.B5'RACE‐seq from a primer within the *DOG1* promoter reveals a transcription start site (TSS) upstream of the *DOG1* gene.C3'RACE‐seq results show novel transcription termination sites (TTS) along the *DOG1* promoter and gene body.DSchematics of newly annotated *PUPPIES* isoforms, co‐directionally transcribed upstream of *DOG1*.ERT–qPCR with primers specific for *PUPPIES‐uns*, *PUPPIES‐prom*, and *PUPPIES‐fusion* isoforms. Expression levels normalized to *UBC21* for 100 mM NaCl‐treated seeds and relative to mock. Bars and error bars represent the mean ± SD. Points represent biological replicates. *P‐value < 0.05, **P‐value < 0.01 from two‐tailed Student's *t*‐test.FSchematics of *psDOG1::LUC* construct with Luciferase reporter sequence inserted at the end of *DOG1* exon 2 (Fedak *et al*, 2016).GLuciferase activity in seeds in different concentrations of NaCl or mock. The colour bar shows the luminescence in counts per second on a logarithmic scale.

**Figure EV1:**
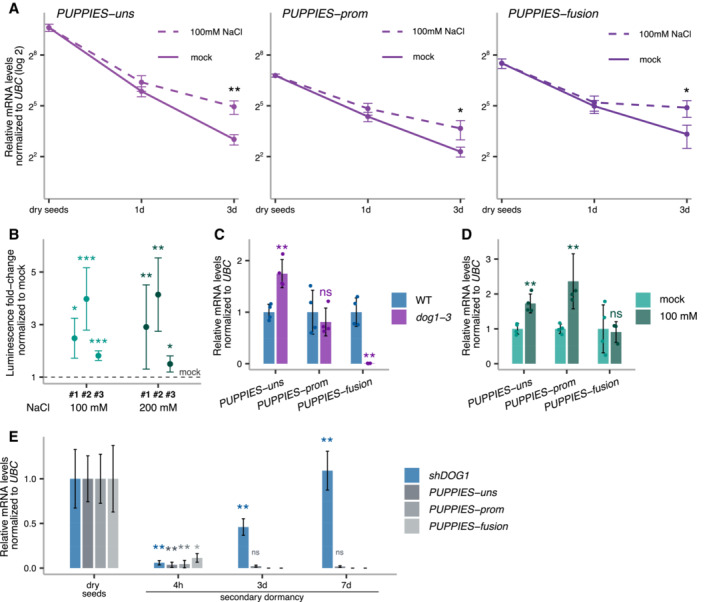
*PUPPIES* response to salt stress Relative quantification of *PUPPIES‐uns*, *PUPPIES‐prom* and *PUPPIES‐fusion* (from left to right) normalized to *UBC21* in dry seeds and seeds imbibed for 1 and 3 days in mock versus 100 mM NaCl. RT–qPCR points and error bars represent the mean ± SD. *P‐value < 0.05, **P‐value < 0.01 from two‐tailed Student's *t*‐test.Luciferase reporter assay. Plots represent the luminescence fold‐change of seeds under 100 or 200 mM NaCl normalized to mock (horizontal dashed line) for three independent transgenic lines (#1, #2, #3) carrying the reporter construct *psDOG1::LUC*. Error bars represent the mean ± SD. *P‐value < 0.05, **P‐value < 0.01, ***P‐value < 0.001 from paired Student's *t*‐test comparing the raw luminescence levels in counts per second between mock and NaCl‐treated samples.RT–qPCR for *PUPPIES‐uns*, *PUPPIES‐prom* and *PUPPIES‐fusion*. Expression in seeds treated with 100 mM NaCl in *dog1‐3* relative to WT.Expression in *dog1‐3* mutant seeds treated with 100 mM NaCl relative to mock.RT–qPCR for *shDOG1*, *PUPPIES‐uns*, *PUPPIES‐prom* and *PUPPIES‐fusion* during heat stress induction of secondary dormancy of WT seeds. Bars and error bars represent the mean ± SD with *n* = 3. Expression levels normalized to *UBC21*. Expression levels of *PUPPIES‐prom* and *PUPPIES‐fusion* at 3 and 7 days were undetectable. Asterisks show the statistical significance for each transcript from the two‐tailed Student's *t*‐test for the comparison of each timepoint to its previous timepoint. ns *P*‐value > 0.05, *P‐value < 0.05, **P‐value < 0.01. Data information: (C, D) Expression levels normalized to *UBC21*. Bars and error bars represent the mean ± SD. Points represent biological replicates. ns *P*‐value > 0.05, **P‐value < 0.01 from two‐tailed Student's *t*‐test.

Next, we used a published transgenic line (Fedak *et al*, 2016) with the *DOG1* promoter region (containing *PUPPIES*) followed by the *DOG1* exon1, intron1 and exon2 region fused to luciferase reporter (Fig 2F). This construct lacks the 3′ end of the *DOG1* gene which contains a previously characterized antisense transcript *1GOD* (Fedak *et al*, 2016) as well as *DOG1* exon 3 of the *lgDOG1* isoforms (Cyrek *et al*, 2015). Using three independent transgenic lines, we show that this truncated *DOG1* construct is still induced by salt (Figs 2G and EV1B). This suggests that the important regulatory elements located at the 3′ end of *DOG1* are not required for the induction of *DOG1* by salt stress.

### *PUPPIES* are positive regulators of *DOG1* expression in response to salt stress

We observe that both *PUPPIES* and *DOG1* are induced by salt. To understand the causative relationship between them, we first tested whether *PUPPIES* control *DOG1* expression. We used a T‐DNA mutant (*puppies‐1*) with the insertion around 400‐bp upstream of *DOG1* TSS (Fig 3A). RT–qPCR shows that all *PUPPIES* isoforms are significantly downregulated in *puppies‐1* (Fig 3B). Notably, in *puppies‐1*, we also observe a strong downregulation of *DOG1* expression (Fig 3B). Consistent with low *DOG1* expression, *puppies‐1* mutants display a weaker inhibition of seed germination upon salt stress (Fig 3C). These results suggest a positive impact of *PUPPIES* on *DOG1* expression and delay of germination.

Importantly, RT–qPCR on *dog1‐3* shows that *DOG1* knockout does not result in downregulation of *PUPPIES*, except for the isoform in which transcription is directly blocked by the T‐DNA insertion in this mutant (Fig EV1C). We speculate that the loss of *PUPPIES‐fusion* caused by the T‐DNA insertion on *dog1‐3* leads to a compensating increase in the levels of unspliced *PUPPIES* (*PUPPIES‐uns*; Fig EV1C). Additionally, we show that *PUPPIES* expression is still induced by salt in the *dog1‐3* background (Fig EV1D). The same could be observed in the 3'RNA‐seq data for the *dog1‐3* mutant (Fig 2A). In short, *PUPPIES* knock‐down is associated with a strong *DOG1* downregulation, yet *DOG1* knockout does not downregulate *PUPPIES* nor affect *PUPPIES* responsiveness to salt. Moreover, *DOG1* gene expression is known to be induced in seeds during imbibition under prolonged heat stress causing a re‐induction of seed dormancy, called secondary seed dormancy (Argyris *et al*, 2008, Leymarie *et al*, 2008). In agreement with published data (Krzyszton *et al*, 2022), *DOG1* expression is strongly induced during secondary dormancy induction. By contrast, *PUPPIES* expression is not induced but rather shut down (Fig EV1E). This supports the idea that *PUPPIES* regulation differs from that of *DOG1* and that *PUPPIES* are induced by only some of the *DOG1*‐inducing signals.

In contrast to secondary dormancy, during seed maturation, *PUPPIES* expression has the same dynamics as *DOG1* (Appendix Fig S5A). In agreement, *puppies‐1* displays weaker primary seed dormancy (Appendix Fig S5B), a result consistent with the idea that *PUPPIES* induce *DOG1* expression not only in response to salt but also during primary seed dormancy establishment. We propose that *PUPPIES* are partially independent of *DOG1* and that upon salt stress *PUPPIES* act upstream of, and as a positive regulator of *DOG1* expression to control seed germination.

Next, we used CRISPR‐Cas9 aiming to create deletions in the *PUPPIES* region. We obtained a mutant with slower seed germination under salt stress (Fig 3D). Sanger sequencing reveals a deletion (from −186 to −449) upstream of *PUPPIES* TSS (Fig 3A, and Appendix Fig S5C and D). This leads us to hypothesize that the deletion may remove a negative regulatory element on the *PUPPIES* promoter resulting in *PUPPIES* overexpression, which would explain the phenotype. RT–qPCR confirms *PUPPIES* upregulation in the deletion mutant (*puppies‐ox*; Fig 3E) and induction of *DOG1* expression in seeds under salt stress (Fig 3E). Additionally, we show that *puppies‐ox* seeds display stronger primary dormancy (Appendix Fig S5E) and higher expression of *PUPPIES* and *DOG1* compared with WT at late stages of seed maturation (Appendix Fig S5F).

Additionally, we used a dCas9 system to interfere with *PUPPIES* transcription without changing the genomic sequence, which could alter *DOG1* expression. This was achieved using transgenes carrying one of three different pairs of sgRNAs together with a constitutively expressed catalytically inactive or “dead” Cas9 (dCas9) protein which is thought to bind but not to cleave DNA and therefore has been used as a roadblock for transcription (Bikard *et al*, 2013; Qi *et al*, 2013; Piatek *et al*, 2015). We show that guiding dCas9 to three different regions of *PUPPIES* (Fig EV2A) causes faster germination of seeds under salt stress (Fig EV2B). We selected four independent transgenic lines from one construct for gene expression analysis. As expected, *PUPPIES* expression is significantly downregulated in the dCas9 lines, importantly consistent with faster germination (Fig EV2B) we observe downregulation of *DOG1* expression (Fig EV2C). These results support the idea that *PUPPIES* affect the expression of *DOG1* independently of changes in its genomic sequence.

**Figure 3:**
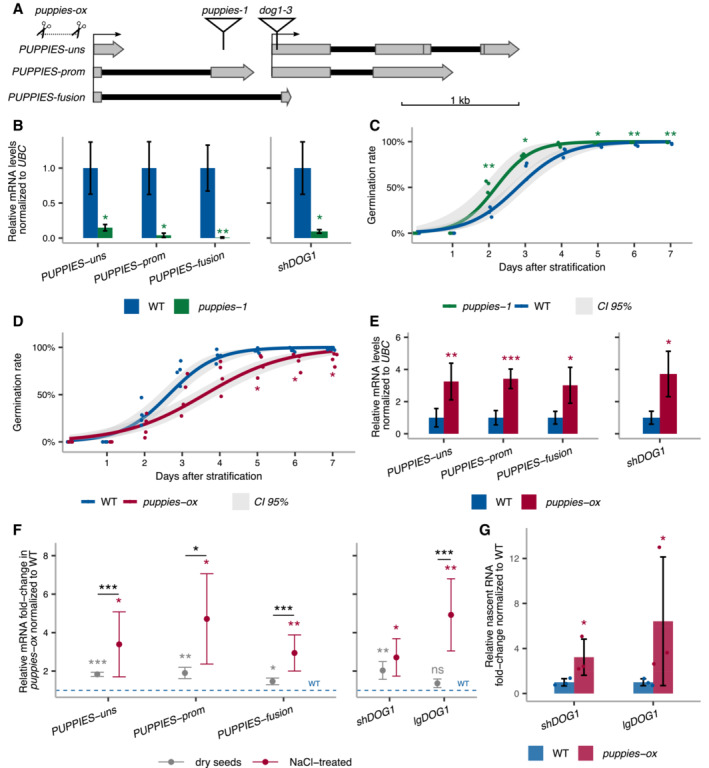
*PUPPIES*‐mediated changes in *DOG1* gene expression and salt stress response ASchematics of *DOG1 locus* with *PUPPIES* and *DOG1* TSS indicated by black arrows. The T‐DNA insertions in *puppies‐1* and *dog1‐3* mutants, and CRISPR‐Cas9 deletion in *puppies‐ox* are shown.BRT–qPCR with primers specific for *PUPPIES‐uns*, *PUPPIES‐prom*, *PUPPIES‐fusion* and *shDOG1*. Expression levels normalized to *UBC21* in seeds treated with 100 mM NaCl in the *puppies‐1* mutant relative to WT.C, DGermination time‐course in 100 mM NaCl after stratification for *puppies‐1* (C) and *puppies‐ox* (D) relative to WT. Lines represent fitted curves with a 95% confidence interval (grey area), dots represent data points, *P‐value < 0.05 from the two‐tailed Student's *t*‐test. (C) Data for WT are the same as plotted in Fig 1B.ERT–qPCR (same as in B) in *puppies‐ox* relative to WT.FRT–qPCR fold‐change induction of *PUPPIES‐uns*, *PUPPIES‐prom*, *PUPPIES‐fusion*, *shDOG1* and *lgDOG1* in *puppies‐ox* relative to WT (blue dashed line), in dry (light grey) and imbibed seeds in the presence of 100 mM NaCl (red). Significance from the two‐tailed Student's *t*‐test for comparing dry seeds of WT and *puppies‐ox* is represented with light grey asterisks, and salt‐imbibed seeds of WT and *puppies‐ox* are represented with red asterisks. Black asterisks represent significance from two‐way ANOVA with Tukey's multiple comparisons test for dry seeds versus imbibed seeds. ns *P*‐value > 0.05, *P‐value < 0.05, **P‐value < 0.01, ***P‐value < 0.001. Error bars represent the mean ± SD. *n* = 4 biological replicates.GRT–qPCR with primers for *shDOG1* and *lgDOG1* on nascent RNA from seeds imbibed in 100 mM NaCl from *puppies‐ox* relative to WT. Nascent RNA levels were normalized to *UBC21*. Bars and error bars represent the mean ± SD. Points represent biological replicates. Statistical significance from two‐tailed Student's *t*‐test. *P‐value < 0.05. Data information: (B, E) Bars and error bars represent the mean ± SD. Statistical significance from two‐tailed Student's *t*‐test. *P‐value < 0.05, **P‐value < 0.01, ***P‐value < 0.001.

**Figure EV2:**
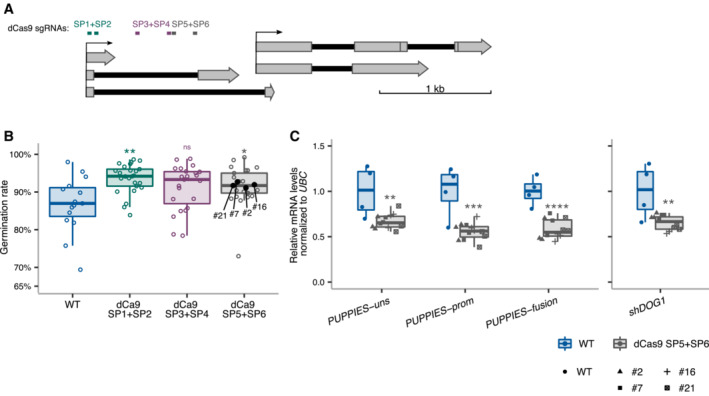
Blocking *PUPPIES* with dCas9 Schematics of *DOG1 locus* with *PUPPIES* and *DOG1* TSS indicated by black arrows. Two sgRNAs per construct were introduced in WT targeting a ubiquitously expressed “dead” Cas9 protein (dCas9) to block *PUPPIES* transcription. The sgRNA positions are: SP1 + SP2 (in green), SP3 + SP4 (in purple), SP5 + SP6 (in grey).Box plots showing the percentage of germination in 150 mM NaCl at 4 days after stratification for WT (blue) and T2 seeds from selected transformants carrying dCas9 and the sgRNA pairs SP1 + SP2 (green), SP3 + SP4 (purple), SP5 + SP6 (grey). Points show the germination of seeds from each individual transgenic plant. Four independent SP5 + SP6 plants (#2, #7, #16, #21, represented by black points) with germination closest to the median were propagated and gene expression analyses (C) were carried out in the T3 seeds imbibed in the presence of 100 mM NaCl. Points represent biological replicates.Box plots show the expression levels measured by RT–qPCR of *PUPPIES‐uns*, *PUPPIES‐prom*, *PUPPIES‐fusion* and *shDOG1* normalized to *UBC21* in the four different transgenic lines of SP5 + SP6 dCas9 (grey) relative to WT (blue). Points represent biological replicates. Data information: (B, C) The box plot's central band marks the median, boxes mark the first and third quartiles, and whiskers extend the boxes to the largest value no further than 1.5 times the interquartile range. Statistical significance from two‐tailed Student's *t*‐test. ns *P*‐value > 0.05, *P‐value < 0.05, **P‐value < 0.01, ***P‐value < 0.001, ****P‐value < 0.0001.

Based on a series of *PUPPIES* mutants and the correlation of expression patterns during seed maturation and salt stress, we suggest that *PUPPIES* lncRNAs act as positive regulators of *DOG1* expression. Additionally, *PUPPIES* seem to be important for *DOG1* regulation in seeds under salt stress in contrast to heat stress.

### *PUPPIES* induce *DOG1* in *cis*

To understand whether *PUPPIES* work in *cis* or in *trans*, we expressed *PUPPIES* from a different allele to that expressing *DOG1*. For that, we crossed the *PUPPIES* knock‐down mutant *puppies‐1* with the *DOG1* knockout *dog1‐3*. We then asked whether *PUPPIES*, expressed from the *dog1‐3* allele, are able to induce *DOG1* expression from the *puppies‐1* allele in the heterozygous F1 generation (Fig EV3A). In seeds imbibed in the presence of NaCl, RT–qPCR shows higher levels of *PUPPIES* in the heterozygous F1 relative to homozygous *puppies‐1* F1 (Fig EV3B), consistent with *PUPPIES* transcription from the *dog1‐3* allele. By contrast, we do not detect higher levels of *DOG1* expression in the heterozygous F1 seeds (Fig EV3B). These results suggest that *PUPPIES* are unable to activate *DOG1* expression in *trans*. We further tested this hypothesis by crossing either WT or *puppies‐ox* with two independent *psDOG1::LUC* reporter lines (Fig EV3C). In the heterozygous F1 generation, we measured *DOG1* expression from the *psDOG1::LUC* allele using primers specific to *DOG1‐LUC* transcripts to test whether the higher expression of *PUPPIES* from the *puppies‐ox* allele leads to the activation of the *DOG1* reporter. RT–qPCR in F1 seeds imbibed in the presence of NaCl show no changes in *DOG1‐*linked reporter in any of the crosses (Fig EV3D), suggesting that changes in *PUPPIES* expression originating from *puppies‐ox* allele does not affect *DOG1* expression from the transgene. Based on these results, we hypothesize that *PUPPIES* lncRNAs induce *DOG1* expression in *cis* but not in *trans*.

**Figure EV3:**
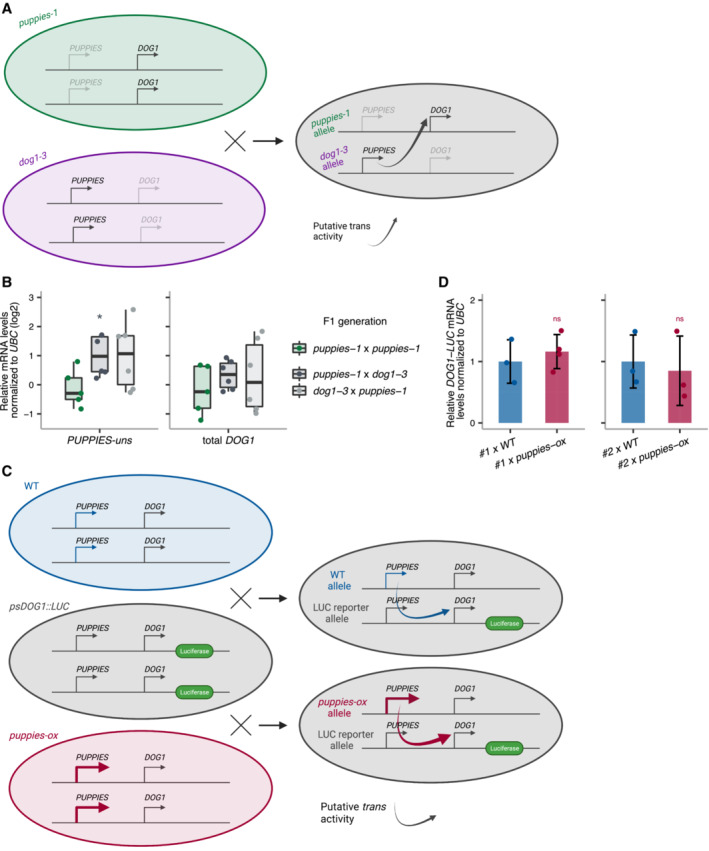
*PUPPIES* do not activate *DOG1* expression in *trans* Schematic representation of the cross between both diploid homozygous *puppies‐1* and *dog1‐3* mutants. The heterozygous F1 is used to test if supplying *PUPPIES* expression (from the *dog1‐3* allele) induces *DOG1* expression (from the *puppies‐1* allele) compared with the homozygous *puppies‐1*.RT–qPCR for *PUPPIES‐uns* and total *DOG1* normalized to *UBC21* in F1 seeds imbibed in the presence of 100 mM NaCl. *y*‐axis in logarithmic scale. Points represent biological replicates. The box plot's central band marks the median, boxes mark the first and third quartiles, and whiskers extend the boxes to the largest value no further than 1.5 times the interquartile range. Statistical significance from two‐tailed Student's *t*‐test. *P‐value < 0.05.Schematic representation of the crosses between *psDOG1::LUC* and either WT or *puppies‐ox*. The heterozygous F1 from *psDOG1::LUC* crossed with *puppies‐ox* is used to test if supplying *PUPPIES* expression (from the *puppies‐ox* allele) induces *DOG1‐LUC* expression (from the reporter allele) relative to the levels of *DOG1‐LUC* in the *psDOG1::LUC* crossed with WT.RT–qPCR with primers specific for *DOG1‐LUC* in F1 seeds of two independent *psDOG1::LUC* lines (#1 and #2) crossed with either WT or *puppies‐ox* imbibed in the presence of 100 mM NaCl. Expression was normalized to *UBC21*. Bars and error bars represent the mean ± SD. Points represent biological replicates. ns *P*‐value > 0.05 from two‐tailed Student's *t*‐test.

### *PUPPIES* regulate *DOG1* transcription

As shown previously, maturing seeds of the *puppies‐ox* mutant have higher expression of *DOG1* and *PUPPIES* when compared to WT. Therefore, the observed high levels of *DOG1* and *PUPPIES* in *puppies‐ox* seeds imbibed in salt could be a consequence of persistently high levels of mRNA accumulated during seed maturation in this mutant. Contrary to this idea, when compared to WT, the *puppies‐ox* mutant shows a higher fold induction of *PUPPIES* and *DOG1* in seeds under salt stress than the fold induction observed in dry seeds (Fig 3F). This suggests that in response to salt, the high levels of *PUPPIES* and *DOG1* in *puppies‐ox* are a result of *de novo* transcription after imbibition, and not pre‐existing high mRNA levels in dry seeds.

Upstream pervasive transcription has been demonstrated to silence downstream genes (Nguyen *et al*, 2014). Surprisingly, *PUPPIES* positively regulate the levels of *DOG1* steady‐state mRNA. To test *PUPPIES* effect on *DOG1* expression at the transcriptional level, we employed a procedure to isolate nascent RNAs attached to the chromatin (chrRNA). RT–qPCR on chrRNA shows higher levels of *DOG1* nascent RNA in *puppies‐ox* (Fig 3G). This suggests that *PUPPIES* act by activating *DOG1* at the transcriptional level.

### smFISH reveals changes in *DOG1* transcription dynamics

Single‐molecule RNA fluorescence *in situ* hybridization (smFISH) is a technique used to image single RNA transcripts, thus allowing the examination of transcriptional features of gene expression regulation (Femino *et al*, 1998; Raj *et al*, 2006, 2008). In plants, this method was previously used for the roots of young seedlings to describe multiple aspects of transcriptional regulation of the *FLC* gene (Rosa *et al*, 2016; Duncan & Rosa, 2017; Ietswaart *et al*, 2017). Here, we adapted this method to image *DOG1* transcripts in *Arabidopsis* embryos. *DOG1* smFISH reveals multiple *foci* distributed in the cytoplasm and nucleus of the embryo cells from seeds under salt stress (Figs 4A and EV4A–C), which were absent in *dog1‐3* (Fig EV4D and E), and sensitive to RNase A treatment (Fig EV4F). A fraction of cells shows one or two brighter *foci* that can be interpreted as genomic *loci* with active transcription (transcription sites; Figs 4A, and EV4A and C) containing multiple nascent transcripts as reported before (Mueller *et al*, 2013; Gómez‐Schiavon *et al*, 2017). We detect on average 20 *foci* (*DOG1* transcripts) per cell (Fig 4B). Importantly, smFISH shows a drastic reduction of cytoplasmic *foci* (*DOG1* mRNA) in *puppies‐1* compared with WT (Figs 4C and D, and EV4G), consistent with RT–qPCR (Fig EV4H). The distribution of intensities of cytoplasmic *foci* in *puppies‐1* is not significantly changed compared with WT (Fig EV4I). Notably, we observe a significant reduction in intensities for the brightest nuclear *foci* that we assume to correspond to *DOG1* transcription sites (TS; Fig 4C and E). This suggests that *puppies‐1* has a lower number of nascent or chromatin‐attached *DOG1* transcripts per round of transcription. Additionally, we detect a lower fraction of cells with TS *foci* in *puppies‐1* (Fig 4F).

**Figure 4:**
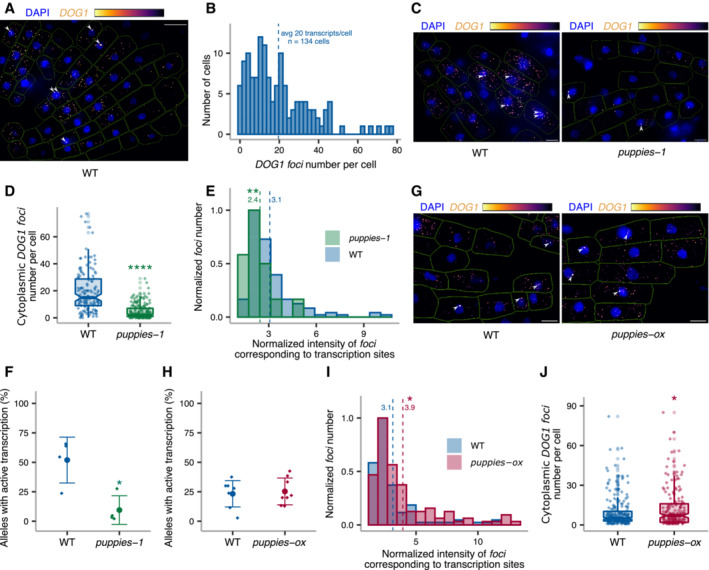
*DOG1* transcriptional regulation by *PUPPIES* revealed by single‐molecule RNA FISH *z*‐stack max‐projection image of smFISH for *DOG1* RNA. The “Inferno” colour scale is used for the intensity of fluorescence from Quasar670 fluorophore (*DOG1*). The blue colour shows fluorescence from DAPI (nuclei staining). Arrowheads point to *foci* corresponding to transcription sites (TS). The scale bar is 20 μm.Distribution of cytoplasmic *DOG1 foci* per cell in WT. The blue vertical dashed line indicates the average.
*z*‐stack max‐projection images of *DOG1* smFISH in seeds imbibed in 100 mM NaCl of WT (left) versus *puppies‐1* (right). Arrowheads point to *foci* corresponding to TS. The scale bar is 5 μm.Notched box plots showing the cytoplasmic *DOG1 foci* number per cell in WT and *puppies‐1*. Diamond‐shaped points represent each cell, *n* = 134 cells from WT and *n* = 182 cells from *puppies‐1*.Distribution of intensities of *foci* corresponding to *DOG1* transcription sites in WT and *puppies‐1*. In the *x*‐axis is the fluorescence intensity fold‐change of *foci* classified as TS to the average intensity of nuclear *foci*. In the *y*‐axis is the number of *foci* normalized to their maximum value. Vertical dashed lines indicate the average fluorescence fold‐change for WT (3.1) and *puppies‐1* (2.4). *n* = 135 *foci* from WT, *n* = 29 *foci* from *puppies‐1*.Plot showing the frequency of alleles with detected *foci* corresponding to *DOG1* TS for WT and *puppies‐1*. Points and error bars represent the mean ± SD. Diamond‐shaped points represent single embryos.
*z*‐stack max‐projection images from seeds imbibed in 100 mM NaCl of WT (left) versus *puppies‐ox* (right). Arrowheads point to *foci* corresponding to TS. The scale bar is 5 μm.Same as (F), for WT and *puppies‐ox*.Same as in (E), in WT and *puppies‐ox*. Vertical dashed lines indicate the average fluorescence fold‐change for WT (3.1) and *puppies‐ox* (3.9). *n* = 107 *foci* from WT and *n* = 105 foci from *puppies‐ox*.Notched box plot, same as (D), in WT and *puppies‐ox*. *n* = 212 cells from WT, *n* = 179 cells from *puppies‐ox*. Data information: (D–F, H–J) Statistical significance from two‐tailed Student's *t*‐test. *P‐value < 0.05, **P‐value < 0.01, ****P‐value < 0.0001. (D and J) The box plot's central band marks the median, lower and upper box limits mark the first and third quartiles, whiskers extend the boxes to the largest value no further than 1.5 times the interquartile range, and the notches extend to 1.58 times the interquartile range divided by sqrt (*n*).

**Figure EV4:**
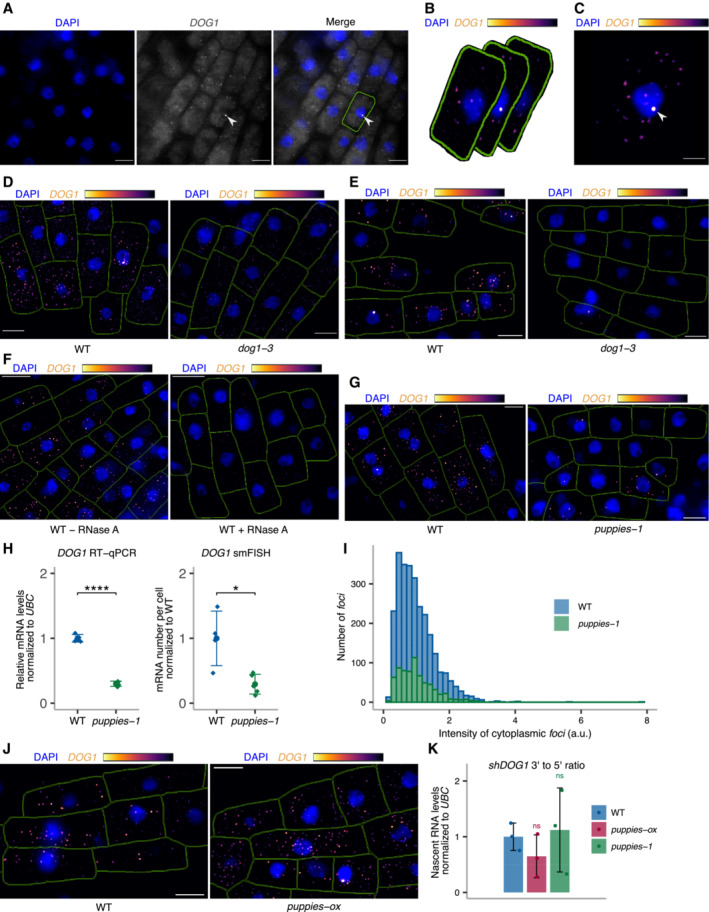
*DOG1* single‐molecule RNA FISH ASingle *z*‐section image of smFISH for *DOG1* in embryo cells from imbibed seeds. Separate DAPI (blue) and *DOG1* (grey) channels are shown on the left and middle images. A merged image is shown on the right. Manual segmentation (green outline) of the cells is performed based on a certain level of background fluorescence visible on the *DOG1* channel. Arrowhead points to the *focus* corresponding to the transcription site (TS). For each cell, the segmented area is projected to the *z*‐sections above and below corresponding, respectively, to the top and bottom edges of the cell. Scale bar is 5 μm.BAfter the projection of the cell segmentation across the *z*‐stack, the image is denoised in each *z*‐section. A maximum projection of the denoised *z*‐stack is then performed to obtain a representative 2D image (C). The denoised *z*‐stack is also used for the reconstruction of the cell and *foci* detection in 3D (see Materials and Methods section).CArrowhead points to the *focus* corresponding to the TS. Scale bar is 2 μm.D, E
*z*‐stack max‐projection images of *DOG1* smFISH in seeds imbibed in 100 mM NaCl of WT (left) versus *dog1‐3* (right). The scale bar is 5 μm. Please note that WT picture in panel E is the same representative picture as used in Fig 4G.F
*z*‐stack max‐projection images of *DOG1* smFISH in WT without (left) versus with (right) RNase A treatment before hybridization. The scale bar is 5 μm.G
*z*‐stack max‐projection images of *DOG1* smFISH in seeds imbibed in 100 mM NaCl of WT (left) versus *puppies‐1* (right). The scale bar is 5 μm.HComparison of fold‐change of *DOG1* expression from RT–qPCR (left) with cytoplasmic *DOG1 foci* number per cell from smFISH (right; replotted data shown in Fig 4E) in *puppies‐1* relative to WT. Points and error bars represent the mean ± SD. Diamond‐shaped points in the RT–qPCR plot represent a pool of seeds collected from five plants, and diamond‐shaped points in the smFISH plot represent a single embryo. Statistical significance from two‐tailed Student's *t*‐test. *P‐value < 0.05, ****P‐value < 0.0001.IDistribution of intensities of cytoplasmic *DOG1 foci* in WT and *puppies‐1* in arbitrary units (a.u.).J
*z*‐stack max‐projection images of *DOG1* smFISH in seeds imbibed in 100 mM NaCl of WT (left) versus *puppies‐ox* (right). The scale bar is 5 μm.KRT–qPCR quantification of 3′ end and 5' end of *shDOG1* on nascent RNA from seeds imbibed in 100 mM NaCl from WT, *puppies‐ox* and *puppies‐1*. The plot shows the ratio of 3′ end to 5′ end relative to WT. Nascent RNA levels were normalized to *UBC21*. Bars and error bars represent the mean ± SD. Statistical significance from two‐tailed Student's *t*‐test. ns *P*‐value > 0.05.

By contrast, *puppies‐ox* shows no significant difference in the frequency of the cells with active *DOG1* transcription, compared with WT (Fig 4G and H). One possibility is that the frequency of active transcription is intrinsic to the T‐DNA insertion. On the contrary, the observed changes may be a consequence of lower intensity of TS containing only a few transcribing polymerases, which will become indistinguishable from the intensity of one full‐length transcript, and will therefore not be counted in our analysis as a *DOG1* TS but as an mRNA.

Yet, in agreement with changes in *puppies‐1*, we do observe a higher intensity of TS in *puppies‐ox* (Fig 4G and I), suggesting a higher number of nascent or chromatin‐attached *DOG1*, consistent with RT–qPCR from chrRNA (Fig 3G). The release of Pol II from promoters often happens in bursts with the transcription by several Pol II enzymes followed by a period of absence of initiation events, a phenomenon called transcriptional bursting. The number of Pol II per burst of transcription is defined as transcriptional burst size (Raj *et al*, 2006; Cai *et al*, 2008; Zenklusen *et al*, 2008; Suter *et al*, 2011). Our results could suggest that *PUPPIES* affect *DOG1* burst size. However, the smFISH intensity signal of TS is also affected by the length of the transcripts, as longer nascent transcripts allow the binding of a higher number of fluorescently labelled probes. Therefore, we isolated chrRNA and calculated the ratio of 3′ to 5′ ends for *DOG1*, so that a higher 3′ to 5′ ends ratio would reflect increased abundance of longer transcripts.

Our analysis shows no significant changes in the ratio between 3′ and 5′ ends of chrRNA in the *PUPPIES* mutants compared with WT, which suggests that *PUPPIES* do not change the length of *DOG1* nascent transcripts attached to chromatin, but rather the number of Pol II molecules per round of *DOG1* transcription (burst size). Consistent with that, we also observe an increase in the number of cytoplasmic *DOG1* mRNA in the *puppies‐ox* mutant (Fig 4J).

The smFISH experiments reveal changes in mRNA number and transcriptional bursting in the *PUPPIES* mutant's seeds under salt stress. In agreement, smFISH analysis on WT embryos from mock and NaCl‐treated seeds shows that salt stress induces the number of *DOG1* mRNA per cell (Fig EV5A–C). A result that is consistent with our previous data (Figs 1D and F, 2A and G, and Appendix Fig S1C). Additionally, we observe a higher frequency of cells with active *DOG1* transcription (Fig EV5D) and higher intensity of *DOG1* TS (Fig EV5E).

**Figure 5:**
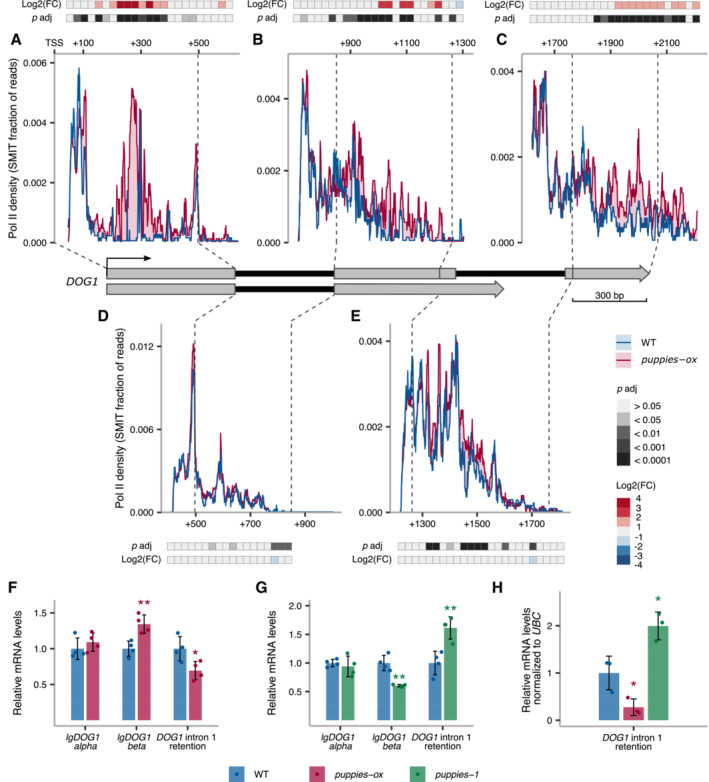
*DOG1* transcription pausing and processivity dependent on *PUPPIES* A–EThe profile of Pol II during *DOG1* transcription. Plots show the fraction of unique reads from targeted NET‐Seq using rolling median (11 nt). Targeted libraries for sequencing of *DOG1 locus* were obtained by usage of five primers across the gene. Pol II dynamics are analysed separately for each region sequenced in exon 1 (A), exon 2 (B), exon 3 (C), intron 1 (D) and intron 2 (E). The *x*‐axis shows the distance in bp from *DOG1*. A light red colour fill highlights the regions where Pol II density is higher in *puppies‐ox*. A light blue colour fill highlights the regions where Pol II density is higher in WT. For each plot, coloured tiles represent the fold‐change (*puppies‐ox*/WT) on a logarithmic scale. Greyscale tiles represent the result of a statistical test for the difference between genotypes from the two‐tailed Student's *t*‐test after Bonferroni correction. Tiles correspond to a 25 bp bin each. Vertical dashed lines connect the exon boundaries on the plots with the schematics of the *DOG1* gene with grey boxes representing exons and black lines representing introns.F, GRT–qPCR measurement of alternative splicing of *lgDOG1* alpha and beta isoforms and unspliced intron 1 *DOG1* isoforms levels in *puppies‐ox*, and *puppies‐1* relative to WT, in seeds treated with 100 mM NaCl.HRT–qPCR quantification of *DOG1* intron 1 retention on nascent RNA from seeds imbibed in 100 mM NaCl from *puppies‐ox* and *puppies‐1* relative to WT. Nascent RNA levels were normalized to *UBC21*. Data information: (F–H) Bar and error bars represent the mean ± SD, and points represent biological replicates. *P‐value < 0.05, **P‐value < 0.01 from two‐tailed Student's *t*‐test.

**Figure EV5:**
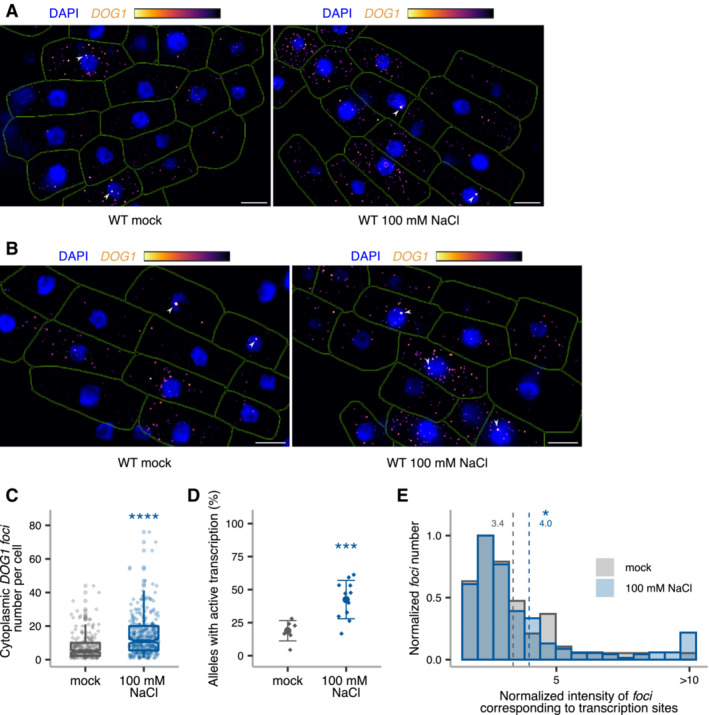
*DOG1* single‐molecule RNA FISH in response to salt stress A, B
*z*‐stack max‐projection images of *DOG1* smFISH in WT embryos from imbibed seeds in mock (left) versus 100 mM NaCl (right). Arrowheads point to *foci* corresponding to the transcription sites (TS). The scale bar is 5 μm.CNotched box plots showing the cytoplasmic *DOG1 foci* number per cell in mock versus salt treatment. Diamond‐shaped points represent each cell, *n* = 208 cells from mock and *n* = 309 cells from NaCl‐treated. The box plot's central band marks the median, lower and upper box limits mark the first and third quartiles, whiskers extend the boxes to the largest value no further than 1.5 times the interquartile range, and the notches extend to 1.58 times the interquartile range divided by sqrt (*n*).D Plot showing the frequency of alleles with detected *foci* corresponding to *DOG1* transcription sites for mock versus NaCl‐treated. Points and error bars represent the mean ± SD. Diamond‐shaped points represent single embryos.E Distribution of intensities of *foci* corresponding to *DOG1* TS in mock and NaCl‐treated. In the *x*‐axis is the fluorescence intensity fold‐change of *foci* classified as TS to the average intensity of nuclear *foci*. In the *y*‐axis is the number of *foci* normalized to their maximum value. Vertical dashed lines indicate the average fluorescence fold‐change for mock in green (3.4) and NaCl‐treated in blue (4.0). *n* = 47 *foci* from mock and *n* = 159 *foci* from NaCl‐treated. Data information: (C–E) Statistical significance from two‐tailed Student's *t*‐test. *P‐value < 0.05, ***P‐value < 0.001, ****P‐value < 0.0001.

Our results suggest that *PUPPIES* modulate features of *DOG1* transcriptional bursting such as burst size and are consistent with a recent work showing the involvement of *cis*‐acting lncRNAs in controlling transcriptional burst size or frequency of the nearby genes (Johnsson *et al*, 2022).

### *PUPPIES* regulate *DOG1* transcription pausing and processivity

Given the observed changes in Pol II burst size, we speculate that *PUPPIES* could affect *DOG1* Pol II processivity. We, therefore, used a modified version of targeted nascent RNA analysis (Oesterreich *et al*, 2016; Herz *et al*, 2019) referred to as targeted NET‐seq (Native Elongating Transcript sequencing) hereafter. Briefly, chrRNA was purified from seeds imbibed under salt stress, adapters ligated at 3′ ends, followed by library preparation using primers spanning the entire *DOG1* gene, and next‐generation sequencing. After UMI‐based PCR duplicates removal and filtering reads mapped to *DOG1*, we ended up with around 19,000 unique reads per each biological replicate of WT and *puppies‐ox*. For each primer, we plotted 3′ ends of reads, giving us a single nucleotide resolution map of Pol II position along the *DOG1* transcriptional unit.

Strikingly, we observe a drastic increase of Pol II density in *puppies‐ox* mutant around 300‐bp downstream of *DOG1* TSS, where a pause site is revealed by a sharp peak in WT (Fig 5A). These results suggest that *PUPPIES* overexpression causes Pol II to strongly accumulate at this *DOG1* promoter‐proximal pause site. Since the total unspliced *PUPPIES* attached to the chromatin (including those that may contain *DOG1* exon 1) constitutes only 2.9% of the total chrRNA containing *DOG1* exon 1 (Appendix Fig S6A), the strong NET‐seq peak is unlikely to reflect *PUPPIES*‐transcribing Pol II density over this region. Moreover, targeted NET‐seq shows that in *puppies‐ox*, Pol II travels slower through exons (Fig 5A–C) but not through introns (Fig 5D and E). The enhanced promoter‐proximal pausing together with slower transcription over exons but not introns suggest an augmented difficulty in Pol II transcribing through nucleosomes. We overlapped our targeted NET‐seq signal with the mapping of nucleosome occupancy on the *DOG1 locus* from public MNase‐seq data (Data ref: Luo *et al*, 2020b; Appendix Fig S6B) and nucleosome occupancy prediction based on DNA sequence (van der Heijden *et al*, 2012; Appendix Fig S6C). Notably, we detect a nucleosome at or immediately downstream of nearly all regions with enhanced pausing in the *puppies‐ox* mutant, including the promoter‐proximal pausing site (Appendix Fig S6D and E). This observation supports the hypothesis that *PUPPIES* enhance *DOG1* expression by modulating *DOG1* transcriptional dynamics through nucleosomes.

In summary, our extensive transcriptional analyses reveal that *PUPPIES* induce *DOG1* transcription. Surprisingly, the positive impact of *PUPPIES* on *DOG1* transcription is associated with an augmented promoter‐proximal pausing and slower transcription through exonic regions, possibly by quelling Pol II ability to pass through nucleosomes. We hypothesize that at the same time these changes allow the loading of a higher number of Pol II molecules per round of transcription as revealed by smFISH.

### *PUPPIES* modulation of *DOG1* transcription feeds back on the splicing outcome

Slower transcription processivity was shown to enhance splicing efficiency and remodel alternative splicing events (Neugebauer, 2002; Naftelberg *et al*, 2015; Saldi *et al*, 2016). In plants, transcription elongation rate was shown before to contribute to alternative splicing and gene expression regulation, including *DOG1* (Dolata *et al*, 2015; Herz *et al*, 2019). Since in *puppies‐ox* we observe changes consistent with slower transcription of *DOG1* exons, we postulate that *PUPPIES* also affect *DOG1* splicing. Indeed, *puppies‐ox* displays enhanced *DOG1* splicing efficiency revealed by lower *DOG1* intron 1 retention levels and changes in *DOG1* intron 2 alternative splicing (Fig 5F). In agreement, we observe lower splicing efficiency and opposite *DOG1* alternative splicing changes in *puppies‐1* (Fig 5G). Furthermore, we tested whether the splicing changes observed in steady‐state mRNA were also detected in nascent RNAs. RT–qPCR on chrRNA showed higher and lower splicing efficiency in *puppies‐ox* and *puppies‐1*, respectively (Fig 5H), consistent with the previous results (Fig 5F and G).

If the differences in transcription dynamics observed by targeted NET‐seq in *puppies‐ox* were a consequence of splicing, we would expect those to be observed during/after the transcription of introns. Instead, we observe the most striking difference in Pol II pausing at the beginning of the gene. This suggests that splicing of *DOG1* is rather a consequence, and not a cause of Pol II processivity.

## Discussion

Based on our results, we propose a model in which the *DOG1* promoter region generates multiple lncRNAs, named *PUPPIES*. *PUPPIES* are induced by salt stress and their pervasive transcription induces *DOG1* expression (Fig 6). Surprisingly, on the *DOG1 locus*, *PUPPIES* invasive transcription does not result in a negative interference with gene expression but in the induction of *DOG1* expression. This causes a delay in seed germination under salt stress. The positive effect of *PUPPIES* on *DOG1* is associated with changes in Pol II transcriptional dynamics. Particularly, *PUPPIES* induce stronger Pol II promoter‐proximal pausing on the *DOG1* gene, slower transcription through exons, and loading of a higher number of Pol II complexes per *DOG1* transcriptional burst. Ultimately, *PUPPIES*‐mediated changes in *DOG1* transcription enhance splicing efficiency and affect alternative splice‐site selection.

**Figure 6:**
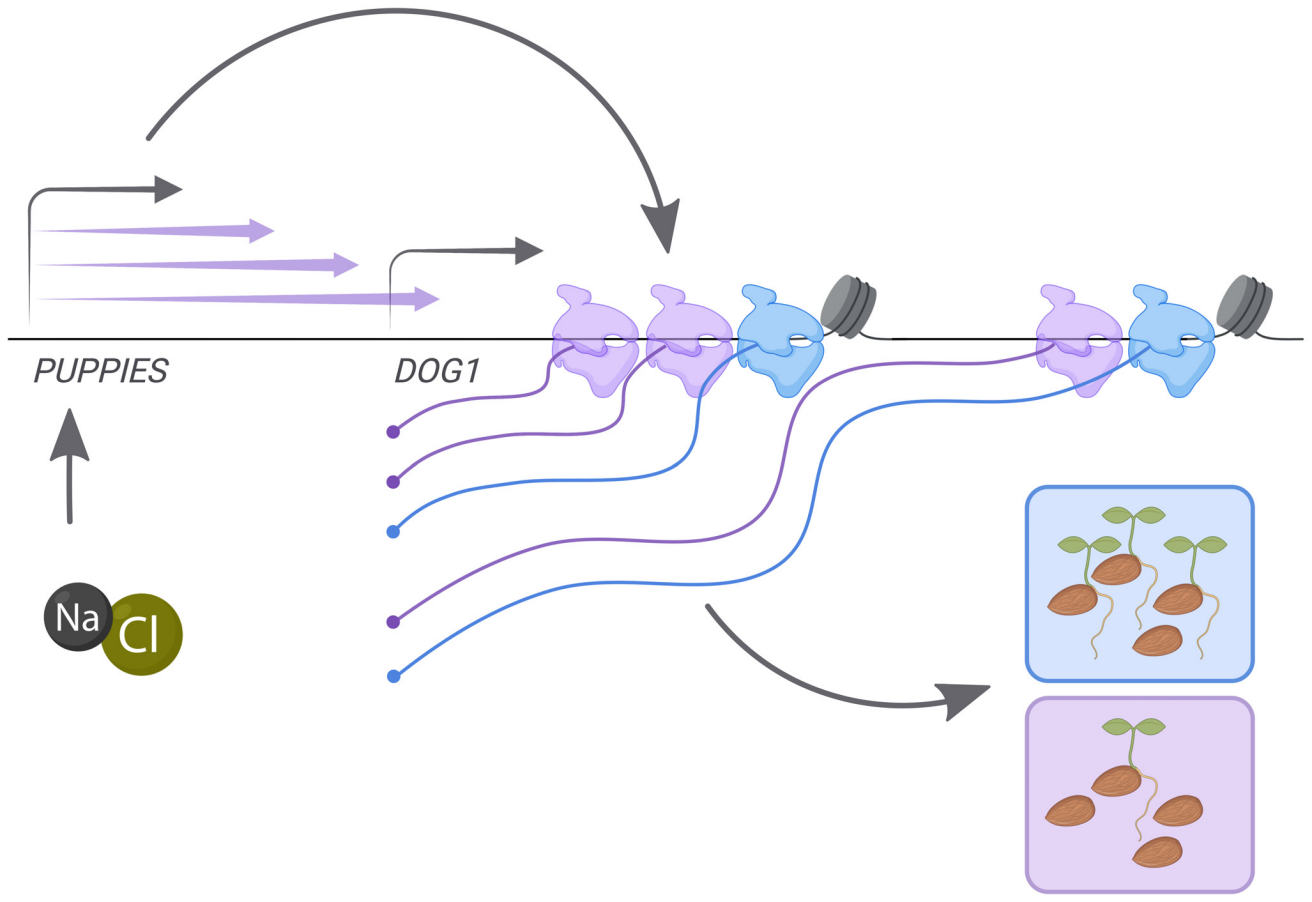
Model for molecular regulation of *DOG1* gene expression mediated by *PUPPIES* in seeds under salt stress Schematic representation of a model in which *PUPPIES* control *DOG1* expression upon salt stress during seed imbibition. The blue colour is used to represent a WT state with low levels of *DOG1* transcription after imbibition and fast seed germination. The purple colour is used to represent a state in which *PUPPIES* pervasive transcription on *DOG1* (purple arrows) is induced upon salt stress. The induction of *PUPPIES* causes the *DOG1* gene to be transcribed by additional (purple) Pol II molecules (higher transcriptional burst size). This state also includes enhanced promoter‐proximal pausing, and slower transcription over exonic regions represented by a nucleosome. This results in a higher *DOG1* mRNA production and consequently a delay in seed germination. The TSS of *PUPPIES* and *DOG1* is indicated with grey arrows above the gene name. Additional grey arrows represent effects. This figure was created with BioRender.com.

*DOG1* gene is a well‐known regulator of primary dormancy strength that regulates germination timing in fresh seeds (Alonso‐Blanco *et al*, 2003; Bentsink *et al*, 2006; Nakabayashi *et al*, 2012). Here, we identify a function of the *DOG1* gene in controlling the speed of germination under salt stress (Fig 1). We show that ionic imbalance induces *DOG1* expression (Fig 1D–F and Appendix Fig S2A), which results in a delay in germination. By contrast, osmotic stress caused by PEG results in the downregulation of *DOG1* (Appendix Fig S2B). We note that PEG is used to prime seeds for germination (Heydecker *et al*, 1973; Waqas *et al*, 2019); therefore, it seems possible that *DOG1* downregulation by PEG may contribute to this process.

Very little is known about the response of seeds to salt. Our 3'RNA‐seq shows that in response to salt stress, seeds overexpress genes involved in salt tolerance in vegetative tissues (Fig 1J), including positive regulators of salt tolerance, such as *NA* ^+^/*H* ^+^ *exchanger 1* (NHX1, Apse *et al*, 1999; Zhang & Blumwald, 2001; Zhang *et al*, 2001) and Salt‐induced serine rich (SIS, Brinker *et al*, 2010). 

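SIS (AT5G02020) rose in WT seeds from 117 ± 11.3 CPM in mock to 265 ± 36.1 CPM in NaCl (SD, n = 4 each), a log2FC of 1.19 (standard error 0.099, adjusted p = 4.90e-12 from edgeR's quasi-likelihood test). It overlaps AT5G02010 on the opposite strand. NHX1 (AT5G27150) had far fewer counts, between 28 and 61 per WT library, and rose from 13.4 ± 1.16 to 21.4 ± 5.93 CPM (SD, n = 4 each), a log2FC of 0.65 (standard error 0.17, adjusted p = 0.00316 from the same test). The lowest NaCl library, at 14.0 CPM, lay within the range of the mock libraries. The log2FC of NHX1 fell below the fold-change limit for DEGs with scaling by library size alone (0.53) and without the NaCl replicate 1 (0.56) or 3 (0.52) of WT.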

Additionally, salt stress promotes the expression of several negative regulators of seed germination (Fig 1J), including *DOG1*. This suggests that the salt‐induced delay of germination is not uniquely dependent on *DOG1* but possibly on a combination of several players. 

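Of the 9 genes of Fig 1J, 8 rose and bZIP44 (AT1G75390) fell in NaCl in WT. bZIP44 went from 24.2 ± 3.10 to 12.5 ± 4.17 CPM (SD, n = 4 each), a log2FC of -0.97 (standard error 0.17, adjusted p = 2.76e-05 from edgeR's quasi-likelihood test). Adjusted over these 9 genes alone, the largest p was 0.00116, for ABA1. All 9 genes changed less in *dog1-3* than in WT. The difference had an unadjusted p under 0.05 for 4 of them and passed for 1, ABI3, when adjusted over this list, and for 0 over all tested genes. The legend of Fig 1J describes these genes by their known roles in salt stress and germination. As the paper also reports their change in these same libraries, whether the list is independent of the WT response is not known.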

Interestingly among them, *reduced dormancy 5* (*RDO5*; Xiang *et al*, 2014) and *Abscisic acid insensitive 3* (*ABI3*, Giraudat *et al*, 1992) were previously identified as candidate genes underlying *QTLs* for natural variation to salt tolerance (Quesada *et al*, 2002). 

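RDO5 (AT4G11040) rose in WT from 1366 ± 146 to 2739 ± 136 CPM (SD, n = 4 each; log2FC 1.00, standard error 0.084, adjusted p = 4.90e-12 from edgeR's quasi-likelihood test), with a log2FC of 0.90 in *dog1-3* (interaction log2FC -0.10, unadjusted p = 0.392). ABI3 (AT3G24650) rose from 351 ± 10.8 to 509 ± 27.9 CPM (SD, n = 4 each; log2FC 0.53, standard error 0.075, adjusted p = 5.32e-07), an increase below the fold-change limit for DEGs. In *dog1-3* its log2FC was 0.20, and the interaction log2FC of -0.34 (standard error 0.11, unadjusted p = 0.00343) had an adjusted p of 0.511 over all tested genes and of 0.0308 over the genes of Fig 1J, in edgeR's test with Benjamini-Hochberg adjustment.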

Others include *ABA deficient 1* (*ABA1*/*ZEP*) shown to promote tolerance to osmotic stress (Koornneef *et al*, 1982; Barrero *et al*, 2005; Park *et al*, 2008), *late embryogenesis abundant 6* (*LEA6*/*ATEM6*) known to contribute to desiccation tolerance in seeds (Manfre *et al*, 2009) and *1‐cysteine peroxiredoxin 1* (*PER1*) a seed‐specific peroxiredoxin responsible for eliminating reactive oxygen species (ROS) and repression of germination by suppressing ABA catabolism and GA biosynthesis (Haslekås *et al*, 1998; Chen *et al*, 2020).

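LEA6 (AT2G40170) rose from 1645 ± 177 to 3524 ± 463 CPM in WT (SD, n = 4 each), a log2FC of 1.10 (standard error 0.11, adjusted p = 9.18e-10 from edgeR's quasi-likelihood test). ABA1 (AT5G67030) and PER1 (AT1G48130) rose less, by log2FC of 0.48 and 0.50 (standard errors 0.14 and 0.12, adjusted p = 0.00544 and 0.000877), below the fold-change limit for DEGs. The increase of ABA1 lost its significance without the NaCl replicate 1 of WT (adjusted p = 0.0649, between 0.00188 and 0.0649 over the alternatives). For PER1, 2 of the 4 NaCl libraries exceeded every mock library (exact permutation test, two-sided, p = 0.0857). Without salt, *dog1-3* already had more LEA6, PER1 and ABA1 than WT, by log2FC of 1.46, 1.61 and 0.94.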

The ability of seeds to germinate rapidly and uniformly under suboptimal conditions is a valuable agronomical trait, especially in the light of current threats such as climate change and the loss of fertile soil. Our results reveal that under suboptimal conditions imposed by NaCl, seeds overexpress a selection of key regulators of seed germination, including *DOG1*. 

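Compared with WT, 2334 genes were called in *dog1-3* in mock (1262 up and 1072 down) and 1993 in NaCl (1036 up and 957 down). Of these, 1407 were called in both treatments, all with the same sign. Of the genes called in mock, 694 were also salt DEGs of WT, and 636 of these changed in the same direction in both comparisons (378 up and 258 down). Both comparisons share the WT mock libraries, whose noise favours a shared direction, and the count was not taken against different ones. On the first principal component, with 42.6% of the variance, WT NaCl (-5.81 ± 5.26; SD, n = 4) and *dog1-3* mock (5.73 ± 3.88; SD, n = 4) lay between WT mock (-42.3 ± 1.46; SD, n = 4) and *dog1-3* NaCl (42.3 ± 4.92; SD, n = 4). On the second, with 19.3% of the variance, WT NaCl (-28.6 ± 1.82; SD, n = 4) and *dog1-3* mock (28.6 ± 1.37; SD, n = 4) lay at opposite ends.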

Misregulation of *DOG1* expression compromises the transcriptomic response to salt and alters the speed of germination upon salt stress. This supports a previously uncharacterized role of the *DOG1* gene in the salt‐induced delay of germination.

Based on a series of 3'RNA‐seq, 5′ and 3'RACE‐seq and Sanger sequencing, we characterize *PUPPIES* lncRNAs, co‐directionally transcribed from a TSS located ~1.5‐Kb upstream of the *DOG1* gene (Fig 2A and B). *PUPPIES* are a result of pervasive transcription over the *DOG1* promoter and gene body and are extensively spliced (Fig 2A and D, and Appendix Fig S3). We show that *PUPPIES* are induced both during seed maturation and during salt stress in seeds concomitant with induction of *DOG1* expression (Fig EV1A and Appendix Fig S5A). Downregulation of *PUPPIES* expression caused by T‐DNA insertion or upregulation of *PUPPIES* expression by CRISPR‐Cas9 deletion in *PUPPIES* promoter leads to down and upregulation of *DOG1* expression, respectively (Fig 3A–E). These results are consistent with the positive role of *PUPPIES* on *DOG1*. The two regions of *PUPPIES* altered in the mutants are fairly distant from each other. Yet, as *PUPPIES* genomic sequence coincides with the *DOG1* promoter region, it is possible that the sequence alterations in the mutants would impact *DOG1* directly. Importantly, the dCas9 transcription‐blocking system (Bikard *et al*, 2013; Qi *et al*, 2013; Piatek *et al*, 2015), which downregulates *PUPPIES* expression without altering its underlying genomic sequence also reduces *DOG1* expression (Fig EV2). It is, however, possible that the binding of dCas9 to its target sequence on the *DOG1* promoter occludes the binding of transcription factors. To reduce the influence of such an undesired secondary effect, we targeted dCas9 to three different regions along the *DOG1* promoter. Transgenic plants carrying the different constructs consistently display faster seed germination under salt stress. These results suggest that changes in *PUPPIES* expression affect *DOG1* gene expression independently of changes in the DNA sequence.

*PUPPIES* expression is positively correlated with *DOG1* expression in response to salt and during seed maturation. Yet, *DOG1* knockout does not downregulate *PUPPIES* (Fig EV1C) nor affects *PUPPIES* responsiveness to salt stress (Fig EV1D). Moreover, during secondary dormancy induction with heat stress, the strong *DOG1* induction is not followed by induction of *PUPPIES*, instead *PUPPIES* expression seems to be shut down (Fig EV1E). These results suggest that while some cross regulation between *PUPPIES* and *DOG1* possibly exists, *PUPPIES* regulation is partially independent of *DOG1*. Analyses of different heterozygous plant combinations allowed us to test the influence of *PUPPIES* from one allele on *DOG1* expression from a different allele as well as from a transgene (Fig EV3A and C). Our results suggest that *PUPPIES* are only able to induce *DOG1* expression in *cis* (Fig EV3B and D).

Consistent with a *cis*‐mode of action, we speculated that *PUPPIES* would locally impact *DOG1* transcription. To study *DOG1* transcriptional dynamics, we performed smFISH in embryos of seeds under salt stress from the *PUPPIES* mutants. We observe changes in the fluorescence intensity of *foci* corresponding to transcription sites, consistent with *PUPPIES* inducing a higher number of Pol II that transcribe *DOG1* during each burst (Figs 4 and EV4). Cotranscriptional RNA processing is an important feature of gene expression in plants (Marquardt *et al*, 2022). Therefore, the higher intensity of TS could also reflect changes in chromatin‐attached *DOG1* RNA length. A result of differential distribution of Pol II or mRNA retention at the site of transcription. To test this possibility, we measured the 3′ to 5′ ratio of *DOG1* chrRNA by RT–qPCR. No changes in 3′/5′ ratio are observed in *PUPPIES* mutants compared with WT (Fig EV4K) Furthermore, the levels of *DOG1* intron 1 in chrRNA are lower in *puppies‐ox* and higher in *puppies‐1* (Fig 5H), opposite to the smFISH intensity of TS.

Therefore, the smFISH signal of TS is unlikely to be explained by changes in cotranscriptional splicing efficiency, mRNA release or Pol II distribution on *DOG1*, and is more likely to reflect differences in the number of transcribing Pol II (burst size). Moreover, salt stress also induces *DOG1* transcriptional burst size and the frequency of active transcription (Fig EV5).

In contrast to *PUPPIES*, most lncRNAs acting on neighbouring genes have been shown to repress their transcription by locally inducing a repressive chromatin environment (Swiezewski *et al*, 2009; Heo & Sung, 2011; Kim *et al*, 2012; Ariel *et al*, 2014; Kim & Sung, 2017). Alternatively, pervasive transcription can cause what is called transcriptional interference (Shearwin *et al*, 2005; Villa *et al*, 2022). In plants, transcription interference was shown to occur upon overlapping convergent transcription possibly through Pol II collisions (Kindgren *et al*, 2018). Besides, pervasive transcription from T‐DNA‐derived transcripts was shown to repress gene promoters (Nielsen *et al*, 2019). Different laboratories have contributed to the idea that upstream transcription has a negative impact on tandem downstream gene expression (Martens *et al*, 2004; Kim *et al*, 2012; Nguyen *et al*, 2014; Nielsen *et al*, 2019). In this study, we propose a contrasting model in which pervasive transcription induces downstream co‐directional gene expression.

The model proposed in this study shares similarities with what was observed in RNA decay‐deficient mutants. Many laboratories have shown that defective transcription termination leads to readthrough into downstream genes (Greger & Proudfoot, 1998; Vilborg *et al*, 2015; Baejen *et al*, 2017). Remarkably, in plants, readthroughs in the Rat1/Xrn2 homologue XRN3 mutant lead to the activation of downstream tandem genes. Notably, this was associated with enhanced Pol II occupancy and higher levels of H3K4me3 and H3K36me3 histone marks on the activated downstream genes (Krzyszton *et al*, 2018). An independent study confirmed this model by showing that the knockout of the upstream gene abolishes the positive effect of the readthrough on the downstream gene (Crisp *et al*, 2018). Moreover, the authors showed that the fold induction of the downstream gene was higher than the fold induction of the readthrough transcripts in the intergenic regions (Crisp *et al*, 2018). These works support the notion that upstream pervasive transcription enhances promoter‐proximal pausing on the downstream gene. Here, we also observe higher Pol II density at the beginning of the *DOG1* gene as a result of *PUPPIES* overexpression (Fig 5A). We interpret this as stronger pausing of Pol II transcribing *DOG1* and unlikely to reflect *PUPPIES* transcription or termination over that region. This is because the primer used in targeted NET‐seq for *DOG1* exon 1 is located before the 3'ss of *PUPPIES‐fusion*, therefore not detecting this spliced isoform. In addition, when analysed in the chromatin fraction, unspliced *PUPPIES* constitute only a very small portion of the transcripts containing *DOG1* exon 1, suggesting that increased pausing at *DOG1* exon 1 cannot be attributed to *PUPPIES*‐transcribing polymerases but rather represent the effect of *PUPPIES* on *DOG1*‐transcribing polymerases kinetics (Appendix Fig S6A).

It is known that tandem genes have a high degree of co‐expression (Hurst *et al*, 2004; Williams & Bowles, 2004; Chen *et al*, 2010). However, only recently the crosstalk between genes in co‐directional gene pairs was explored at the transcriptional level. Nissani & Ulitsky, 2022, performed a computational analysis with gene expression datasets from the ENCODE project (Dunham *et al*, 2012; Luo *et al*, 2020a). The authors detected a strong accumulation of Pol II at the 5′ of downstream co‐expressed tandem genes, as observed by us and Krzyszton *et al*, 2018. Strikingly, they found that treatment with splicing inhibitor Pladienolide B abolishes Pol II pausing on the downstream genes (Nissani & Ulitsky, 2022), suggesting the role of splicing in the readthrough‐mediated activation of downstream gene expression. Fiszbein *et al* (2019) showed that splicing activates transcription from a TSS upstream of the 3'ss and induces Pol II accumulation shortly after the TSS. *PUPPIES* are spliced to a 3'ss immediately downstream of *DOG1* TSS. We speculate that splicing could be the factor driving the positive influence of *PUPPIES* on *DOG1* transcription and discriminate between the positive and negative effects of co‐directional pervasive transcription globally. In future, it will be important to test the requirement of splicing for *PUPPIES*‐mediated regulation of *DOG1* gene expression and to address whether the changes in transcriptional dynamics of the *DOG1* gene are driven by altered features of Pol II or chromatin.

## Materials and Methods

### Reagents and Tools table

**Table:** 

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental Models**		
*Arabidopsis thaliana dog1‐3*	Nottingham Arabidopsis Stock Centre (NASC)	SALK_000867
*Arabidopsis thaliana dog1‐5*	Nottingham Arabidopsis Stock Centre (NASC)	SALK_022748
*Arabidopsis thaliana puppies‐1*	Nottingham Arabidopsis Stock Centre (NASC)	SALK_139540C
*pDOG1‐LUC::DOG1*	Fedak *et al* (2016)	N/A
*psDOG1::LUC*	Fedak *et al* (2016)	N/A
**Oligonucleotides and sequence‐based reagents**		
Oligonucleotides	This study	Table EV3
**Recombinant DNA**		
pHEE2E‐TRI	Jin & Marquardt (2020)	Addgene Plasmid #71288
pKI1.1R	Jin & Marquardt (2020)	Addgene Plasmid #85808
pMOD_A0402	Čermák *et al* (2017)	Addgene Plasmid #91009
pMOD_B2303	Čermák *et al* (2017)	Addgene Plasmid #91068
pMOD_C3001	Čermák *et al* (2017)	Addgene Plasmid #91094
pTRANS_230	Čermák *et al* (2017)	Addgene Plasmid #91118
**Chemicals, enzymes and other reagents**		
Acidic phenol‐chloroform‐isoamyl alcohol 125:24:1 pH 4.5	ThermoFisher	AM9720
AGAROSE	BioShop	AGA001.1
Agencourt AMPure XP	Beckman Coulter	A63881
Agencourt AMPure XP magnetic beads	Beckman Coulter	A63881
All oligonucleotides (except stated otherwise)	Sigma‐Aldrich	N/A
Beetle luciferin potassium salt	Promega	E1605
Beta‐mercaptoethanol	Sigma‐Aldrich	M6250‐100ML
Betaine 5M	Sigma‐Aldrich	B0300‐1VL
Chloroform	POCH	234431116
CloneJET PCR Cloning Kit	ThermoFisher	K1232
COmplete protease inhibitors	Roche	5056489001
DAPI	Sigma‐Aldrich	D9564‐10MG
Dextran T40	Sigma‐Aldrich	31389‐500G
dNTP Mix 10 mM	ThermoFisher	R0192
DTT	ThermoFisher	DTT001.10
*E. coli* DNA Ligase	New England Biolabs	M0205L
*E. coli* DNA polymerase	New England Biolabs	M0209L
EDTA Sterile Solution 0.5 M pH 8.0	BioShop	EDT111.500
Empigen	Sigma‐Aldrich	30326‐50ML
Ethanol 96 %	POCH	396420113
Ficoll 400	BioShop	FIC400.100
Formaldehyde	Sigma‐Aldrich	F8775‐4x25ML
Formamide	POCH	432200116
Glufosinate ammonium	Sigma‐Aldrich	45520‐100MG
Glycerol	Chempur	114433204
HEPES	ACROS	FSBP31010
Hygromycin	BioShop	HYG002
Isopropanol	POCH	751500111
KCl	POCH	739740114
KH_2_PO_4_	Sigma‐Aldrich	P5655‐100G
Mannitol	BioShop	MAN509.500
Methanol	Chempur	603‐001‐00‐X
MgCl_2_	ThermoFisher	F 530‐S
Miracloth	Sigma‐Aldrich	475855‐1R
Murashige and Skoog (MS) medium	Sigma‐Aldrich	M0404‐10L
Murine RNase inhibitors	New England Biolabs	M0314L
*N*,*N*‐Dimethylformamide	Sigma‐Aldrich	227056‐250ML
Na_2_HPO_4_·7H_2_O	Sigma‐Aldrich	30413‐500G
NaCl	POCH	794121116
NEBNext Second Strand Synthesis (dNTP‐free) Reaction Buffer	New England Biolabs	B6117S
NP‐40	BioShop	NON505.100
Oligo(dT)	Sigma‐Aldrich	N/A
PEG 6000	Sigma‐Aldrich	8.07491.1000
PEG 8000 50%	New England Biolabs	M0242S
Percoll	Sigma‐Aldrich	P1644
Phenol equilibrated stabilized	Applichem	A1153,0100
Phusion High‐Fidelity DNA Polymerase	ThermoFisher	F 530‐S
Phusion High‐Fidelity HF Buffer	ThermoFisher	F 530‐S
Plant Agar	Duchefa	P1001.1000
PMSF	Sigma‐Aldrich	93482‐50ML‐F
Q5 Hot Start High‐Fidelity 2X Master Mix	New England Biolabs	M0049S
Qubit dsDNA HS	LifeTechnololies	Q32854
Random hexamers	ThermoFisher	N8080127
RiboLock 40 U/μl	ThermoFisher	EO0381
RNase H	New England Biolabs	M0297‐S
SDS	BDH Prolabo	444464T
Sodium acetate	POCH	805640115
Spectinomycin	BioShop	SPE201.5
Sucrose	CHEMPUR	117720907
SuperScript II	ThermoFisher	18064014
SuperScript III	ThermoFisher	18064014
SYBR Green mix	Roche	4887352001
T4 RNA ligase 2 Truncated 200 U/μl	New England Biolabs	M0242S
TRIS 1 M pH 7.5	Bioshop	TRS111
TRIS 1 M pH 8.0	Bioshop	TRS222
TRIS 1 M pH 8.5	Bioshop	TRS333
Triton X‐100	BioShop	TRX777.500
TSO oligo	FUTURE Synthesis	N/A
TURBO DNase kit	Ambion	AM1907
Urea	BioShop	URE001.500
**Software**		
PartSeg	Bokota *et al* (2021)	N/A
Olympus xCellence Software	Olympus	N/A
Napari	Sofroniew *et al* (2022)	N/A
ImageJ	https://imagej.nih.gov/ij/download.html	N/A

### Methods and Protocols

#### Materials

Materials used in this study, including reagents, plasmids and software, are listed in Table EV1. Oligonucleotides are listed in Table EV2.

#### Plant material

*Arabidopsis thaliana* Col‐0 was used as a WT for all experiments. Plants were grown in soil in a greenhouse under a long‐day photoperiod (16 h light/8 h dark, 22°C/18°C). Seeds were harvested and stored in paper bags at room temperature. The *dog1‐3* (SALK_000867), *dog1‐5* (SALK_022748) and *puppies‐1* (SALK_139540C) T‐DNA insertion mutants were purchased from the Nottingham Arabidopsis Stock Centre (NASC). The sequences of the *DOG1* gene can be found in The Arabidopsis Information Resource (TAIR) database under the accession number AT5G45830. The DOG1‐LUC reporter lines *pDOG1‐LUC::DOG1* and *psDOG1::LUC* were generated before (Fedak *et al*, 2016).

For salt stress, freshly harvested seeds were sown on agar plates supplemented with different concentrations of NaCl, ranging from 50 to 200 mM. Plates were wrapped in aluminium foil and kept for 3 days at 4°C for cold stratification. After that, the material was collected or moved to a growth chamber under a long‐day photoperiod for germination. Material collected for molecular analysis was obtained by flash‐freezing the biological samples in liquid nitrogen and kept at −80°C.

#### Germination tests

Primary dormancy tests were performed for WT and mutants by sowing seeds on different days after harvest. Seeds were sown on half‐strength MS agar plates and germinated under a long‐day photoperiod. Pictures were taken each day using a high‐resolution camera, and the appearance of root protrusion was used to count germination. Germination under salt stress was assessed by counting germinated seeds every day after cold stratification. Secondary dormancy treatment was performed as in Krzyszton *et al* (2022). Briefly, seeds were sown on plates with water‐soaked blue paper and the plates were sealed with parafilm and incubated in the dark at 30°C for 4 h, 3 or 7 days before collecting material for expression analysis.

#### Quantification of luciferase activity

Quantification of LUC reporter expression was performed as in Kowalczyk *et al* (2017) with the following modifications. About 100 freshly harvested seeds of reporter lines were placed in wells of a white 96‐well qPCR plate (Roche). Sixty microliter of water (mock) or water supplemented with different concentrations of NaCl, KCl, mannitol or PEG (treatment) was added to each well. Different concentrations of KCl, mannitol or PEG were used to induce osmotic potentials of −0.43, −0.64 and −0.86 MPa corresponding to 100, 150 and 200 mM of NaCl, respectively. Plates were covered with aluminium foil and kept for 2 days at 4°C. Then, the media were replaced by mock or treatment media supplemented with 1 mM beetle luciferin potassium salt. Plates were covered with aluminium foil and kept for one more day at 4°C. Before measuring the signal, 40 μl of excess media was discarded from the wells. The luminescence was measured using a NightSHADE camera (Berthold), with exposure times ranging from 20 to 30 min.

#### CRISPR‐Cas9 mutant generation

The generation of the CRISPR‐Cas9 mutant *puppies‐ox* was performed following the protocol described by Jin & Marquardt (2020). Primers used for cloning are listed in Table EV2. T2 plants were confirmed to be Cas9‐free by lack of RFP fluorescence and PCRs targeting the Cas9 and HygR genes on the transgene. The deletion range was determined by Sanger sequencing.

#### dCas9 mutant generation

The generation of the dCas9 transgenic plants was performed according to the detailed protocols 3B and 5 described by Čermák *et al* (2017). Two different sgRNAs were cloned in each construct. Three constructs were used for the transformation of WT plants. Primers used for cloning are listed in Table EV2. T1 transformant plants were selected by resistance to glufosinate ammonium. The seeds from the selected T1 plants were used for phenotypic analysis. Based on their phenotype, four independent transgenic lines were selected and propagated, and seeds from transgenic T2 plants were imbibed under 100 mM NaCl and used for expression analysis.

#### RNA extraction

RNA was extracted using the phenol–chloroform protocol. Seeds were ground to a fine powder while frozen using a plastic pellet pestle fitted in an electric drill. Seed material was mixed with 0.6 ml of RNA extraction buffer (100 mM Tris pH 8.5, 5 mM EDTA, 100 mM NaCl, 0.5% SDS, 1% beta‐mercaptoethanol). Then, 0.6 ml of chloroform was added and samples were vortexed and centrifuged for 10 min at 14,000 *g* at 4°C. The supernatant was transferred to new tubes and 0.3 ml of phenol (pH 7.5–8.0) was added and samples were vortexed. Then, 0.3 ml of chloroform was added and samples were vortexed and centrifuged for 10 min at 14,000 *g* at 4°C. 0.5 ml of supernatant was transferred to new tubes and mixed with 0.5 ml of acidic phenol–chloroform–isoamyl alcohol 125:24:1 pH 4.5; samples were vortexed and centrifuged for 10 min at 14,000 *g* at 4°C. The last step was repeated once more. Then, the supernatant was mixed with 0.5 ml of chloroform and samples were vortexed and centrifuged for 10 min at 14,000 *g* at 4°C. Finally, the supernatant was mixed with 10% of the volume of 3 M sodium acetate (pH 5.2) and 80% of the volume of pure isopropanol and incubated for 20 min at −80°C. The RNA was pelleted by centrifuging for 30 min at 14,000 *g* at 4°C; the pellet was washed with 80% ethanol, dried and resuspended in Milli‐Q water. DNase treatment of RNA samples was performed following the rigorous treatment from TURBO DNase protocol (ThermoFisher) with the following modifications: after adding DNase buffer to the RNA, the samples were mixed by pipetting up and down 10 times and centrifuged at 10,000 *g* for 2 min; and DNase incubation at 37°C was 30 + 20 min. RNA quality was assessed using agarose gel electrophoresis, Nanodrop 2000 spectrophotometer and PCR to test for genomic DNA contamination.

#### RT–qPCR

Reverse transcription (RT) was performed with SuperScript III according to the manufacturer's protocol using a mixture (1:1) of random hexamers and oligo(dT). qPCR was performed using a LightCycler 480 real‐time system (Roche) with SYBR Green mix with primers listed in Table EV2. RT–qPCR results were normalized against the expression level of the housekeeping gene *UBC21* (AT5G25760; Czechowski *et al*, 2005). For absolute quantification, the target was PCR amplified and the amplicon was cloned in the pJet vector following the manufacturer's protocol (CloneJET PCR Cloning Kit). A series of 10‐fold dilutions was used for qPCR to obtain standard curves for each primer.

#### 3'RNA‐seq

3'RNA‐seq was performed as described by Krzyszton *et al* (2022) using 500 ng of total RNA. Libraries were sequenced with Illumina NovaSeq 6000 in the Genomics Core Facility (Centre of New Technologies, University of Warsaw, Poland).

DEGs are defined as |log2fold‐change| > log2(1.5) and FDR < 0.05 and are listed in Dataset EV1. GO analysis was performed using g:Profiler (https://biit.cs.ut.ee/gprofiler, Raudvere *et al*, 2019). Removal of redundant GO terms was done using the web server REVIGO (http://revigo.irb.hr, Supek *et al*, 2011). The full list of GO terms is provided in Dataset EV2.

#### 5'RACE‐seq (rapid amplification of 5′ cDNA ends with high‐throughput sequencing)

5'RACE‐seq library preparation was based on nanoCAGE (Salimullah *et al*, 2011) and nanoPARE (Schon *et al*, 2018) procedures using template‐switching RT. Five hundred nanogram of total RNA was mixed with 1 μl dNTP Mix 10 mM and 1 μl 6N_RT_TSO 50 μM and incubated at 72°C for 3 min and then put on ice. Then, the following reagents were added: 2 μl 5× First‐Strand SuperScript II Buffer, 0.25 μl DTT 0.1 M, 1.8 μl MgCl_2_ 50 mM, 2 μl Betaine 5 M, 0.5 μl TSO oligo 100 μM, 0.25 μl RiboLock 40 U/μl and 0.5 μl SuperSript II. The reaction was performed as follows: 25°C 5 min + 42°C 90 min + 10 cycles (50°C 2 min + 42°C 2 min) + 70°C 15 min + 4°C hold. Then, cDNA was purified using Agencourt AMPure XP magnetic beads and amplified in PCR (98°C 30 s + 10 cycles (98°C 10 s + 67°C 15 s + 72°C 1.5 min) + 72°C 10 min + 4°C hold) with Phusion using the TSO_n1 primer. The PCR product was purified using Agencourt AMPure XP and used as a template for second PCR (98°C 30 s + 30 cycles (98°C 10 s + 61°C 15 s + 72°C 30 s) + 72°C 10 min + 4°C hold) with Phusion using the TSO_n2 and *PUPPIES*_5RACE primers. The PCR product was purified using Agencourt AMPure XP and used as a template for third PCR (10 cycles) with Phusion using Illumina indexed primers. Concentration was checked by Qubit dsDNA HS (ThermoFisher). The libraries were pooled in equal amounts and sequenced with Illumina MiSeq in the Oligo facility (https://oligo.ibb.waw.pl). Reads were mapped to the genome using STAR (v2.7.8a; Dobin *et al*, 2013) and filtered based on UMIs using UMI‐tools (v1.1.0; Smith *et al*, 2017). The position of the last 5′ nucleotide was extracted using bedtools (v2.30.0; Quinlan & Hall, 2010) and used for the pileup graphs.

#### 3'RACE‐seq (rapid amplification of 3′ cDNA ends with high‐throughput sequencing)

3'RACE‐seq was performed based on the procedure described by Warkocki *et al* (2018). RA3_15N oligos were ligated to 3′ ends of RNA. One microgram of total RNA was denatured at 72°C for 3 min and put on ice. Then, the following reagents were added: 1.5 μl T4 ligation buffer 10×, 3 μl RA3_15N oligo 25 μM, 3.6 μl PEG 8000 50%, 0.3 μl RiboLock 40 U/μl and 1 μl T4 RNA ligase 2 Truncated 200 U/μl in 15 μl final volume. The ligation reaction was performed by incubating the samples for 1 h at 25 + 17°C overnight. RT was performed as follows: 15 μl ligation reaction was mixed with 3 μl RTP primer 20 μM, and 2 μl dNTP Mix 10 mM. Samples were incubated for 5 min at 65°C and then 10 min at 4°C. Then, 6 μl 5× First‐Strand SuperScript III Buffer, 3 μl DTT 0.1 M, 0.5 μl RiboLock 40 U/μl, 1 μl SuperSript III was added and samples incubated for 45 min at 52°C and then 15 min at 70°C. cDNA was purified using Agencourt AMPure XP and used for 1^st^ PCR (98°C 30 s + 15 cycles (98°C 10 s + 63°C 15 s + 72°C 35 s) + 72°C 10 min + 4°C hold) with Phusion using the PUPPIES_3RACE and mRTPXT primers. The PCR product was purified using Agencourt AMPure XP and used as a template for second PCR (98°C 30 s + 12 cycles (98°C 10 s + 61°C 15 s + 72°C 30 s) + 72°C 10 min + 4°C hold) with Phusion using the mXTf and mXTr primers. The PCR product was purified using Agencourt AMPure XP and used as a template for third PCR (10 cycles) with Phusion using Illumina indexing primers. Concentration was checked by Qubit dsDNA HS (ThermoFisher). The libraries were pooled in equal amounts and sequenced with Illumina MiSeq in the Oligo facility (https://oligo.ibb.waw.pl). Reads were mapped to the genome using STAR (v2.7.8a; Dobin *et al*, 2013) and filtered based on UMIs using UMI‐tools (v1.1.0; Smith *et al*, 2017). The position of the last 3′ nucleotide was extracted using bedtools (v2.30.0; Quinlan & Hall, 2010) and used for the pileup graphs.

#### Extraction of chrRNA

One hundred milligram of seeds was grounded to a fine powder in liquid nitrogen and mixed with 20 ml of Honda Buffer (0.44 M sucrose, 20 mM HEPES‐KOH pH 7.4, 1.25% Ficoll, 2.5% Dextran T40, 10 mM MgCl_2_, 5 mM DTT, 0.5% Triton X‐100, 1 mM PMSF, 10 mM beta‐mercaptoethanol and 1 tablet/250 ml cOmplete protease inhibitors) for 10 min at 4°C. The homogenate was filtered through a double layer of Miracloth (Sigma). The flow‐through was centrifuged at 2,000 *g* for 15 min at 4°C. The nuclei pellet was washed once with 1.5 ml of Honda Buffer supplemented with 15 U murine RNase inhibitors. The pellet was resuspended in 600 μl of Honda buffer and further purified on a Percoll density gradient as follows: On a 2 ml tube, 600 μl 40% Percoll in Honda buffer was gently placed on top of 600 μL of 75% Percoll in Honda buffer. The resuspended nuclei pellet was then placed on top of the Percoll gradient. Tubes were centrifuged at 10,000 *g* for 20 min at 4°C. Purified nuclei were obtained from the interface between the layers containing 40 and 75% Percoll. The nuclei were washed once more with Honda buffer. The pellet was then resuspended in 500 μl of cold glycerol buffer (50% glycerol, 20 mM Tris–HCl pH 8, 75 mM NaCl, 0.5 mM EDTA, 0.85 mM DTT, 1% Empigen, 10 mM beta‐mercaptoethanol, 0.125 mM PMSF, 1 tablet/250 ml cOmplete protease inhibitor and 5 U murine RNase inhibitors) and overlaid on top of 500 μl of urea lysis buffer (10 mM HEPES‐KOH pH 7.4, 7.5 mM MgCl_2_, 0.2 mM EDTA, 300 mM NaCl, 1 M Urea, 1% NP‐40, 10 mM beta‐mercaptoethanol, 0.5 mM PMSF, 1 tablet/250 ml cOmplete protease inhibitor and 5 U murine RNase inhibitors). The samples were gently vortexed two times for 2 s, incubated on ice for 5 min and then centrifuged at 20,000 *g* for 2 min at 4°C. The chromatin pellet was washed twice with 600 μl of urea lysis buffer for 30 min at 4°C at 12 rpm in Rotator SB3 (Stuart). The washed chromatin pellet was then resuspended in 300 μl of RNA isolation buffer, and chrRNA was isolated with phenol–chloroform, followed by DNase treatment with TURBO DNase was performed as described previously.

#### Targeted NET‐seq

The targeted NET‐seq procedure is based on the SMIT assay (Oesterreich *et al*, 2016; Herz *et al*, 2019). Five hundred nanogram of chrRNA was used for 3′ end adapter ligation with RA3_15N oligos. Adapter ligation and RT were performed as described previously for 3'RACE‐seq. cDNA was purified using Agencourt AMPure XP (1.6× the volume of the sample). Purified cDNA was used in the 1^st^ PCR (15 cycles, 63°C annealing temperature and 30‐s extension) using the primer RTP and primers spanning the *DOG1* gene listed in Table EV2. 1^st^ PCR products were purified with Agencourt AMPure XP (1.8× the volume of the sample). The purified PCR products were used in the second PCR (10 cycles, 61°C annealing temperature and 30‐s extension) using the primers RTP_XT and primers spanning the *DOG1* gene with XT overhangs listed in Table EV2. The second PCR products were purified with Agencourt AMPure XP (1.4× the volume of the sample). The purified PCR products were used in the third PCR (10 cycles) using Illumina indexing primers. Libraries were purified with Agencourt AMPure XP (1.2× the volume of the sample). All PCRs were done using Phusion. Separate PCR reactions were performed for each primer. The concentration of final PCR products was checked by Qubit dsDNA HS (ThermoFisher). The libraries were pooled in equal amounts and sequenced with Illumina in the Oligo facility (https://oligo.ibb.waw.pl). FastQC was used for the initial quality‐control analysis. Removal of adapter sequences and reads shorter than 30 nt was performed using cutadapt (v1.18; Martin, 2011). Reads were mapped to the genome using STAR (v2.7.8a; Dobin *et al*, 2013) and filtered based on UMIs using UMI‐tools (v1.1.0; Smith *et al*, 2017). The position of the last 3′ nucleotide was extracted using bedtools (v2.30.0; Quinlan & Hall, 2010).

The nucleotide sequenced immediately after the adapter sequence corresponds to the 3′ end of the nascent RNA, which is the Pol II active site and therefore can be used to infer the position of a transcribing Pol II (Churchman & Weissman, 2011). However, the method also detects the 3′ ends of RNAs associated with the transcriptional machinery but not physically linked to Pol II such as intermediates of splicing after 5'ss cleavage (Prudêncio *et al*, 2020). Therefore, we removed reads in which the end position mapped precisely to a 5'ss of *DOG1*. Reads were also filtered to the genomic *DOG1 locus* and to reads which end is within 600 nt after the last nt of the sequencing primer. A table containing the number of reads with the same Pol II position and the corresponding genomic position was obtained. Pseudocounts were added, replacing the nt positions without any reads by the value 0.1. Then, we computed for each nt position, the ratio of the number of reads to the total number of reads from the same *DOG1* sequencing primer, for each biological replicate from WT and mutant. This normalization enables the interpretation of Pol II density regardless of the total number of transcribing Pol II so that a higher ratio of reads means that Pol II is observed more frequently at a certain position/region (interpreted as Pol II pausing or slowing down) rather than a generally higher number of transcribing Pol II. Then, data smoothing was performed using a rolling median of 11 nt. Followed by averaging the biological replicates for each region sequenced by the same *DOG1* primer. For statistical analysis, the data for each replicate were binned in 25 nt, and for each bin, a two‐tailed *t*‐test followed by Bonferroni correction was performed. The fold‐change (*puppies‐ox*/WT) was also calculated for 25 nt bins. All the codes for data processing and plotting are available on GitHub.

#### smFISH

The set of smFISH probes was designed to target the full *shDOG1* sequence, including intron 1 using Stellaris Probe Designer version 4.2 (Biosearch Technologies). Including probes targeting *DOG1* intron enhances the chances of detecting signals from nascent *DOG1* RNA. Detection of only nascent *DOG1* RNA is probably impossible due to the short length and poor nt composition of the intron sequence. Each probe was labelled with the Quasar670 fluorophore. Probes sequences are listed in Table EV3. smFISH method is based on the procedure described by Duncan *et al* (2016) and adapted to *Arabidopsis* embryos with the following modifications. Seeds were imbibed for 3 days under salt stress as described previously. The seed coat was dissected under a binocular, and the embryo was isolated from the seed and quickly placed onto a drop of 4% formaldehyde on a microscope glass slide. Embryos were fixed for 30 min and then washed three times in 1× PBS. Permeabilization was achieved by air‐drying the slides at room temperature for 1 h and then immersing them at 4°C in 70% ethanol overnight, followed by 2 h in pure methanol, and overnight in 70% ethanol.

The smFISH slides were imaged using a widefield inverted fluorescence microscope Olympus IX81 (Olympus), with a 100X UPLANSAPO oil‐immersion objective (1.4 NA) and a Hamamatsu Orca‐R2 (C10600) CCD camera. DAPI signal was acquired using a 387/11 excitation filter and 20 ms exposure time. The signal from *DOG1* probes labelled with Quasar670 was acquired using a 650/13 excitation and 1 s exposure time. 3D imaging was done by acquiring multiple optical slices spanning the entire cell. 25–40 *z*‐slices were recorded with a 0.3 μm step size. For image acquisition, the xCellence software (Olympus) was used. For representative images shown in the figures, a maximum projection of the *z*‐stack was obtained using ImageJ. The attribution of colours and cell segmentation on the maximum projection images was performed in Napari (Sofroniew *et al*, 2022).

We have limited our analysis to cells from the meristematic zone of the root because their shape, size and spatial architecture allow easy recognition and cell segmentation, and preservation of the tissue integrity in the squashed material. For image analyses, we used PartSeg, a novel computational tool for image processing, and segmentation described by Bokota *et al* (2021). Cells were segmented manually on one *z*‐slice and projected to the *z*‐slices above and below corresponding to the top and bottom edges of the cell. To each cell, a segmentation component is attributed, becoming a cell identifier. The area segmented as part of one cell cannot be part of a different cell, so no *foci* can be counted more than once. Nuclei segmentation was done using DAPI staining and give rise to three subcellular locations: nucleus, nuclear periphery and cytoplasm. Then, we developed the smFISH PartSeg plugin to identify, count and classify *foci* based on which cell component they belong to. The basis for *foci* segmentation in 3D was taken from FISH‐quant v2 (Imbert *et al*, 2022) and adapted to the high background noise values in the embryo cells. Moreover, this plugin provides GUI and 2D/3D segmentation preview. First, we denoised image channels. Second, we normalized stack brightness based on the standard deviation of the denoised signal. And third, we applied a threshold‐based identification algorithm to assign the *foci* to the segmentation components (cytoplasm, periphery and nucleus). Finally, a table is retrieved from the software with information relative to each of the identified *foci* regarding the genotype, embryo, cell and subcellular compartment they belong to and their fluorescence intensity.

For analysis of transcriptional burst size, we filtered *foci* present in the nucleus and nuclear periphery and discard the two brightest *foci* per cell, since up to two *foci* can correspond to transcription sites (TS) in diploid cells. From the remaining *foci*, we compute the average fluorescence intensity as a proxy for the intensity of one *DOG1* transcript. This was not done from cytoplasmic *foci* due to different background fluorescence in the nucleus and cytoplasm. Then, for all *foci* in the nucleus and nuclear periphery (including the two brightest *foci*), we compute the fold‐change intensity to the computed average. *Foci* in which the fold‐change was higher than or equal to 1.6 times the average were considered to be TS. This threshold was selected based on the observations that the majority of the cells would have 1 or 2 TS. For cells with more than two *foci* with fold‐change above the threshold, we considered the two brightest *foci* to be the two active TS. One limitation of this pipeline is that TS identification is only possible for cells with more than three nuclear *foci*. For analysis of active transcription, we divide the number of identified TS by the total number of alleles (two times the total number of cells).

#### *In silico* analysis

The coding/noncoding potential of *PUPPIES* transcripts was analysed using two different web tools, Coding Potential Calculator 2.0 (CPC 2.0) http://cpc2.cbi.pku.edu.cn (Kang *et al*, 2017) and Coding‐NonCoding Identifying Tool (CNIT) http://cnit.noncode.org/CNIT/ (Guo *et al*, 2019). Both analyses were performed using the sequences of *PUPPIES‐uns*, *PUPPIES‐prom* with the inclusion of short alternative exon, *PUPPIES‐prom*, the full genomic region of *DOG1* promoter, and *UBC21* as protein‐coding gene control.

Prediction of nucleosome occupancy for *DOG1 locus* was performed based on *DOG1* genomic DNA sequence using the web server http://bio.physics.leidenuniv.nl/~noort/cgi‐bin/nup3_st.py (van der Heijden *et al*, 2012).

MNase‐seq data from (Data ref: Luo *et al*, 2020b) were used to map the nucleosome occupancy on the *DOG1 locus*.

All statistical analyses were performed using the R environment version 3.6.3. Sample sizes are mentioned in figure legends and/or displayed in plots as individual data points.

#### Statistical analysis

Statistical analyses were performed in RStudio. Sample sizes were not prespecified. The number of independent biological replicates (*n*) is mentioned in figure legends or displayed in the figures as data points. Information regarding the statistical test applied to each data is mentioned in the corresponding figure legend. Significant differences were accepted at *P*‐values < 0.05.

## Author contributions

**Miguel Montez:** Conceptualization; data curation; supervision; funding acquisition; investigation; methodology; writing – original draft; writing – review and editing. **Maria Majchrowska:** Investigation. **Michal Krzyszton:** Data curation; investigation. **Grzegorz Bokota:** Software. **Sebastian Sacharowski:** Investigation. **Magdalena Wrona:** Investigation. **Ruslan Yatusevich:** Investigation. **Ferran Massana:** Investigation. **Dariusz Plewczynski:** Software; supervision. **Szymon Swiezewski:** Supervision; funding acquisition; writing – original draft; writing – review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

PDF+ Click here for additional data file.

## Data Availability

All the codes for targeted NET‐seq (https://github.com/Miguel‐Montez/Targeted‐NET‐seq_analysis.git) and smFISH (https://github.com/Miguel‐Montez/smFISH‐data‐analysis.git) data processing and plotting are publicly available on GitHub. The MNase‐seq data used in this study were published previously (Data ref: Luo *et al*, 2020b) and can be found in the GEO database under the accession code GSE139465, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139465 (GSM4916341, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM4916341). The 3'RNA‐seq data generated for this study have been deposited at the Gene Expression Omnibus (GEO) under the accession code GSE208755 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE208755).

# Supplementary material for: Promoter‐pervasive transcription causes RNA polymerase II pausing to boost DOG1 expression in response to salt
**Source:** EMBO J. 2023 Jan 27;42(5):e112443. doi: 10.15252/embj.2022112443
**Supplement:** Supplementary file 1 — Appendix

## Appendix for

Promoter-pervasive transcription causes Pol II pausing to boost *DOG1* expression in response to salt

Miguel Montez<sup>1\*</sup>, Maria Majchrowska<sup>1</sup>, Michal Krzyszton<sup>1</sup>, Grzegorz Bokota<sup>2</sup>, Sebastian Sacharowski<sup>1</sup>, Magdalena Wrona<sup>1</sup>, Ruslan Yatusevich<sup>1</sup>, Ferran Massana<sup>1</sup>, Dariusz Plewczynski<sup>2, 3</sup> & Szymon Swiezewski<sup>1\*</sup>

\* Co-corresponding authors

## Table of Contents

| Figure             | Page |
|--------------------|------|
| Appendix Figure S1 | 2    |
| Appendix Figure S2 | 2    |
| Appendix Figure S3 | 3    |
| Appendix Figure S4 | 4    |
| Appendix Figure S5 | 5    |
| Appendix Figure S6 | 6    |

## Appendix Figure S1

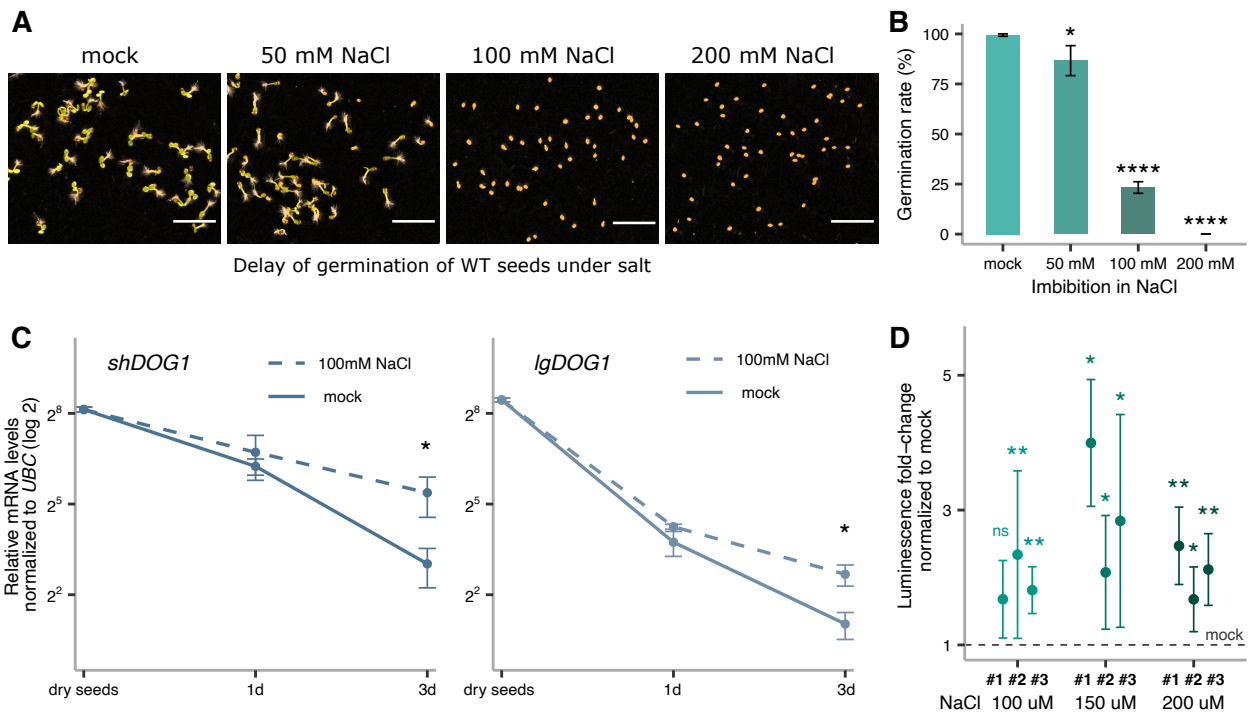

### Appendix Figure S1 - *DOG1* expression and seed germination under salt stress

A Germination of WT seeds in different concentrations of NaCl and mock. Pictures were taken 3 days after stratification. Scale bars represent 5 mm.

B Quantification of germinated seeds 3 days after stratification. Bars and error bars represent the mean  $\pm$  SD. \* p-value < 0.05, \*\*\*\* p-value < 0.0001 from two-tailed Student's *t*-test.

C RT-qPCR relative quantification plots for *shDOG1* (left) and *lgDOG1* (right) normalized to *UBC21* (AT5G25760) in dry seeds and seeds imbibed for 1 day (1d) and 3 days (3d) in the absence or presence of 100 mM NaCl. Points and error bars represent the mean  $\pm$  SD. \* p-value < 0.05, \*\*\*\* p-value < 0.0001 from two-tailed Student's *t*-test.

D Luciferase reporter assay. The plot represents the luminescence fold-change of seeds under 100, 150, and 200 mM NaCl relative to mock (horizontal line) for 3 independent transgenic lines (#1, #2, #3) carrying the reporter construct *pDOG1-LUC::DOG1*. \* p-value < 0.05, \*\* p-value < 0.01 from paired Student's *t*-test comparing the raw luminescence levels in counts per second between mock and NaCl-treated samples.

## Appendix Figure S2

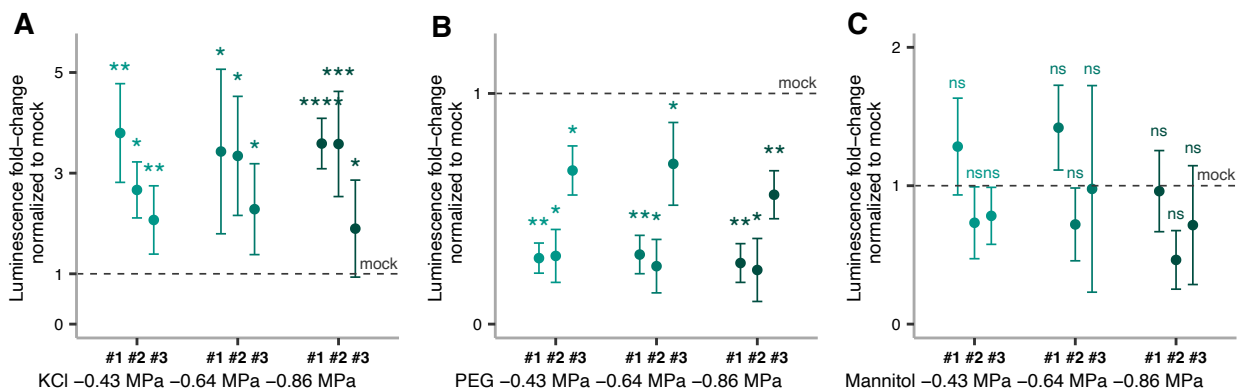

### Appendix Figure S2 - Induction of *DOG1* gene expression upon ionic stress

A-C Luciferase reporter assays. Plots represent the changes in the luminescence of seeds caused by KCl (A), PEG (B), and mannitol (C), compared to mock (horizontal line). The osmotic pressures used are equivalent to the osmotic pressures caused by 100, 150, and 200 mM of NaCl. Three independent transgenic lines (#1, #2, #3) carrying the reporter construct *pDOG1-LUC::DOG1* were used. \* p-value < 0.05, \*\* p-value < 0.01 from paired Student's *t*-test comparing the raw luminescence levels in counts per second between mock and treated samples.

## Appendix Figure S3

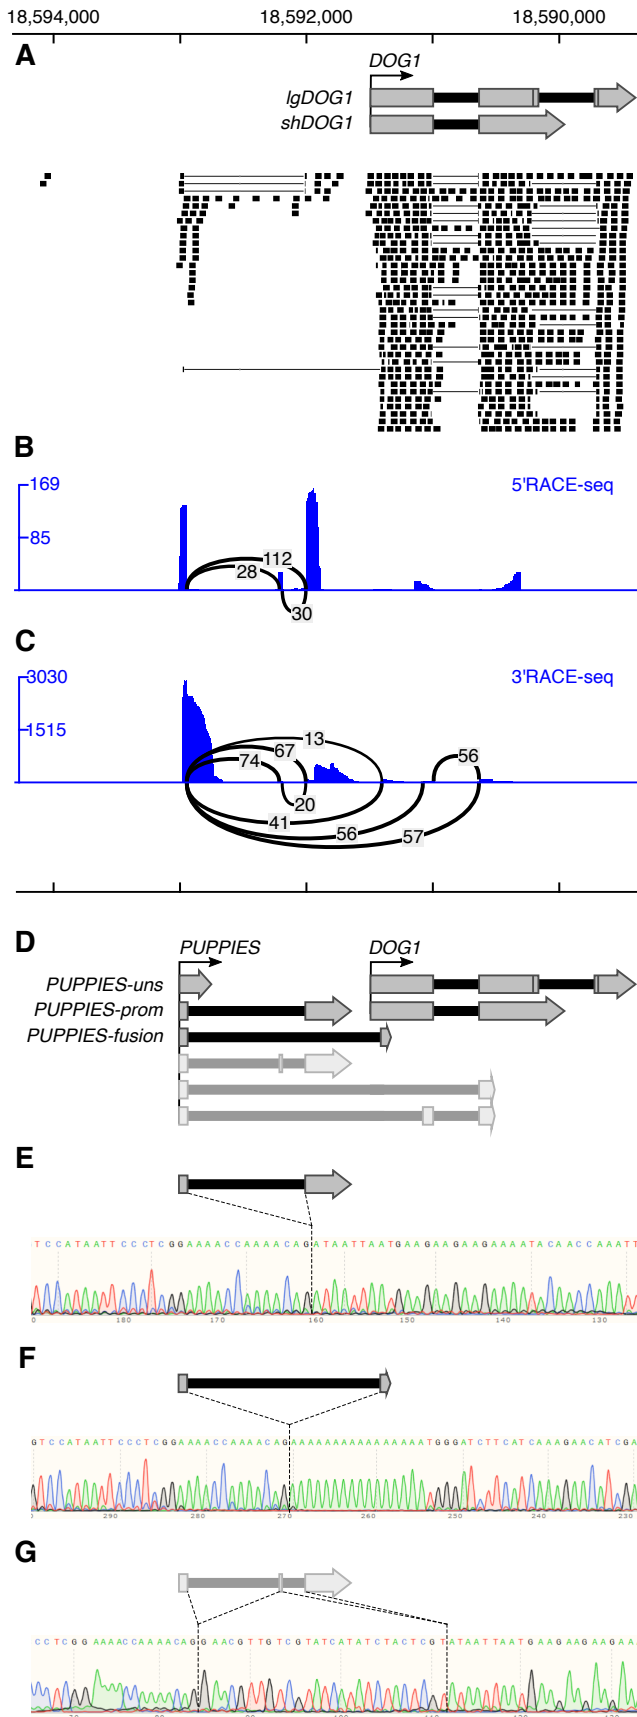

## Appendix Figure S3 - Splicing of *PUPPIES* transcript isoforms

A Reads mapped to *DOG1* locus from RNA-seq in seeds (Narsai *et al.*, 2017), showing reads for the *PUPPIES* region. Above is shown a horizontal line giving the chromosome coordinates and a schematic representation of the annotated transcripts from the *DOG1* locus.

B Sashimi plot from 5' RACE-seq.

C Sashimi plot from 3' RACE-seq.

D Schematic representation of all newly annotated *PUPPIES* transcripts based on our results from 3' RNA-seq, 5' and 3' RACE-seq. In grey are the *PUPPIES* isoforms not quantified using RT-qPCR.

E-G Sanger sequencing of products obtained by PCR amplification of cDNA using primers for *PUPPIES* region. Chromatograms showing splicing of *PUPPIES-prom* isoform (E), splicing of *PUPPIES-fusion* isoform (F), and alternative splicing of *PUPPIES-prom* isoform with the inclusion of a short alternative exon (G).

Appendix Figure S4

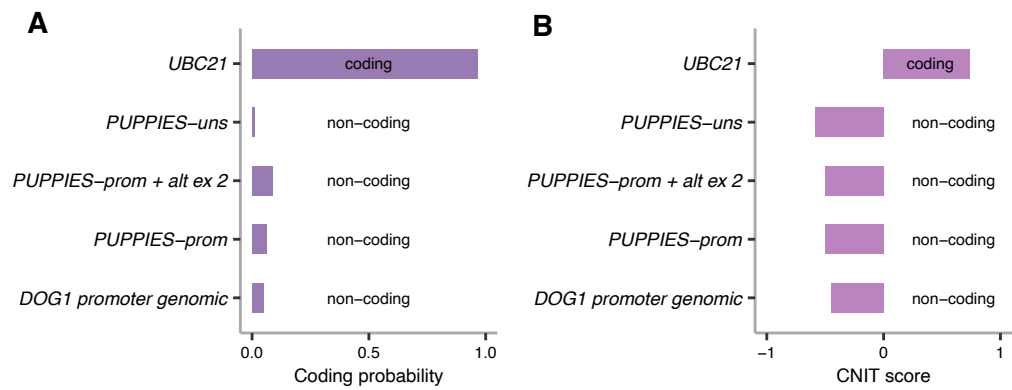

**Appendix Figure S4 - Coding/non-coding potential of *PUPPIES* RNA transcripts**

A Horizontal bar plot shows the coding probability from the online tool Coding Potential Calculator 2.0 (CPC 2.0; Kang *et al.*, 2017).

B Horizontal bar plot shows the CNIT score for coding potential from the online tool Coding-NonCoding Identifying Tool (CNIT; Guo *et al.*, 2019).

A, B Analyses were performed using the sequences of *PUPPIES-uns*, *PUPPIES-prom* with the inclusion of short alternative exon, *PUPPIES-prom*, the full genomic region of *DOG1* promoter, and *UBC21* as protein-coding gene control. Both CPC 2.0 and CNIT attribute a coding or non-coding label for each sequence analyzed as annotated on the plots.

## Appendix Figure S5

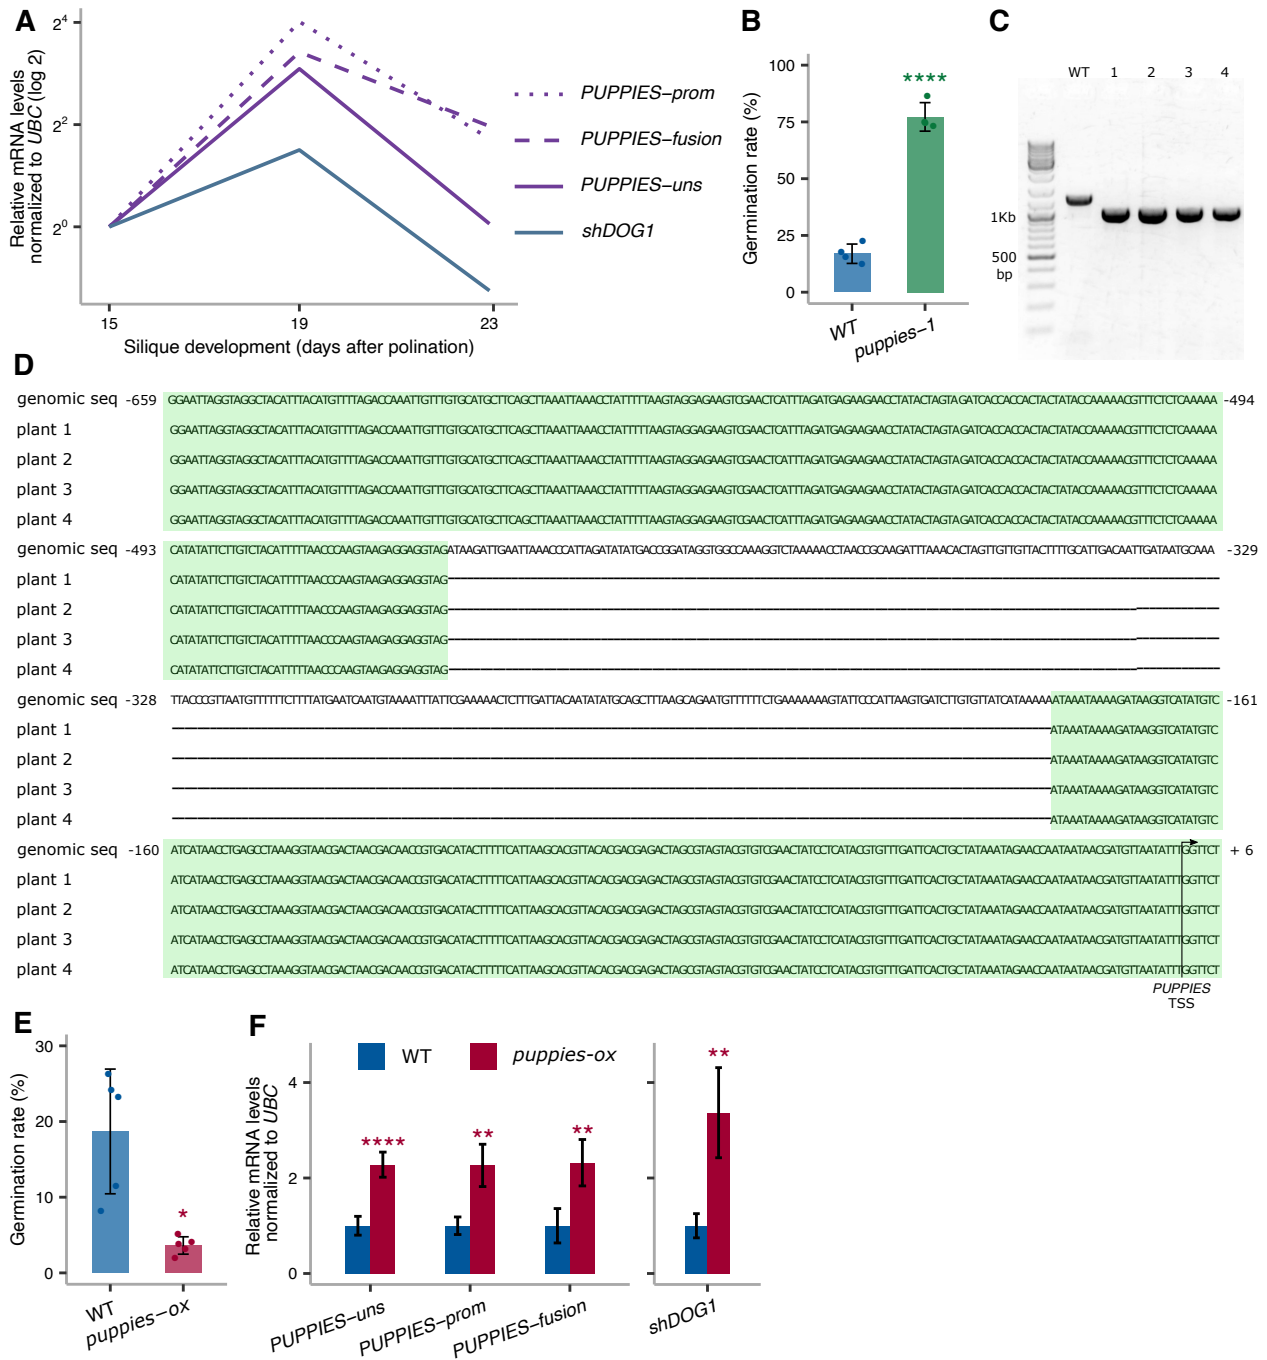

### Appendix Figure S5 - *PUPPIES* contribution to primary dormancy strength

A Temporal expression patterns of *PUPPIES-prom*, *PUPPIES-fusion*, *PUPPIES-uns*, and *shDOG1*, during seed maturation (15, 19, and 23 days after pollination). RT-qPCR expression levels were normalized to *UBC21* and related to the first time point.

B Germination rate of seeds from WT and *puppies-1* one week after harvest (without stratification). Germination was counted 3 days after sowing.

C PCR amplification of genomic DNA from WT (lane 2) and 4 different T2 CRISPR-Cas9 plants (lanes 3 to 6) with primers flanking the deletion region. 1Kb Plus gel ladder (lane 1).

D Alignment of the results from Sanger sequencing of PCR products from 4 different T2 CRISPR-Cas9 plants to the genomic sequence of WT. Green boxes represent the sequences matching the genomic reference, while horizontal dashed lines represent the sequence deleted. Distance is given in bp as a relative to *PUPPIES* TSS (arrow).

E Germination rate of seeds from WT (blue) and *puppies-ox* (red) 3 weeks after harvest (without stratification).

B, E Bars and error bars represent the mean  $\pm$  SD. Points represent individual biological replicates. \* p-value < 0.05, \*\*\*\* p-value < 0.0001 from two-tailed Student's *t*-test.

F RT-qPCR expression fold-change of *PUPPIES-uns*, *PUPPIES-prom*, *PUPPIES-fusion*, and *shDOG1* in *puppies-ox* (red) relative to WT (blue) in maturing seeds from siliques 23 days after pollination. Bars and error bars represent the mean  $\pm$  SD. \*\* p-value < 0.01, \*\*\*\* p-value < 0.0001 from two-tailed Student's *t*-test.

Appendix Figure S6

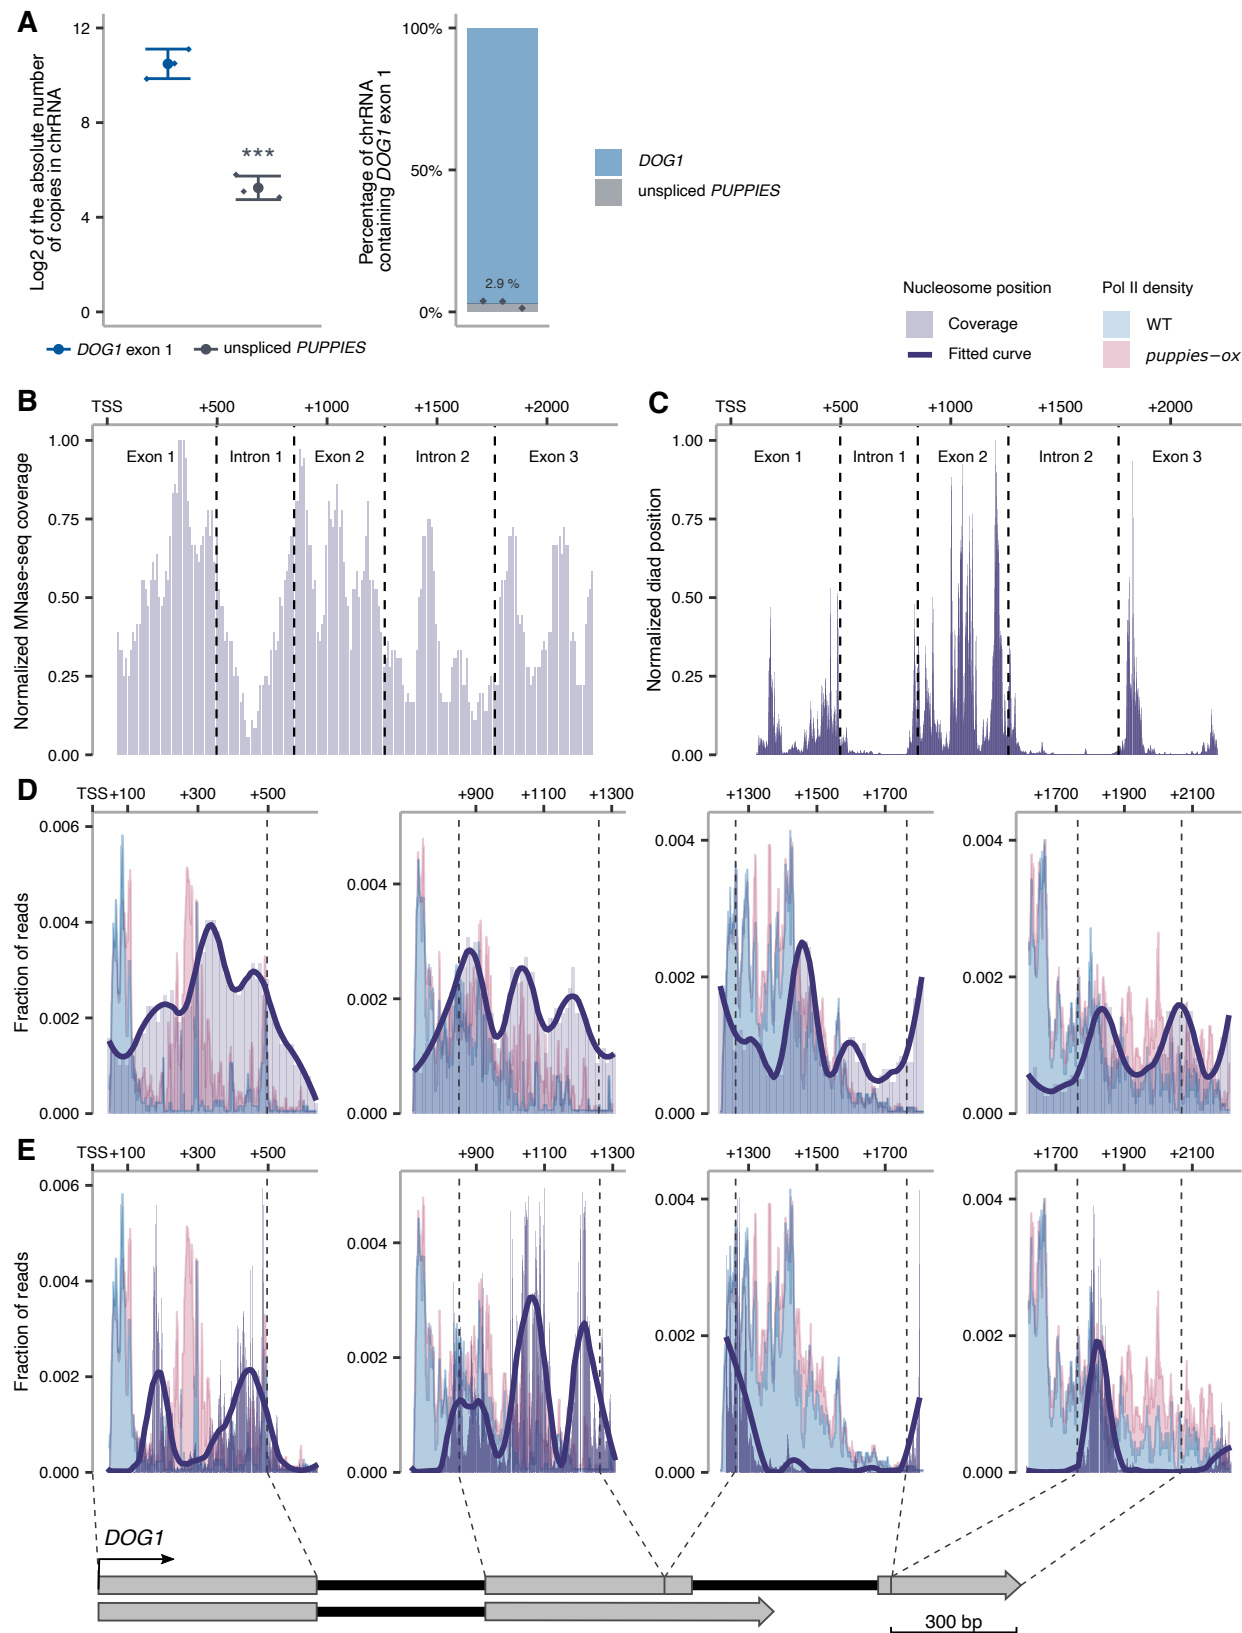

#### Appendix Figure S6 - Overlap of nucleosome position with Pol II profile on *DOG1* locus

A The plot on the left shows the absolute levels (in log2 of the number of copies) of chromatin-attached unspliced *PUPPIES* and transcripts containing *DOG1* exon 1, in WT seeds under salt stress, measured by absolute RT-qPCR quantification. The plot on the right shows the levels of unspliced *PUPPIES* as the percentage of absolute *DOG1* exon 1 copy number. The *DOG1* levels (in light blue) are estimated by subtracting the number of copies of unspliced *PUPPIES* from the total *DOG1* exon 1, displayed in percentage.

B Plot representing read coverage from the MNase-seq dataset GSM4916341 (Data ref: Luo *et al.*, 2020b) on the *DOG1* locus.

C Plot representing nucleosome position prediction *in silico* based on genomic DNA sequence of the *DOG1* locus (van der Heijden *et al.*, 2012). Distance is given in bp from *DOG1* TSS. Vertical dashed lines show the exon boundaries, with text annotation for exons and introns.

D, E Overlap of targeted NET-Seq profiles of Pol II density for WT (blue) and *puppies-ox* (red) with nucleosome position from MNase-seq (Data ref: Luo *et al.*, 2020b; D) and from *in silico* prediction (E). The nucleosome position is represented by purple lines and bars. A schematic of the *DOG1* locus is given at the bottom with dashed lines connecting the exon boundaries with the plots. Dark grey boxes for exons of *lgDOG1* RNA isoform and light grey boxes for exons of *shDOG1* RNA isoform.

# Supplementary material for: Promoter‐pervasive transcription causes RNA polymerase II pausing to boost DOG1 expression in response to salt
**Source:** EMBO J. 2023 Jan 27;42(5):e112443. doi: 10.15252/embj.2022112443
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

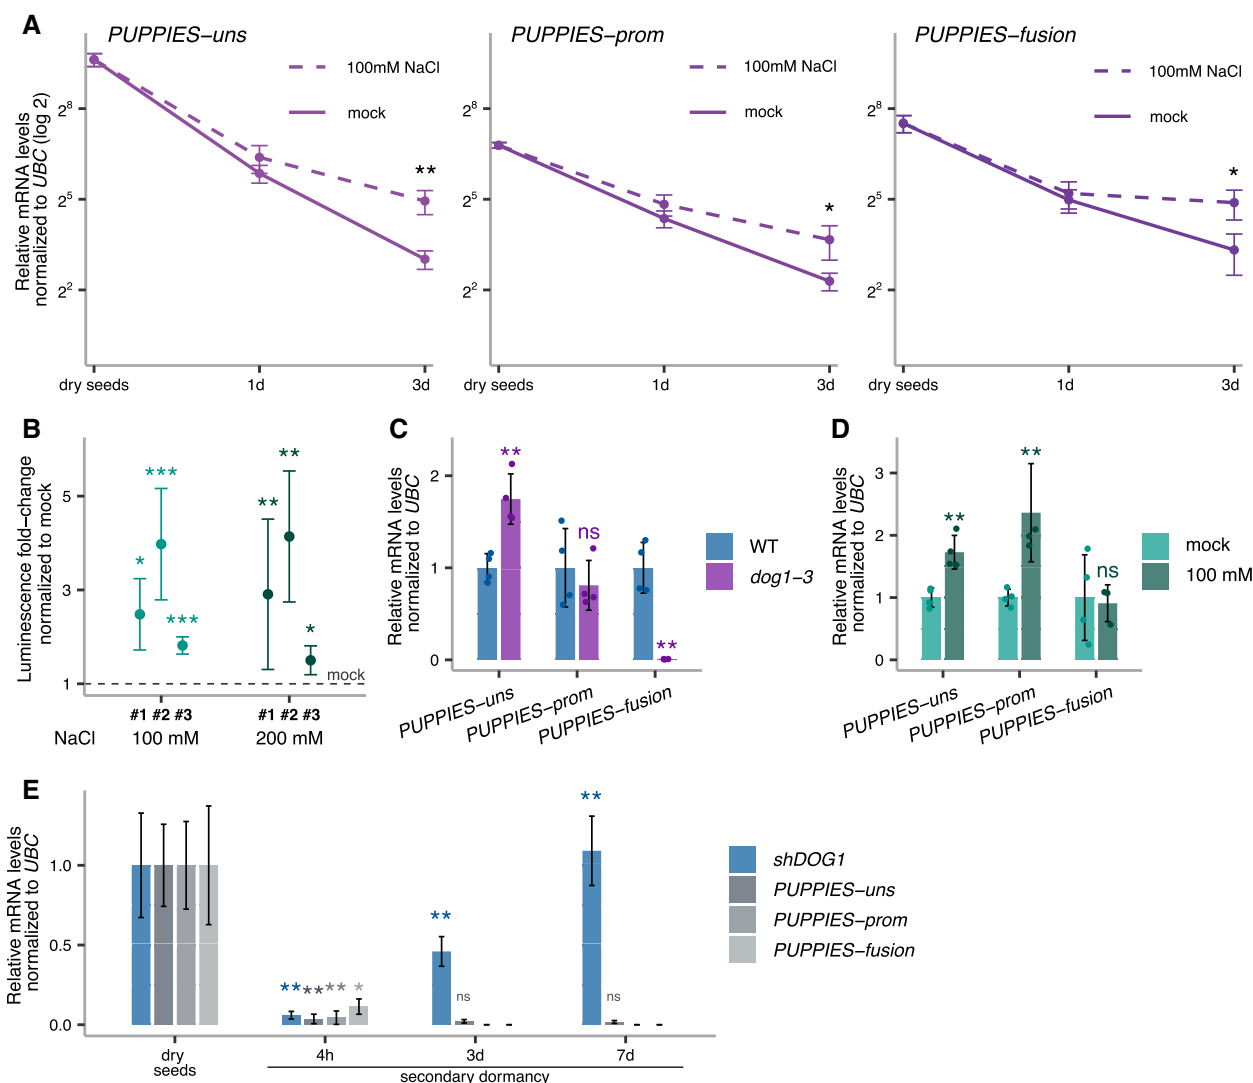

**Figure EV1. PUPPIES response to salt stress.**

- A Relative quantification of *PUPPIES-uns*, *PUPPIES-prom* and *PUPPIES-fusion* (from left to right) normalized to *UBC21* in dry seeds and seeds imbibed for 1 and 3 days in mock versus 100 mM NaCl. RT-qPCR points and error bars represent the mean  $\pm$  SD. \**P*-value < 0.05, \*\**P*-value < 0.01 from two-tailed Student's *t*-test.
- B Luciferase reporter assay. Plots represent the luminescence fold-change of seeds under 100 or 200 mM NaCl normalized to mock (horizontal dashed line) for three independent transgenic lines (#1, #2, #3) carrying the reporter construct *psDOG1::LUC*. Error bars represent the mean  $\pm$  SD. \**P*-value < 0.05, \*\**P*-value < 0.01, \*\*\**P*-value < 0.001 from paired Student's *t*-test comparing the raw luminescence levels in counts per second between mock and NaCl-treated samples.
- C RT-qPCR for *PUPPIES-uns*, *PUPPIES-prom* and *PUPPIES-fusion*. Expression in seeds treated with 100 mM NaCl in *dog1-3* relative to WT.
- D Expression in *dog1-3* mutant seeds treated with 100 mM NaCl relative to mock.
- E RT-qPCR for *shDOG1*, *PUPPIES-uns*, *PUPPIES-prom* and *PUPPIES-fusion* during heat stress induction of secondary dormancy of WT seeds. Bars and error bars represent the mean  $\pm$  SD with *n* = 3. Expression levels normalized to *UBC21*. Expression levels of *PUPPIES-prom* and *PUPPIES-fusion* at 3 and 7 days were undetectable. Asterisks show the statistical significance for each transcript from the two-tailed Student's *t*-test for the comparison of each timepoint to its previous timepoint. ns *P*-value > 0.05, \**P*-value < 0.05, \*\**P*-value < 0.01.

Data information: (C, D) Expression levels normalized to *UBC21*. Bars and error bars represent the mean  $\pm$  SD. Points represent biological replicates. ns *P*-value > 0.05, \*\**P*-value < 0.01 from two-tailed Student's *t*-test.

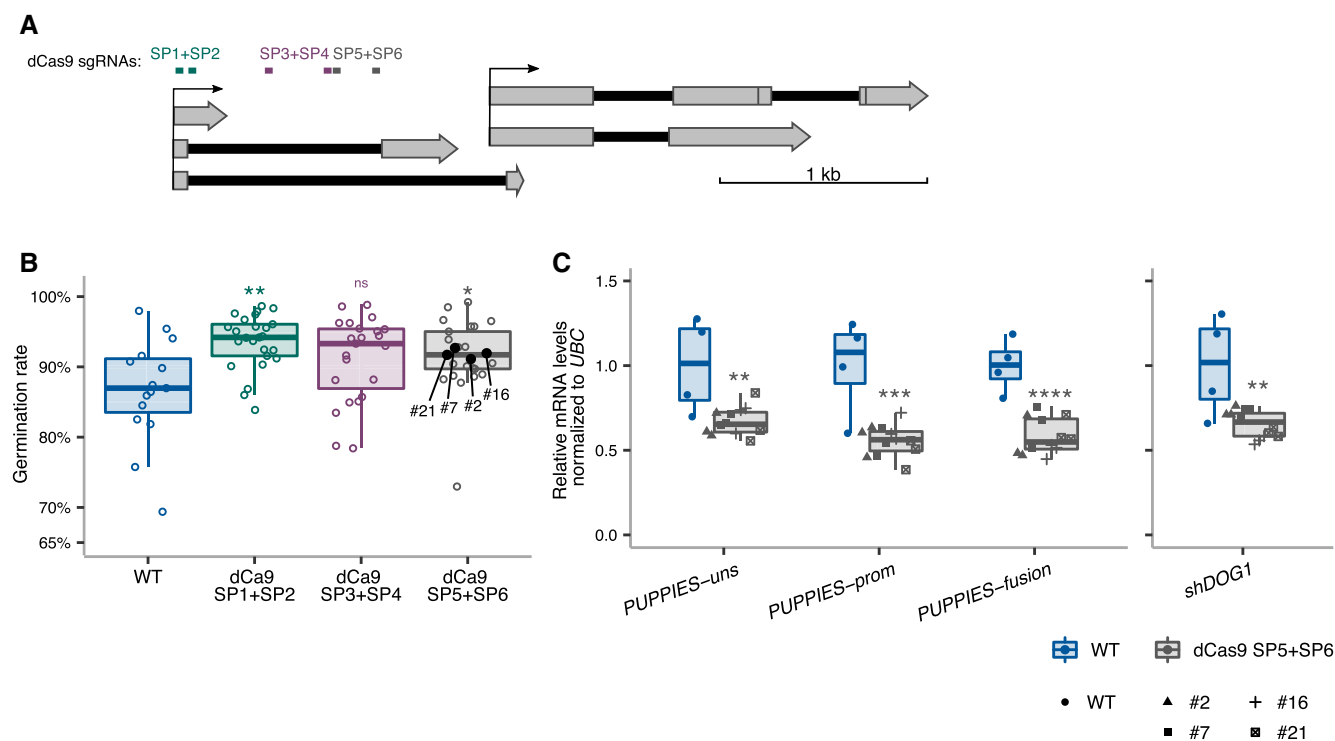

**Figure EV2. Blocking PUPPIES with dCas9.**

**A** Schematics of *DOG1* locus with *PUPPIES* and *DOG1* TSS indicated by black arrows. Two sgRNAs per construct were introduced in WT targeting a ubiquitously expressed "dead" Cas9 protein (dCas9) to block *PUPPIES* transcription. The sgRNA positions are: SP1 + SP2 (in green), SP3 + SP4 (in purple), SP5 + SP6 (in grey).

**B** Box plots showing the percentage of germination in 150 mM NaCl at 4 days after stratification for WT (blue) and T2 seeds from selected transformants carrying dCas9 and the sgRNA pairs SP1 + SP2 (green), SP3 + SP4 (purple), SP5 + SP6 (grey). Points show the germination of seeds from each individual transgenic plant. Four independent SP5 + SP6 plants (#2, #7, #16, #21, represented by black points) with germination closest to the median were propagated and gene expression analyses (C) were carried out in the T3 seeds imbibed in the presence of 100 mM NaCl. Points represent biological replicates.

**C** Box plots show the expression levels measured by RT-qPCR of *PUPPIES-uns*, *PUPPIES-prom*, *PUPPIES-fusion* and *shDOG1* normalized to *UBC21* in the four different transgenic lines of SP5 + SP6 dCas9 (grey) relative to WT (blue). Points represent biological replicates.

Data information: (B, C) The box plot's central band marks the median, boxes mark the first and third quartiles, and whiskers extend the boxes to the largest value no further than 1.5 times the interquartile range. Statistical significance from two-tailed Student's *t*-test. ns *P*-value > 0.05, \**P*-value < 0.05, \*\**P*-value < 0.01, \*\*\**P*-value < 0.001, \*\*\*\**P*-value < 0.0001.

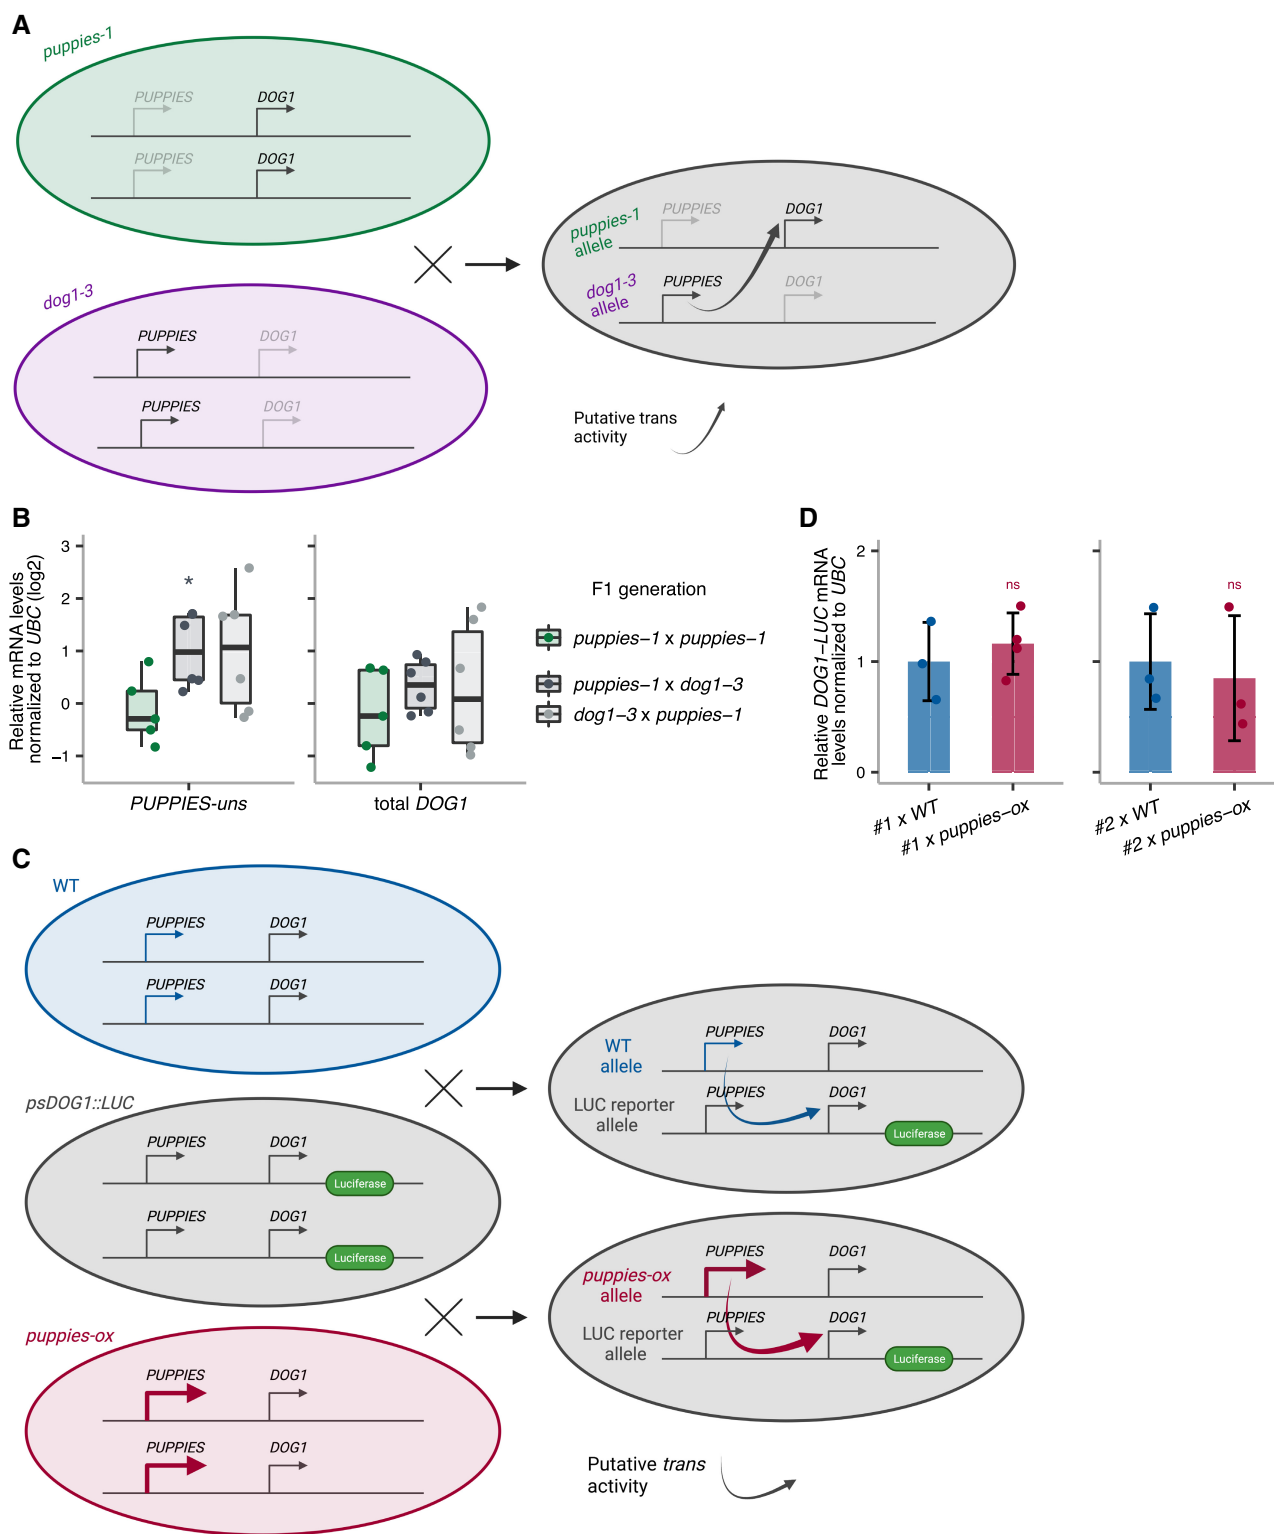

Figure EV3.

**Figure EV3. PUPPIES do not activate DOG1 expression in trans.**

- A Schematic representation of the cross between both diploid homozygous *puppies-1* and *dog1-3* mutants. The heterozygous F1 is used to test if supplying PUPPIES expression (from the *dog1-3* allele) induces DOG1 expression (from the *puppies-1* allele) compared with the homozygous *puppies-1*.
- B RT-qPCR for PUPPIES-*uns* and total DOG1 normalized to UBC21 in F1 seeds imbibed in the presence of 100 mM NaCl. y-axis in logarithmic scale. Points represent biological replicates. The box plot's central band marks the median, boxes mark the first and third quartiles, and whiskers extend the boxes to the largest value no further than 1.5 times the interquartile range. Statistical significance from two-tailed Student's *t*-test. \**P*-value < 0.05.
- C Schematic representation of the crosses between *psDOG1::LUC* and either WT or *puppies-ox*. The heterozygous F1 from *psDOG1::LUC* crossed with *puppies-ox* is used to test if supplying PUPPIES expression (from the *puppies-ox* allele) induces DOG1-LUC expression (from the reporter allele) relative to the levels of DOG1-LUC in the *psDOG1::LUC* crossed with WT.
- D RT-qPCR with primers specific for DOG1-LUC in F1 seeds of two independent *psDOG1::LUC* lines (#1 and #2) crossed with either WT or *puppies-ox* imbibed in the presence of 100 mM NaCl. Expression was normalized to UBC21. Bars and error bars represent the mean  $\pm$  SD. Points represent biological replicates. ns *P*-value > 0.05 from two-tailed Student's *t*-test.

**Figure EV4. DOG1 single-molecule RNA FISH.**

- A Single z-section image of smFISH for DOG1 in embryo cells from imbibed seeds. Separate DAPI (blue) and DOG1 (grey) channels are shown on the left and middle images. A merged image is shown on the right. Manual segmentation (green outline) of the cells is performed based on a certain level of background fluorescence visible on the DOG1 channel. Arrowhead points to the *focus* corresponding to the transcription site (TS). For each cell, the segmented area is projected to the z-sections above and below corresponding, respectively, to the top and bottom edges of the cell. Scale bar is 5  $\mu$ m.
- B After the projection of the cell segmentation across the z-stack, the image is denoised in each z-section. A maximum projection of the denoised z-stack is then performed to obtain a representative 2D image (C). The denoised z-stack is also used for the reconstruction of the cell and *foci* detection in 3D (see Materials and Methods section).
- C Arrowhead points to the *focus* corresponding to the TS. Scale bar is 2  $\mu$ m.
- D, E z-stack max-projection images of DOG1 smFISH in seeds imbibed in 100 mM NaCl of WT (left) versus *dog1-3* (right). The scale bar is 5  $\mu$ m. Please note that WT picture in panel E is the same representative picture as used in Fig 4G.
- F z-stack max-projection images of DOG1 smFISH in WT without (left) versus with (right) RNase A treatment before hybridization. The scale bar is 5  $\mu$ m.
- G z-stack max-projection images of DOG1 smFISH in seeds imbibed in 100 mM NaCl of WT (left) versus *puppies-1* (right). The scale bar is 5  $\mu$ m.
- H Comparison of fold-change of DOG1 expression from RT-qPCR (left) with cytoplasmic DOG1 *foci* number per cell from smFISH (right; replotted data shown in Fig 4E) in *puppies-1* relative to WT. Points and error bars represent the mean  $\pm$  SD. Diamond-shaped points in the RT-qPCR plot represent a pool of seeds collected from five plants, and diamond-shaped points in the smFISH plot represent a single embryo. Statistical significance from two-tailed Student's *t*-test. \**P*-value < 0.05, \*\*\*\**P*-value < 0.0001.
- I Distribution of intensities of cytoplasmic DOG1 *foci* in WT and *puppies-1* in arbitrary units (a.u.).
- J z-stack max-projection images of DOG1 smFISH in seeds imbibed in 100 mM NaCl of WT (left) versus *puppies-ox* (right). The scale bar is 5  $\mu$ m.
- K RT-qPCR quantification of 3' end and 5' end of *shDOG1* on nascent RNA from seeds imbibed in 100 mM NaCl from WT, *puppies-ox* and *puppies-1*. The plot shows the ratio of 3' end to 5' end relative to WT. Nascent RNA levels were normalized to UBC21. Bars and error bars represent the mean  $\pm$  SD. Statistical significance from two-tailed Student's *t*-test. ns *P*-value > 0.05.

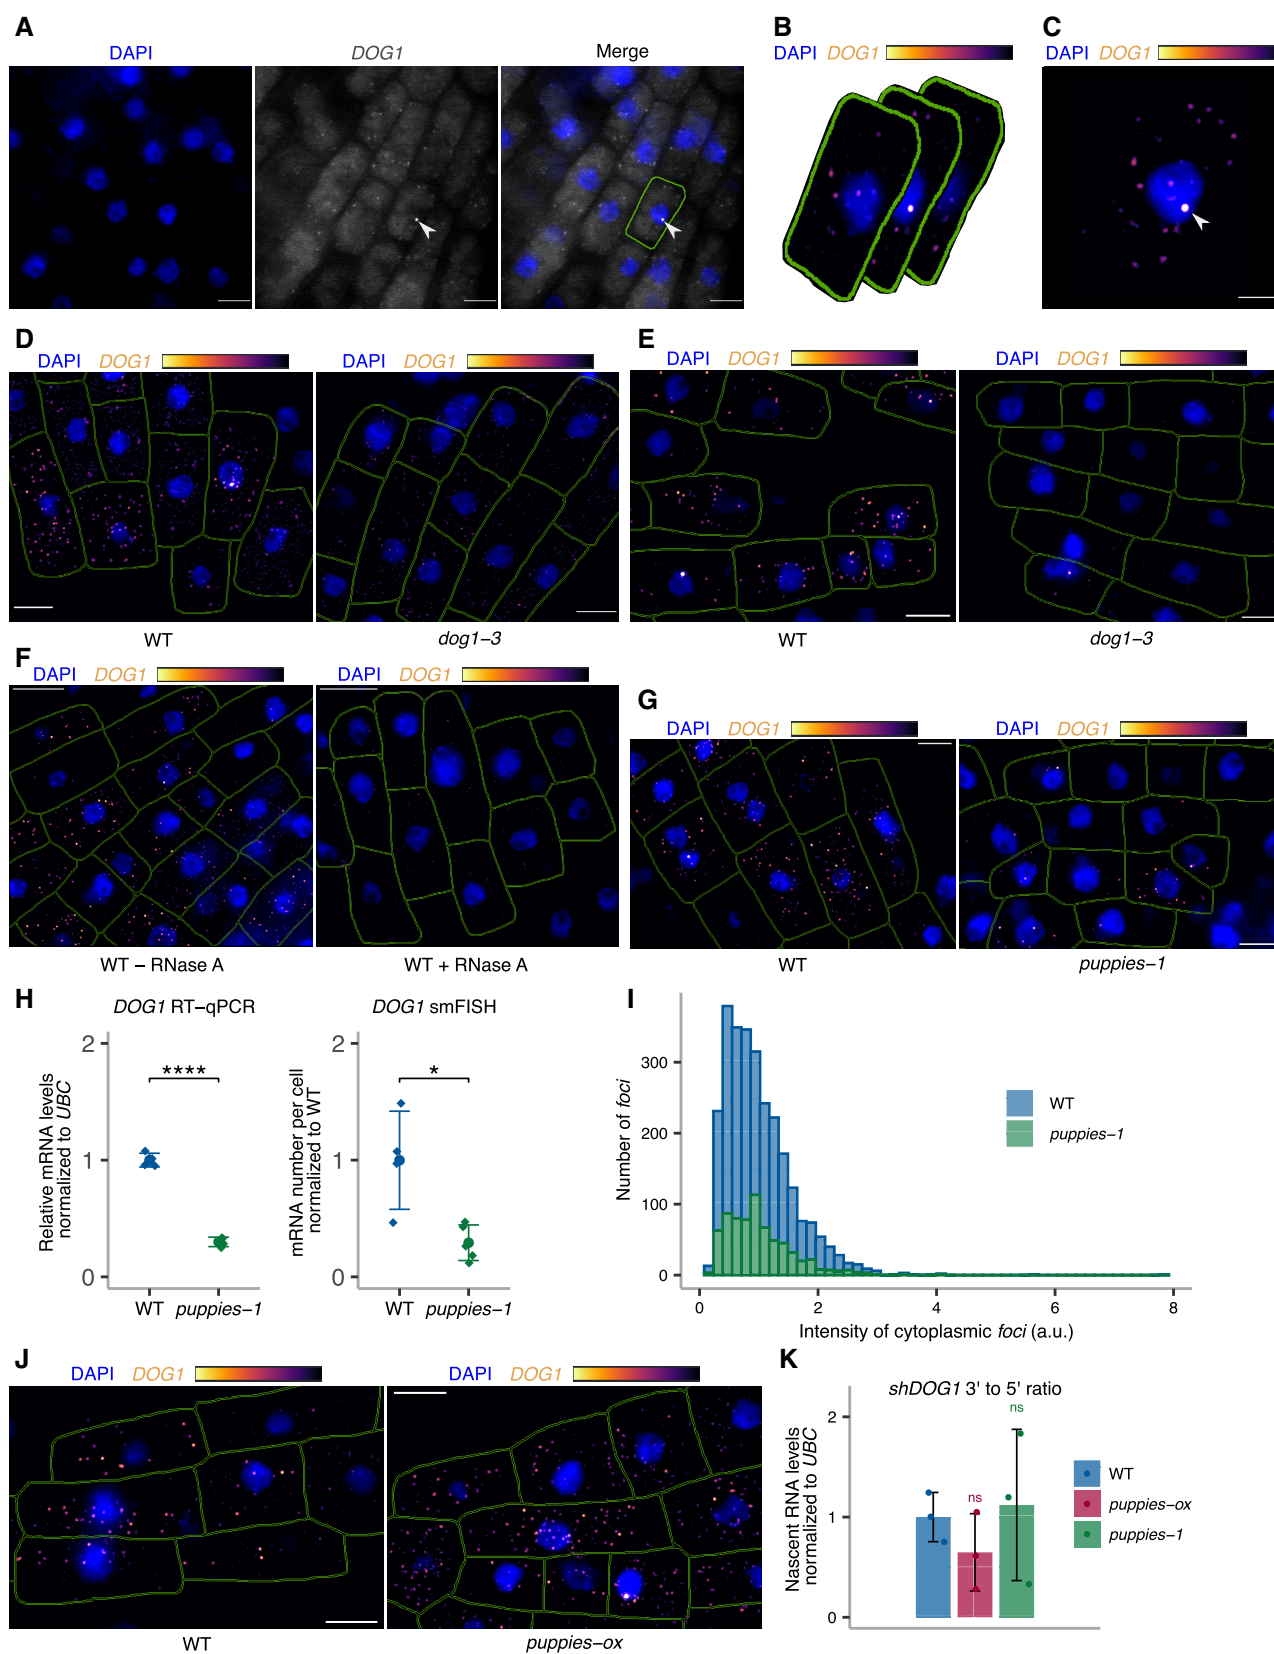

Figure EV4.

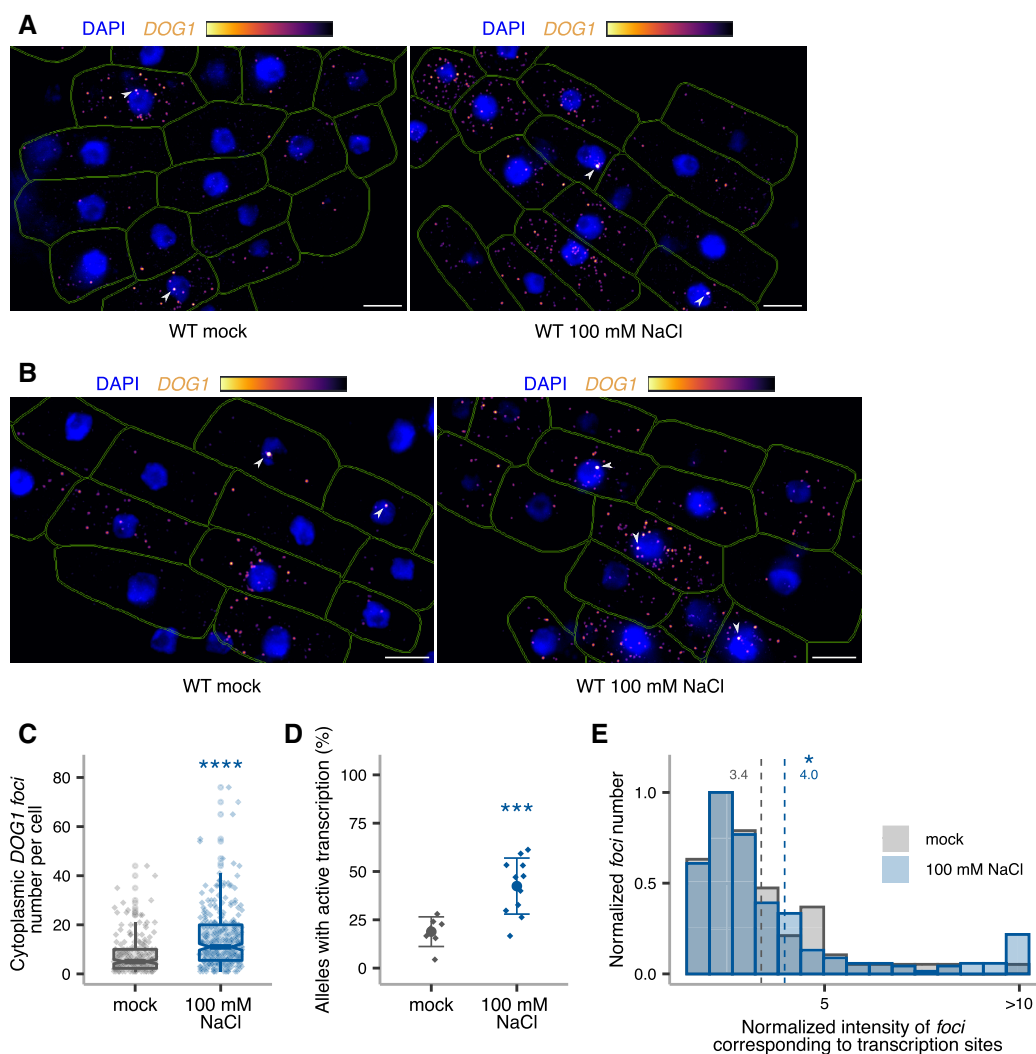

**Figure EV5. *DOG1* single-molecule RNA FISH in response to salt stress.**

- A, B z-stack max-projection images of *DOG1* smFISH in WT embryos from imbibed seeds in mock (left) versus 100 mM NaCl (right). Arrowheads point to foci corresponding to the transcription sites (TS). The scale bar is 5  $\mu$ m.
- C Notched box plots showing the cytoplasmic *DOG1* foci number per cell in mock versus salt treatment. Diamond-shaped points represent each cell,  $n = 208$  cells from mock and  $n = 309$  cells from NaCl-treated. The box plot's central band marks the median, lower and upper box limits mark the first and third quartiles, whiskers extend the boxes to the largest value no further than 1.5 times the interquartile range, and the notches extend to 1.58 times the interquartile range divided by  $\sqrt{n}$ .
- D Plot showing the frequency of alleles with detected foci corresponding to *DOG1* transcription sites for mock versus NaCl-treated. Points and error bars represent the mean  $\pm$  SD. Diamond-shaped points represent single embryos.
- E Distribution of intensities of foci corresponding to *DOG1* TS in mock and NaCl-treated. In the x-axis is the fluorescence intensity fold-change of foci classified as TS to the average intensity of nuclear foci. In the y-axis is the number of foci normalized to their maximum value. Vertical dashed lines indicate the average fluorescence fold-change for mock in green (3.4) and NaCl-treated in blue (4.0).  $n = 47$  foci from mock and  $n = 159$  foci from NaCl-treated.

Data information: (C–E) Statistical significance from two-tailed Student's *t*-test. \**P*-value < 0.05, \*\*\**P*-value < 0.001, \*\*\*\**P*-value < 0.0001.

# Supplementary material for: Promoter‐pervasive transcription causes RNA polymerase II pausing to boost DOG1 expression in response to salt
**Source:** EMBO J. 2023 Jan 27;42(5):e112443. doi: 10.15252/embj.2022112443
**Supplement:** Supplementary file 8 — PDF+

# Promoter-pervasive transcription causes RNA polymerase II pausing to boost *DOG1* expression in response to salt

Miguel Montez<sup>1,\*</sup> , Maria Majchrowska<sup>1</sup> , Michal Krzyszton<sup>1</sup> , Grzegorz Bokota<sup>2</sup>, Sebastian Sacharowski<sup>1</sup> , Magdalena Wrona<sup>1</sup> , Ruslan Yatusovich<sup>1</sup> , Ferran Massana<sup>1</sup> , Dariusz Plewczynski<sup>2,3</sup>  & Szymon Swiezewski<sup>1,\*\*</sup> ## Abstract

Eukaryotic genomes are pervasively transcribed by RNA polymerase II. Yet, the molecular and biological implications of such a phenomenon are still largely puzzling. Here, we describe noncoding RNA transcription upstream of the *Arabidopsis thaliana* *DOG1* gene, which governs salt stress responses and is a key regulator of seed dormancy. We find that expression of the *DOG1* gene is induced by salt stress, thereby causing a delay in seed germination. We uncover extensive transcriptional activity on the promoter of the *DOG1* gene, which produces a variety of lncRNAs. These lncRNAs, named *PUPPIES*, are co-directionally transcribed and extend into the *DOG1* coding region. We show that *PUPPIES* RNAs respond to salt stress and boost *DOG1* expression, resulting in delayed germination. This positive role of pervasive *PUPPIES* transcription on *DOG1* gene expression is associated with augmented pausing of RNA polymerase II, slower transcription and higher transcriptional burst size. These findings highlight the positive role of upstream co-directional transcription in controlling transcriptional dynamics of downstream genes.

**Keywords** long noncoding RNAs; RNA polymerase II pausing; salt stress; transcriptional dynamics

**Subject Categories** Chromatin, Transcription & Genomics; Plant Biology

**DOI** 10.15252/embj.2022112443 | Received 23 August 2022 | Revised 2 January 2023 | Accepted 9 January 2023 | Published online 27 January 2023

**The EMBO Journal (2023) 42: e112443**

## Introduction

Seed germination is a major phase transition in the plant's development. It is influenced by seed dormancy, which is the ability of seeds to postpone germination when under favourable conditions. Seed dormancy contributes to the natural variability of germination

timing and bet-hedging (Finch-Savage & Footitt, 2017). *Delay of germination 1* (*DOG1*) gene is a QTL for seed dormancy (Alonso-Blanco *et al*, 2003; Bentsink *et al*, 2006). *DOG1* gene expression is induced during seed maturation and accumulated *DOG1* protein results in the dormancy of mature dry seeds (Nakabayashi *et al*, 2012).

*DOG1* expression is regulated at the transcriptional level by multiple mechanisms, including alternative polyadenylation (APA) generating short *DOG1* (*shDOG1*) and long *DOG1* (*lgDOG1*) isoforms (Cyrek *et al*, 2015), as well as repressed by the antisense long noncoding RNA (lncRNA) *IGOD* (Fedak *et al*, 2016; Kowalczyk *et al*, 2017).

In plants, antisense lncRNAs are typically transcribed from promoters within the 3' or downstream gene regions. Besides *IGOD*, antisense lncRNAs have been described to control important physiological responses (Swiezewski *et al*, 2009; Kindgren *et al*, 2018; Zhao *et al*, 2018). Upstream of genes, another class of noncoding transcription, gives rise to promoter upstream transcripts (PROMPTS). PROMPTS are frequently transcribed in the antisense orientation and quickly degraded by the exosome (Lloret-Llinares *et al*, 2016; Thieffry *et al*, 2020). Additionally, promoter regions are also a source of stable lncRNA transcribed as independent transcriptional units including *APOLLO* and *COLDWRAP*, with a repressive impact on the nearby genes (Ariel *et al*, 2014; Kim & Sung, 2017). Furthermore, promoter regions can also be transcribed as a result of readthrough from the upstream gene or an upstream transcription start site (TSS) of the same gene. In the yeast model *S. cerevisiae*, pervasive transcription from the upstream gene over the downstream was observed in one-quarter of all tandem genes (Pelechano *et al*, 2013). A similar abundance of such events was also observed in human cells (Vilborg *et al*, 2015; Vilborg & Steitz, 2017). In *Arabidopsis*, the readthrough of upstream transcripts over downstream genes was shown to be limited by the activity of nuclear exoribonucleases (Crisp *et al*, 2018; Krzyszton *et al*, 2018) and BORDER proteins (Yu *et al*, 2019).

1 Laboratory of Seeds Molecular Biology, Institute of Biochemistry and Biophysics, Polish Academy of Sciences, Warsaw, Poland

Here, we uncover the role of *DOG1* in controlling the timing of germination of seeds under salt stress. In response to this stress, the *DOG1* gene promoter is extensively transcribed, generating a variety of lncRNAs, that we name *PUPPIES*. We show that *PUPPIES* pervasive transcription, induced in response to salt stress, stimulates *DOG1* expression to delay germination. Our results indicate that *PUPPIES* induce *DOG1* expression by altering Pol II dynamics on the gene. *PUPPIES* boost the number of Pol II molecules loaded per *DOG1* transcriptional burst. Interestingly, the enhanced *DOG1* transcription is accompanied by augmented Pol II pausing, slower transcription through nucleosome-containing but not nucleosome-depleted regions of *DOG1*, together with more efficient splicing.

## Results

### *DOG1* gene regulates the speed of seed germination upon salt stress

Understanding seed dormancy is crucial for agriculture as farmers strive for rapid and uniform germination that synchronizes plant development and reduces costs. Seeds rarely face optimal germination conditions, and salt stress is known to delay seed germination in various plant species (Abel & MacKenzie, 1964; Ungar, 1978; Jones, 1986), including *Arabidopsis* (Quesada et al, 2002; Vallejo et al, 2010). In agreement, we show that the delay of germination of wild-type (WT) seeds is proportional to the increasing concentrations of NaCl (Appendix Fig S1A and B). Given the key role of the *DOG1* gene in seed dormancy-mediated control of germination time, we tested whether *DOG1* also takes part in delaying seedling establishment under salt stress.

We show that *DOG1* knockout (*dog1-3*) and upregulation (*dog1-5*) mutants (Cyrek et al, 2015; Fedak et al, 2016) display, respectively, weaker and stronger inhibition of germination by various concentrations of NaCl (Fig 1A). Analysis of the germination time curve in the presence of 100 mM NaCl (Fig 1B) suggests that *dog1-3* and *dog1-5* mutants have, respectively, faster and slower germination under salt stress. As reported during seed maturation (Fedak et al, 2016), we confirm that in seeds imbibed in 100 mM NaCl, *dog1-3* and *dog1-5* mutants have, respectively, lower and higher *DOG1* expression relative to WT (Fig 1C). These results suggest that *DOG1* gene is involved in the physiological response of seeds to salt stress. In our experiments, we applied salt stress during stratification, which releases seed dormancy and leads to no visible differences in germination speed between WT and *dog1* mutants in the absence of salt (Fig 1A). This suggests that the role of the *DOG1* gene in the salt-induced delay of germination is independent of its function in primary dormancy.

RT-qPCR reveals that after 3 days of imbibition in the presence of NaCl, *DOG1* expression is significantly induced relative to mock (Fig 1D and Appendix Fig S1C). We confirmed this using transgenic lines with a luciferase (*LUC*) reporter inserted after the start codon in *DOG1* genomic sequence (*pDOG1-LUC::DOG1*; Fedak et al, 2016; Fig 1E and F). Three independent lines show increased luminescence when exposed to NaCl (Appendix Fig S1D), confirming that *DOG1* expression is induced by salt. Salt stress imposes a combination of augmented osmotic stress and ionic toxicity. Interestingly, the *pDOG1-LUC::DOG1* signal was induced by NaCl (Fig 1F and

Appendix Fig S1D) and KCl (Appendix Fig S2A) but not by PEG or mannitol (Appendix Fig S2B and C). These results suggest that *DOG1* expression is induced by ionic stress but not osmotic stress. In summary, our results indicate that *DOG1* apart from its well-known function in seed dormancy is induced in seeds in response to ionic imbalance and plays a role in controlling the speed of germination under salt stress.

### Transcriptomic response to salt stress in seeds depends on *DOG1* expression

In order to investigate the underlying genome-wide salt stress response and its dependence on *DOG1*, we performed 3'RNA-seq in imbibed seeds from WT and *DOG1* knockout *dog1-3* in the presence and absence of 100 mM NaCl. Salt treatment of WT seeds results in 835 downregulated and 1,136 upregulated genes (FDR < 0.05 and  $|\log_2\text{FC}| > \log_2(1.5)$ ; Fig 1G and Dataset EV1). Downregulated genes are overrepresented for nonredundant gene ontology (GO) terms associated with biosynthetic and metabolic processes (Fig 1H and Dataset EV2). Upregulated genes are overrepresented for nonredundant GO terms associated with stress responses, including water deprivation (Fig 1I and Dataset EV2). These results are consistent with published transcriptomic data from salt stress (Sun et al, 2019; Dorone et al, 2021; Wang et al, 2021; Butt et al, 2022) and provide a baseline for further studies of stress response in seeds. Additionally, we observe that *DOG1* and multiple other regulators of seed germination are differentially expressed upon salt treatment (Fig 1J). This explains the changes in germination under the stress and suggests it does not solely depend on *DOG1* but a combination of multiple regulators.

Interestingly, only 49% of differentially expressed genes (DEGs) identified in salt-treated WT seeds are differentially expressed in *dog1-3* upon salt treatment (Fig 1K). Notably, we observe that genes induced by salt in WT are generally induced to a lesser extent in the *dog1-3* mutant, many of those being over two times less upregulated or even downregulated (Fig 1L). Similarly, genes repressed in salt-treated WT seeds are less down or even upregulated in the *dog1-3* mutant (Fig 1M). These results show that the *dog1-3* mutant has an altered transcriptomic response to salt stress.

### *DOG1* gene promoter is pervasively transcribed

Inspection of 3'RNA-seq reveals a surprisingly high coverage of reads mapped to the *DOG1* promoter and part of exon 1 in salt conditions (Fig 2A), suggesting the existence of previously unannotated sense transcripts in the *DOG1* promoter. Of note, reads over this region are also detected in a publicly available RNA-seq dataset from *Arabidopsis* seeds (Narsai et al, 2017; Appendix Fig S3A). Using a nanoCAGE- and nanoPARE-based (Salimullah et al, 2011; Schon et al, 2018) 5'RACE-seq, we confirm transcription of *DOG1* promoter originating from a well-defined TSS around 1.5-Kb upstream of *DOG1* TSS (Fig 2B). 3'RACE-seq shows that in contrast to the 5' end, the 3' ends of this lncRNA are not well defined, giving rise to multiple transcript isoforms (Fig 2C). We named these transcripts *PUPPIES* due to their proximity to the *DOG1* gene. *PUPPIES* can terminate shortly after their TSS generating unspliced transcripts around 260 bp long (*PUPPIES-uns*); *PUPPIES* can also be spliced into and terminate over a broad region on the *DOG1*

promoter (*PUPPIES-prom*) or can be spliced into the *DOG1* coding region terminating inside *DOG1* exons 1 and 2 (*PUPPIES-fusion*; Fig 2D and Appendix Fig S3B–D). The splicing events were confirmed by PCR followed by Sanger sequencing (Appendix Fig S3E and F). Additionally, as 3'RNA-seq is based on oligo(dT) priming, at least some *PUPPIES* isoforms are likely to be polyadenylated. The coding/noncoding potential of *PUPPIES* transcripts was assessed using Coding Potential Calculator 2.0 (CPC 2.0; Kang et al, 2017) and Coding-NonCoding Identifying Tool (CNIT; Guo et al, 2019). Both tools classify all tested *PUPPIES* isoforms as noncoding in contrast to the coding control *UBC21* (Appendix Fig S4A and B).

Here, we show that in seeds imbibed under salt stress, the *DOG1* promoter region is extensively transcribed generating lncRNAs named *PUPPIES*. *PUPPIES* are a collection of diverse isoforms generated by alternative splicing and termination. Besides, *PUPPIES* are co-directionally transcribed and invasive to the *DOG1* promoter and gene body.

### *PUPPIES* transcription is responsive to salt stress

Our RNA-seq data suggest that *PUPPIES* are induced by salt stress (Fig 2A). To confirm these results, we performed RT-qPCR in seeds

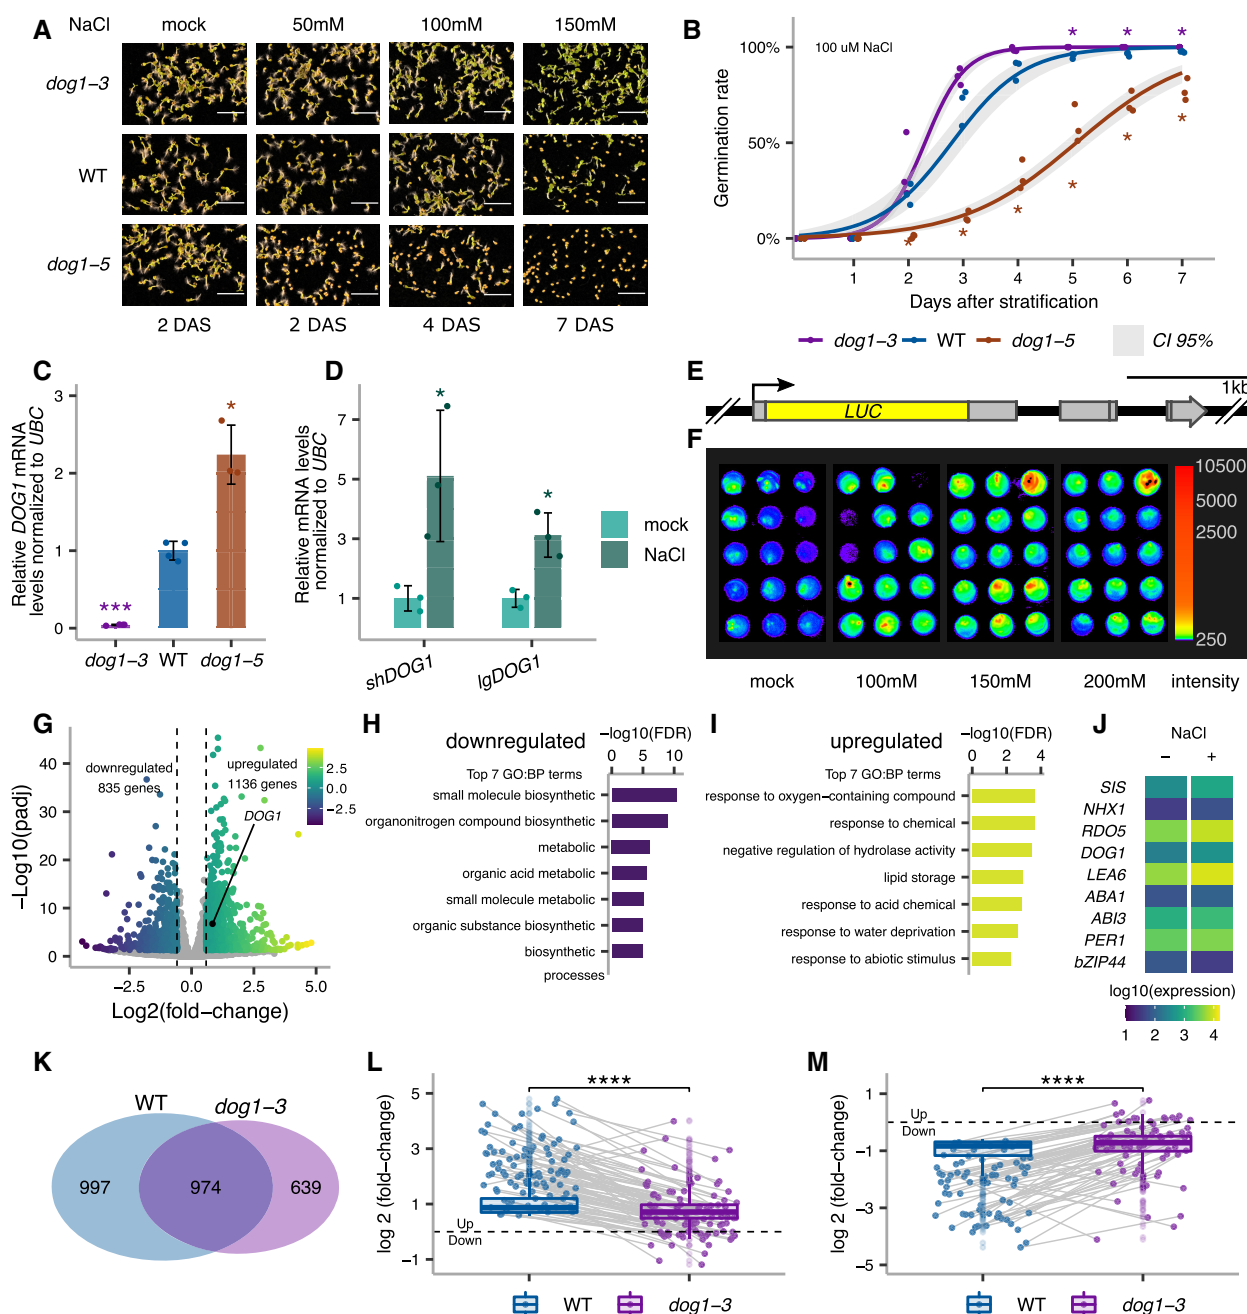

Figure 1.

**Figure 1. Seed phenotypic and transcriptomic response to salt stress depends on *DOG1*.**

- A Germination of *dog1-3* (knockout), WT and *dog1-5* (*DOG1* upregulation) seeds in media supplemented with NaCl for the indicated number of days after stratification (DAS). Scale bar represents 5 mm.
- B Germination rate in 100 mM NaCl measured during 7 days after stratification for seeds of different genotypes. Lines represent the fitted curves with a 95% confidence interval (grey area). \**P*-value < 0.05 from two-tailed Student's *t*-test. Data for WT are the same as plotted in Fig 3C.
- C *shDOG1* expression levels normalized to *UBC21* (AT5G25760) in *dog1-3* and *dog1-5* relative to WT.
- D *shDOG1* and *lgDOG1* expression levels normalized to *UBC21* in seeds treated with 100 mM NaCl relative to mock.
- E Schematics of the *pDOG1-LUC::DOG1* construct with *LUC* reporter inserted after *DOG1* ATG, including complete intergenic regions upstream and downstream of the *DOG1* gene (Fedak et al, 2016).
- F Luciferase reporter activity in seeds in different concentrations of NaCl or mock. The colour bar shows the luminescence in counts per second on a logarithmic scale.
- G Volcano plot shows DEGs as coloured points (DESeq2;  $|\log_2\text{fold-change}| > \log_2(1.5)$ , FDR < 0.05). The colour scale shows  $\log_2\text{fold-change}$ . *DOG1* gene is highlighted in black. The number of downregulated and upregulated genes is provided on the plot.
- H, I Top 7 nonredundant Gene Ontology terms for biological process (GO:BP) for down- (H) and upregulated genes (I).
- J Mean absolute expression levels from 3'RNA-seq of selected genes known to be involved in salt stress response and/or seed germination. Data from mock (–) and 100 mM NaCl (+).
- K Venn diagram shows the overlap between genes affected by salt treatment in WT and *dog1-3* (DESeq2;  $|\log_2\text{fold-change}| > \log_2(1.5)$ , FDR < 0.05).
- L, M Box plots represent the behaviour of genes upregulated (L) and downregulated (M) by salt in WT. Points show genes for which expression is more than two times higher or lower in *dog1-3* compared with WT. Grey lines connect the same genes. The box plot's central band marks the median, boxes mark the first and third quartiles, and whiskers extend the boxes to the largest value no further than 1.5 times the interquartile range. For the comparison of transcriptomic responses, the Wilcoxon rank-sum test was applied using each gene (DEG in WT) as a biological replicate. Sample size *n* = 1,136 for both WT and *dog1-3* (L) and *n* = 835 for both WT and *dog1-3* (M) \*\*\*\**P*-value < 0.0001.
- Data information: (C, D) Bars and error bars represent the mean  $\pm$  SD. Points represent biological replicates. \**P*-value < 0.05, \*\*\**P*-value < 0.001 from two-tailed Student's *t*-test.

imbibed in the absence or presence of NaCl using primers specific for three *PUPPIES* isoforms: *PUPPIES-uns*, *PUPPIES-prom* and *PUPPIES-fusion* (Fig 2D). We show that salt stress not only induces *DOG1* but also all tested *PUPPIES* isoforms (Figs 2E and EV1A), confirming the initial observation from 3'RNA-seq.

Next, we used a published transgenic line (Fedak et al, 2016) with the *DOG1* promoter region (containing *PUPPIES*) followed by the *DOG1* exon1, intron1 and exon2 region fused to luciferase reporter (Fig 2F). This construct lacks the 3' end of the *DOG1* gene which contains a previously characterized antisense transcript *IGOD* (Fedak et al, 2016) as well as *DOG1* exon 3 of the *lgDOG1* isoforms (Cyrek et al, 2015). Using three independent transgenic lines, we show that this truncated *DOG1* construct is still induced by salt (Figs 2G and EV1B). This suggests that the important regulatory elements located at the 3' end of *DOG1* are not required for the induction of *DOG1* by salt stress.

#### ***PUPPIES* are positive regulators of *DOG1* expression in response to salt stress**

We observe that both *PUPPIES* and *DOG1* are induced by salt. To understand the causative relationship between them, we first tested whether *PUPPIES* control *DOG1* expression. We used a T-DNA mutant (*puppies-1*) with the insertion around 400-bp upstream of *DOG1* TSS (Fig 3A). RT-qPCR shows that all *PUPPIES* isoforms are significantly downregulated in *puppies-1* (Fig 3B). Notably, in *puppies-1*, we also observe a strong downregulation of *DOG1* expression (Fig 3B). Consistent with low *DOG1* expression, *puppies-1* mutants display a weaker inhibition of seed germination upon salt stress (Fig 3C). These results suggest a positive impact of *PUPPIES* on *DOG1* expression and delay of germination.

Importantly, RT-qPCR on *dog1-3* shows that *DOG1* knockout does not result in downregulation of *PUPPIES*, except for the isoform in which transcription is directly blocked by the T-DNA insertion in this mutant (Fig EV1C). We speculate that the loss of *PUPPIES*-

*fusion* caused by the T-DNA insertion on *dog1-3* leads to a compensating increase in the levels of unspliced *PUPPIES* (*PUPPIES-uns*; Fig EV1C). Additionally, we show that *PUPPIES* expression is still induced by salt in the *dog1-3* background (Fig EV1D). The same could be observed in the 3'RNA-seq data for the *dog1-3* mutant (Fig 2A). In short, *PUPPIES* knock-down is associated with a strong *DOG1* downregulation, yet *DOG1* knockout does not downregulate *PUPPIES* nor affect *PUPPIES* responsiveness to salt. Moreover, *DOG1* gene expression is known to be induced in seeds during imbibition under prolonged heat stress causing a re-induction of seed dormancy, called secondary seed dormancy (Argyris et al, 2008, Leymarie et al, 2008). In agreement with published data (Krzyszton et al, 2022), *DOG1* expression is strongly induced during secondary dormancy induction. By contrast, *PUPPIES* expression is not induced but rather shut down (Fig EV1E). This supports the idea that *PUPPIES* regulation differs from that of *DOG1* and that *PUPPIES* are induced by only some of the *DOG1*-inducing signals.

In contrast to secondary dormancy, during seed maturation, *PUPPIES* expression has the same dynamics as *DOG1* (Appendix Fig S5A). In agreement, *puppies-1* displays weaker primary seed dormancy (Appendix Fig S5B), a result consistent with the idea that *PUPPIES* induce *DOG1* expression not only in response to salt but also during primary seed dormancy establishment. We propose that *PUPPIES* are partially independent of *DOG1* and that upon salt stress *PUPPIES* act upstream of, and as a positive regulator of *DOG1* expression to control seed germination.

Next, we used CRISPR-Cas9 aiming to create deletions in the *PUPPIES* region. We obtained a mutant with slower seed germination under salt stress (Fig 3D). Sanger sequencing reveals a deletion (from –186 to –449) upstream of *PUPPIES* TSS (Fig 3A, and Appendix Fig S5C and D). This leads us to hypothesize that the deletion may remove a negative regulatory element on the *PUPPIES* promoter resulting in *PUPPIES* overexpression, which would explain the phenotype. RT-qPCR confirms *PUPPIES* upregulation in the deletion mutant (*puppies-ox*; Fig 3E) and induction of *DOG1*

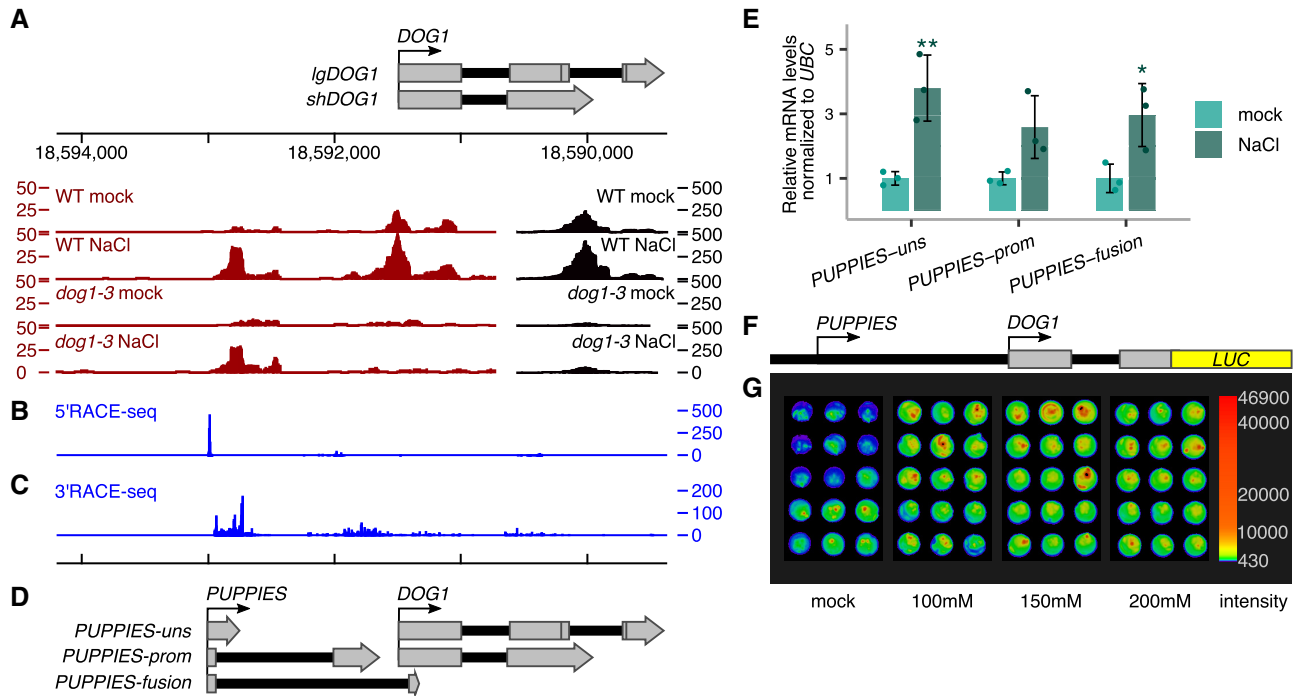

**Figure 2. Transcriptional activity of salt-sensing element on *DOG1* promoter.**

**A** 3'-RNA-seq read coverage on *DOG1* locus. Black colour is used for coverage within the scale on the right-hand side (0–500), and red is used for coverage within the scale on the left-hand side (0–50). Above is a schematic representation of the annotated transcripts from the *DOG1* locus and the chromosome coordinates.

**B** 5'RACE-seq from a primer within the *DOG1* promoter reveals a transcription start site (TSS) upstream of the *DOG1* gene.

**C** 3'RACE-seq results show novel transcription termination sites (TTS) along the *DOG1* promoter and gene body.

**D** Schematics of newly annotated *PUPPIES* isoforms, co-directionally transcribed upstream of *DOG1*.

**E** RT-qPCR with primers specific for *PUPPIES*-uns, *PUPPIES*-prom, and *PUPPIES*-fusion isoforms. Expression levels normalized to *UBC21* for 100 mM NaCl-treated seeds and relative to mock. Bars and error bars represent the mean  $\pm$  SD. Points represent biological replicates. \**P*-value < 0.05, \*\**P*-value < 0.01 from two-tailed Student's *t*-test.

**F** Schematics of *psDOG1::LUC* construct with Luciferase reporter sequence inserted at the end of *DOG1* exon 2 (Fedak et al, 2016).

**G** Luciferase activity in seeds in different concentrations of NaCl or mock. The colour bar shows the luminescence in counts per second on a logarithmic scale.

expression in seeds under salt stress (Fig 3E). Additionally, we show that *puppies-ox* seeds display stronger primary dormancy (Appendix Fig S5E) and higher expression of *PUPPIES* and *DOG1* compared with WT at late stages of seed maturation (Appendix Fig S5F).

Additionally, we used a dCas9 system to interfere with *PUPPIES* transcription without changing the genomic sequence, which could alter *DOG1* expression. This was achieved using transgenes carrying one of three different pairs of sgRNAs together with a constitutively expressed catalytically inactive or “dead” Cas9 (dCas9) protein which is thought to bind but not to cleave DNA and therefore has been used as a roadblock for transcription (Bikard et al, 2013; Qi et al, 2013; Piatek et al, 2015). We show that guiding dCas9 to three different regions of *PUPPIES* (Fig EV2A) causes faster germination of seeds under salt stress (Fig EV2B). We selected four independent transgenic lines from one construct for gene expression analysis. As expected, *PUPPIES* expression is significantly downregulated in the dCas9 lines, importantly consistent with faster germination (Fig EV2B) we observe downregulation of *DOG1* expression (Fig EV2C). These results support the idea that *PUPPIES* affect the expression of *DOG1* independently of changes in its genomic sequence.

Based on a series of *PUPPIES* mutants and the correlation of expression patterns during seed maturation and salt stress, we suggest that *PUPPIES* lncRNAs act as positive regulators of *DOG1* expression. Additionally, *PUPPIES* seem to be important for *DOG1* regulation in seeds under salt stress in contrast to heat stress.

#### ***PUPPIES* induce *DOG1* in cis**

To understand whether *PUPPIES* work in *cis* or in *trans*, we expressed *PUPPIES* from a different allele to that expressing *DOG1*. For that, we crossed the *PUPPIES* knock-down mutant *puppies-1* with the *DOG1* knockout *dog1-3*. We then asked whether *PUPPIES*, expressed from the *dog1-3* allele, are able to induce *DOG1* expression from the *puppies-1* allele in the heterozygous F1 generation (Fig EV3A). In seeds imbibed in the presence of NaCl, RT-qPCR shows higher levels of *PUPPIES* in the heterozygous F1 relative to homozygous *puppies-1* F1 (Fig EV3B), consistent with *PUPPIES* transcription from the *dog1-3* allele. By contrast, we do not detect higher levels of *DOG1* expression in the heterozygous F1 seeds (Fig EV3B). These results suggest that *PUPPIES* are unable to activate *DOG1* expression in *trans*. We further tested this hypothesis by crossing either WT or *puppies-ox* with two independent *psDOG1::LUC*

reporter lines (Fig EV3C). In the heterozygous F1 generation, we measured *DOG1* expression from the *psDOG1::LUC* allele using primers specific to *DOG1-LUC* transcripts to test whether the higher expression of *PUPPIES* from the *puppies-ox* allele leads to the activation of the *DOG1* reporter. RT-qPCR in F1 seeds imbibed in the presence of NaCl show no changes in *DOG1*-linked reporter in any of the crosses (Fig EV3D), suggesting that changes in *PUPPIES* expression originating from *puppies-ox* allele does not affect *DOG1* expression from the transgene. Based on these results, we hypothesize that *PUPPIES* lncRNAs induce *DOG1* expression in *cis* but not in *trans*.

### *PUPPIES* regulate *DOG1* transcription

As shown previously, maturing seeds of the *puppies-ox* mutant have higher expression of *DOG1* and *PUPPIES* when compared to WT. Therefore, the observed high levels of *DOG1* and *PUPPIES* in *puppies-ox* seeds imbibed in salt could be a consequence of persistently high levels of mRNA accumulated during seed maturation in this mutant. Contrary to this idea, when compared to WT, the *puppies-ox* mutant shows a higher fold induction of *PUPPIES* and *DOG1* in seeds under salt stress than the fold induction observed in

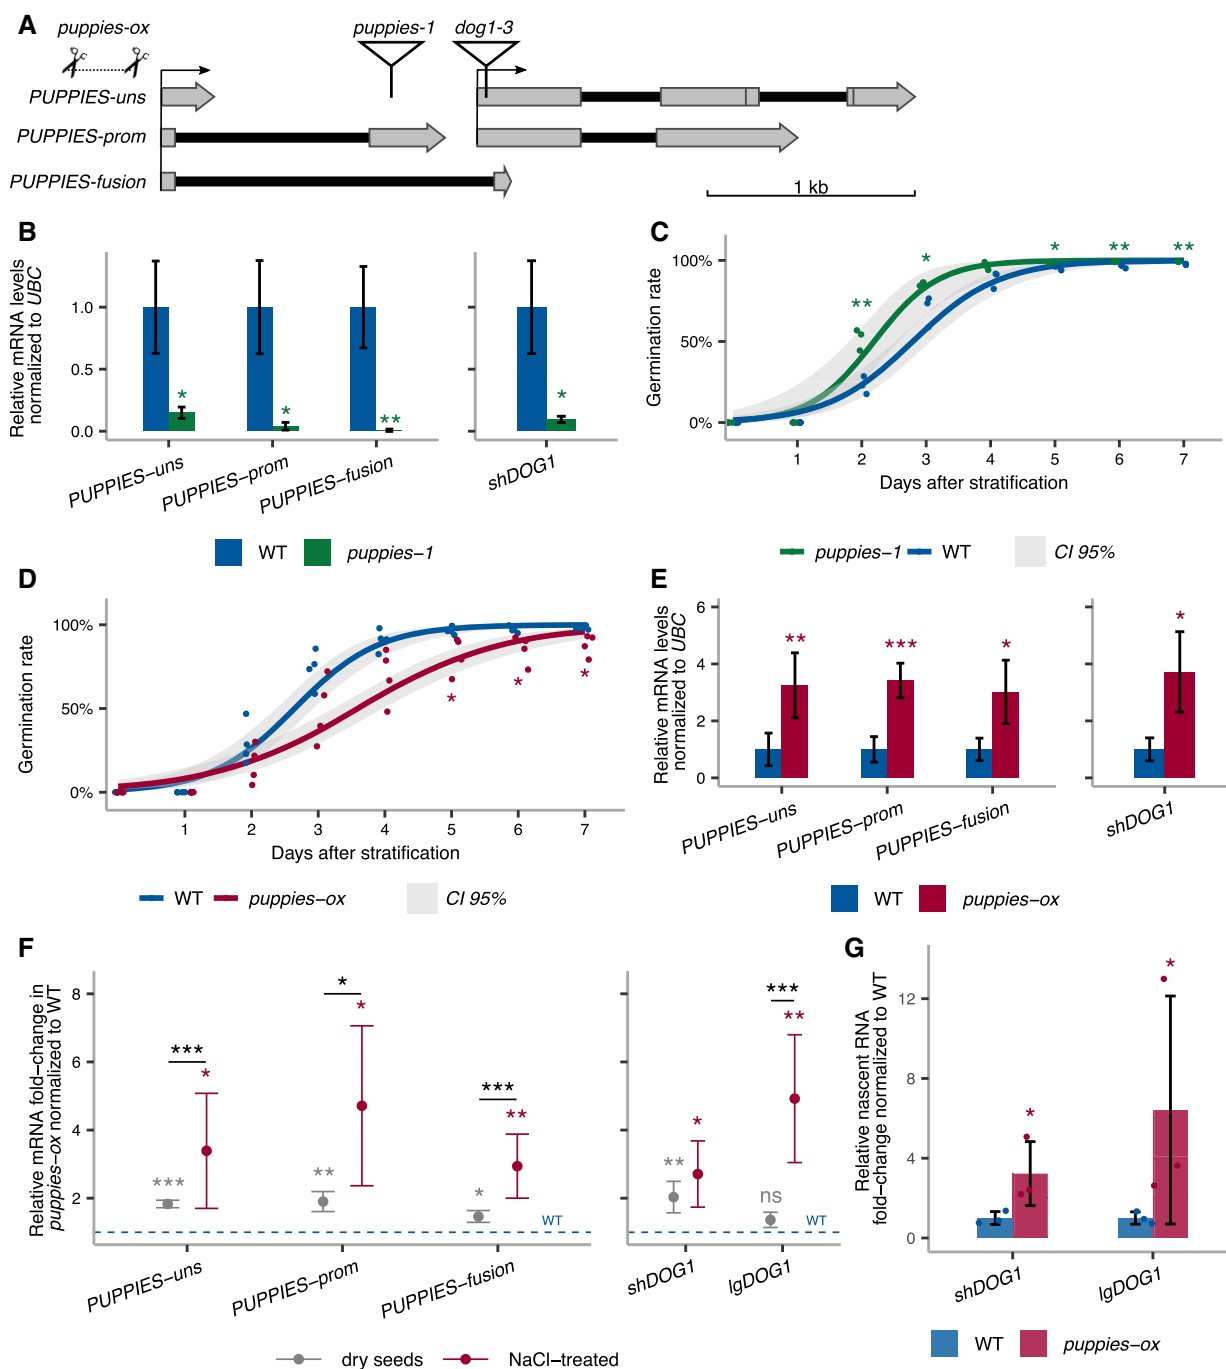

Figure 3.

**Figure 3. PUPPIES-mediated changes in *DOG1* gene expression and salt stress response.**

- A Schematics of *DOG1* locus with *PUPPIES* and *DOG1* TSS indicated by black arrows. The T-DNA insertions in *puppies-1* and *dog1-3* mutants, and CRISPR-Cas9 deletion in *puppies-ox* are shown.
- B RT-qPCR with primers specific for *PUPPIES-uns*, *PUPPIES-prom*, *PUPPIES-fusion* and *shDOG1*. Expression levels normalized to *UBC21* in seeds treated with 100 mM NaCl in the *puppies-1* mutant relative to WT.
- C, D Germination time-course in 100 mM NaCl after stratification for *puppies-1* (C) and *puppies-ox* (D) relative to WT. Lines represent fitted curves with a 95% confidence interval (grey area), dots represent data points, \**P*-value < 0.05 from the two-tailed Student's *t*-test. (C) Data for WT are the same as plotted in Fig 1B.
- E RT-qPCR (same as in B) in *puppies-ox* relative to WT.
- F RT-qPCR fold-change induction of *PUPPIES-uns*, *PUPPIES-prom*, *PUPPIES-fusion*, *shDOG1* and *IgDOG1* in *puppies-ox* relative to WT (blue dashed line), in dry (light grey) and imbibed seeds in the presence of 100 mM NaCl (red). Significance from the two-tailed Student's *t*-test for comparing dry seeds of WT and *puppies-ox* is represented with light grey asterisks, and salt-imbibed seeds of WT and *puppies-ox* are represented with red asterisks. Black asterisks represent significance from two-way ANOVA with Tukey's multiple comparisons test for dry seeds versus imbibed seeds. ns *P*-value > 0.05, \**P*-value < 0.05, \*\**P*-value < 0.01, \*\*\**P*-value < 0.001. Error bars represent the mean  $\pm$  SD. *n* = 4 biological replicates.
- G RT-qPCR with primers for *shDOG1* and *IgDOG1* on nascent RNA from seeds imbibed in 100 mM NaCl from *puppies-ox* relative to WT. Nascent RNA levels were normalized to *UBC21*. Bars and error bars represent the mean  $\pm$  SD. Points represent biological replicates. Statistical significance from two-tailed Student's *t*-test. \**P*-value < 0.05.
- Data information: (B, E) Bars and error bars represent the mean  $\pm$  SD. Statistical significance from two-tailed Student's *t*-test. \**P*-value < 0.05, \*\**P*-value < 0.01, \*\*\**P*-value < 0.001.

dry seeds (Fig 3F). This suggests that in response to salt, the high levels of *PUPPIES* and *DOG1* in *puppies-ox* are a result of *de novo* transcription after imbibition, and not pre-existing high mRNA levels in dry seeds.

Upstream pervasive transcription has been demonstrated to silence downstream genes (Nguyen *et al*, 2014). Surprisingly, *PUPPIES* positively regulate the levels of *DOG1* steady-state mRNA. To test *PUPPIES* effect on *DOG1* expression at the transcriptional level, we employed a procedure to isolate nascent RNAs attached to the chromatin (chrRNA). RT-qPCR on chrRNA shows higher levels of *DOG1* nascent RNA in *puppies-ox* (Fig 3G). This suggests that *PUPPIES* act by activating *DOG1* at the transcriptional level.

**smFISH reveals changes in *DOG1* transcription dynamics**

Single-molecule RNA fluorescence *in situ* hybridization (smFISH) is a technique used to image single RNA transcripts, thus allowing the examination of transcriptional features of gene expression regulation (Femino *et al*, 1998; Raj *et al*, 2006, 2008). In plants, this method was previously used for the roots of young seedlings to describe multiple aspects of transcriptional regulation of the *FLC* gene (Rosa *et al*, 2016; Duncan & Rosa, 2017; Ietswaart *et al*, 2017). Here, we adapted this method to image *DOG1* transcripts in *Arabidopsis* embryos. *DOG1* smFISH reveals multiple *foci* distributed in the cytoplasm and nucleus of the embryo cells from seeds under salt stress (Figs 4A and EV4A–C), which were absent in *dog1-3* (Fig EV4D and E), and sensitive to RNase A treatment (Fig EV4F). A fraction of cells shows one or two brighter *foci* that can be interpreted as genomic *loci* with active transcription (transcription sites; Figs 4A, and EV4A and C) containing multiple nascent transcripts as reported before (Mueller *et al*, 2013; Gómez-Schiavon *et al*, 2017). We detect on average 20 *foci* (*DOG1* transcripts) per cell (Fig 4B). Importantly, smFISH shows a drastic reduction of cytoplasmic *foci* (*DOG1* mRNA) in *puppies-1* compared with WT (Figs 4C and D, and EV4G), consistent with RT-qPCR (Fig EV4H). The distribution of intensities of cytoplasmic *foci* in *puppies-1* is not significantly changed compared with WT (Fig EV4I). Notably, we observe a significant reduction in intensities for the brightest nuclear *foci* that we assume to correspond to *DOG1* transcription sites (TS; Fig 4C and E). This suggests that *puppies-1*

has a lower number of nascent or chromatin-attached *DOG1* transcripts per round of transcription. Additionally, we detect a lower fraction of cells with TS *foci* in *puppies-1* (Fig 4F).

By contrast, *puppies-ox* shows no significant difference in the frequency of the cells with active *DOG1* transcription, compared with WT (Fig 4G and H). One possibility is that the frequency of active transcription is intrinsic to the T-DNA insertion. On the contrary, the observed changes may be a consequence of lower intensity of TS containing only a few transcribing polymerases, which will become indistinguishable from the intensity of one full-length transcript, and will therefore not be counted in our analysis as a *DOG1* TS but as an mRNA.

Yet, in agreement with changes in *puppies-1*, we do observe a higher intensity of TS in *puppies-ox* (Fig 4G and I), suggesting a higher number of nascent or chromatin-attached *DOG1*, consistent with RT-qPCR from chrRNA (Fig 3G). The release of Pol II from promoters often happens in bursts with the transcription by several Pol II enzymes followed by a period of absence of initiation events, a phenomenon called transcriptional bursting. The number of Pol II per burst of transcription is defined as transcriptional burst size (Raj *et al*, 2006; Cai *et al*, 2008; Zenklusen *et al*, 2008; Suter *et al*, 2011). Our results could suggest that *PUPPIES* affect *DOG1* burst size. However, the smFISH intensity signal of TS is also affected by the length of the transcripts, as longer nascent transcripts allow the binding of a higher number of fluorescently labelled probes. Therefore, we isolated chrRNA and calculated the ratio of 3' to 5' ends for *DOG1*, so that a higher 3' to 5' ends ratio would reflect increased abundance of longer transcripts.

Our analysis shows no significant changes in the ratio between 3' and 5' ends of chrRNA in the *PUPPIES* mutants compared with WT, which suggests that *PUPPIES* do not change the length of *DOG1* nascent transcripts attached to chromatin, but rather the number of Pol II molecules per round of *DOG1* transcription (burst size). Consistent with that, we also observe an increase in the number of cytoplasmic *DOG1* mRNA in the *puppies-ox* mutant (Fig 4J).

The smFISH experiments reveal changes in mRNA number and transcriptional bursting in the *PUPPIES* mutant's seeds under salt stress. In agreement, smFISH analysis on WT embryos from mock and NaCl-treated seeds shows that salt stress induces the number of *DOG1* mRNA per cell (Fig EV5A–C). A result that is consistent with

our previous data (Figs 1D and F, 2A and G, and Appendix Fig S1C). Additionally, we observe a higher frequency of cells with active *DOG1* transcription (Fig EV5D) and higher intensity of *DOG1* TS (Fig EV5E).

Our results suggest that *PUPPIES* modulate features of *DOG1* transcriptional bursting such as burst size and are consistent with a recent work showing the involvement of *cis*-acting lncRNAs in controlling transcriptional burst size or frequency of the nearby genes (Johnsson et al, 2022).

### ***PUPPIES* regulate *DOG1* transcription pausing and processivity**

Given the observed changes in Pol II burst size, we speculate that *PUPPIES* could affect *DOG1* Pol II processivity. We, therefore, used a modified version of targeted nascent RNA analysis (Oesterreich et al, 2016; Herz et al, 2019) referred to as targeted NET-seq (Native Elongating Transcript sequencing) hereafter. Briefly, chrRNA was purified from seeds imbibed under salt stress, adapters ligated at 3' ends, followed by library preparation using primers spanning the entire *DOG1* gene, and next-generation sequencing. After UMI-based PCR duplicates removal and filtering reads mapped to *DOG1*, we ended up with around 19,000 unique reads per each biological replicate of WT and *puppies-ox*. For each primer, we plotted 3' ends of reads, giving us a single nucleotide resolution map of Pol II position along the *DOG1* transcriptional unit.

Strikingly, we observe a drastic increase of Pol II density in *puppies-ox* mutant around 300-bp downstream of *DOG1* TSS, where a pause site is revealed by a sharp peak in WT (Fig 5A). These results suggest that *PUPPIES* overexpression causes Pol II to strongly accumulate at this *DOG1* promoter-proximal pause site. Since the total unspliced *PUPPIES* attached to the chromatin (including those that may contain *DOG1* exon 1) constitutes only 2.9% of the total chrRNA containing *DOG1* exon 1 (Appendix Fig S6A), the strong NET-seq peak is unlikely to reflect *PUPPIES*-transcribing Pol II density over this region. Moreover, targeted NET-seq shows that in *puppies-ox*, Pol II travels slower through exons (Fig 5A–C) but not through introns (Fig 5D and E). The enhanced promoter-proximal pausing together with slower transcription over exons but not introns suggest an augmented difficulty in Pol II transcribing through nucleosomes. We overlapped our targeted NET-seq signal with the mapping of nucleosome occupancy on the *DOG1* locus from public MNase-seq data (Data ref: Luo et al, 2020b; Appendix Fig S6B) and nucleosome occupancy prediction based on DNA sequence (van der Heijden et al, 2012; Appendix Fig S6C). Notably, we detect a nucleosome at or immediately downstream of nearly all regions with enhanced pausing in the *puppies-ox* mutant, including the promoter-proximal pausing site (Appendix Fig S6D and E). This observation supports the hypothesis that *PUPPIES* enhance *DOG1* expression by modulating *DOG1* transcriptional dynamics through nucleosomes.

In summary, our extensive transcriptional analyses reveal that *PUPPIES* induce *DOG1* transcription. Surprisingly, the positive impact of *PUPPIES* on *DOG1* transcription is associated with an augmented promoter-proximal pausing and slower transcription through exonic regions, possibly by quelling Pol II ability to pass through nucleosomes. We hypothesize that at the same time these changes allow the loading of a higher number of Pol II molecules per round of transcription as revealed by smFISH.

### ***PUPPIES* modulation of *DOG1* transcription feeds back on the splicing outcome**

Slower transcription processivity was shown to enhance splicing efficiency and remodel alternative splicing events (Neugebauer, 2002; Naftelberg et al, 2015; Saldi et al, 2016). In plants, transcription elongation rate was shown before to contribute to alternative splicing and gene expression regulation, including *DOG1* (Dolata et al, 2015; Herz et al, 2019). Since in *puppies-ox* we observe changes consistent with slower transcription of *DOG1* exons, we postulate that *PUPPIES* also affect *DOG1* splicing. Indeed, *puppies-ox* displays enhanced *DOG1* splicing efficiency revealed by lower *DOG1* intron 1 retention levels and changes in *DOG1* intron 2 alternative splicing (Fig 5F). In agreement, we observe lower splicing efficiency and opposite *DOG1* alternative splicing changes in *puppies-1* (Fig 5G). Furthermore, we tested whether the splicing changes observed in steady-state mRNA were also detected in nascent RNAs. RT-qPCR on chrRNA showed higher and lower splicing efficiency in *puppies-ox* and *puppies-1*, respectively (Fig 5H), consistent with the previous results (Fig 5F and G).

If the differences in transcription dynamics observed by targeted NET-seq in *puppies-ox* were a consequence of splicing, we would expect those to be observed during/after the transcription of introns. Instead, we observe the most striking difference in Pol II pausing at the beginning of the gene. This suggests that splicing of *DOG1* is rather a consequence, and not a cause of Pol II processivity.

## **Discussion**

Based on our results, we propose a model in which the *DOG1* promoter region generates multiple lncRNAs, named *PUPPIES*. *PUPPIES* are induced by salt stress and their pervasive transcription induces *DOG1* expression (Fig 6). Surprisingly, on the *DOG1* locus, *PUPPIES* invasive transcription does not result in a negative interference with gene expression but in the induction of *DOG1* expression. This causes a delay in seed germination under salt stress. The positive effect of *PUPPIES* on *DOG1* is associated with changes in Pol II transcriptional dynamics. Particularly, *PUPPIES* induce stronger Pol II promoter-proximal pausing on the *DOG1* gene, slower transcription through exons, and loading of a higher number of Pol II complexes per *DOG1* transcriptional burst. Ultimately, *PUPPIES*-mediated changes in *DOG1* transcription enhance splicing efficiency and affect alternative splice-site selection.

*DOG1* gene is a well-known regulator of primary dormancy strength that regulates germination timing in fresh seeds (Alonso-Blanco et al, 2003; Bentsink et al, 2006; Nakabayashi et al, 2012). Here, we identify a function of the *DOG1* gene in controlling the speed of germination under salt stress (Fig 1). We show that ionic imbalance induces *DOG1* expression (Fig 1D–F and Appendix Fig S2A), which results in a delay in germination. By contrast, osmotic stress caused by PEG results in the downregulation of *DOG1* (Appendix Fig S2B). We note that PEG is used to prime seeds for germination (Heydecker et al, 1973; Waqas et al, 2019); therefore, it seems possible that *DOG1* downregulation by PEG may contribute to this process.

Very little is known about the response of seeds to salt. Our 3'RNA-seq shows that in response to salt stress, seeds overexpress

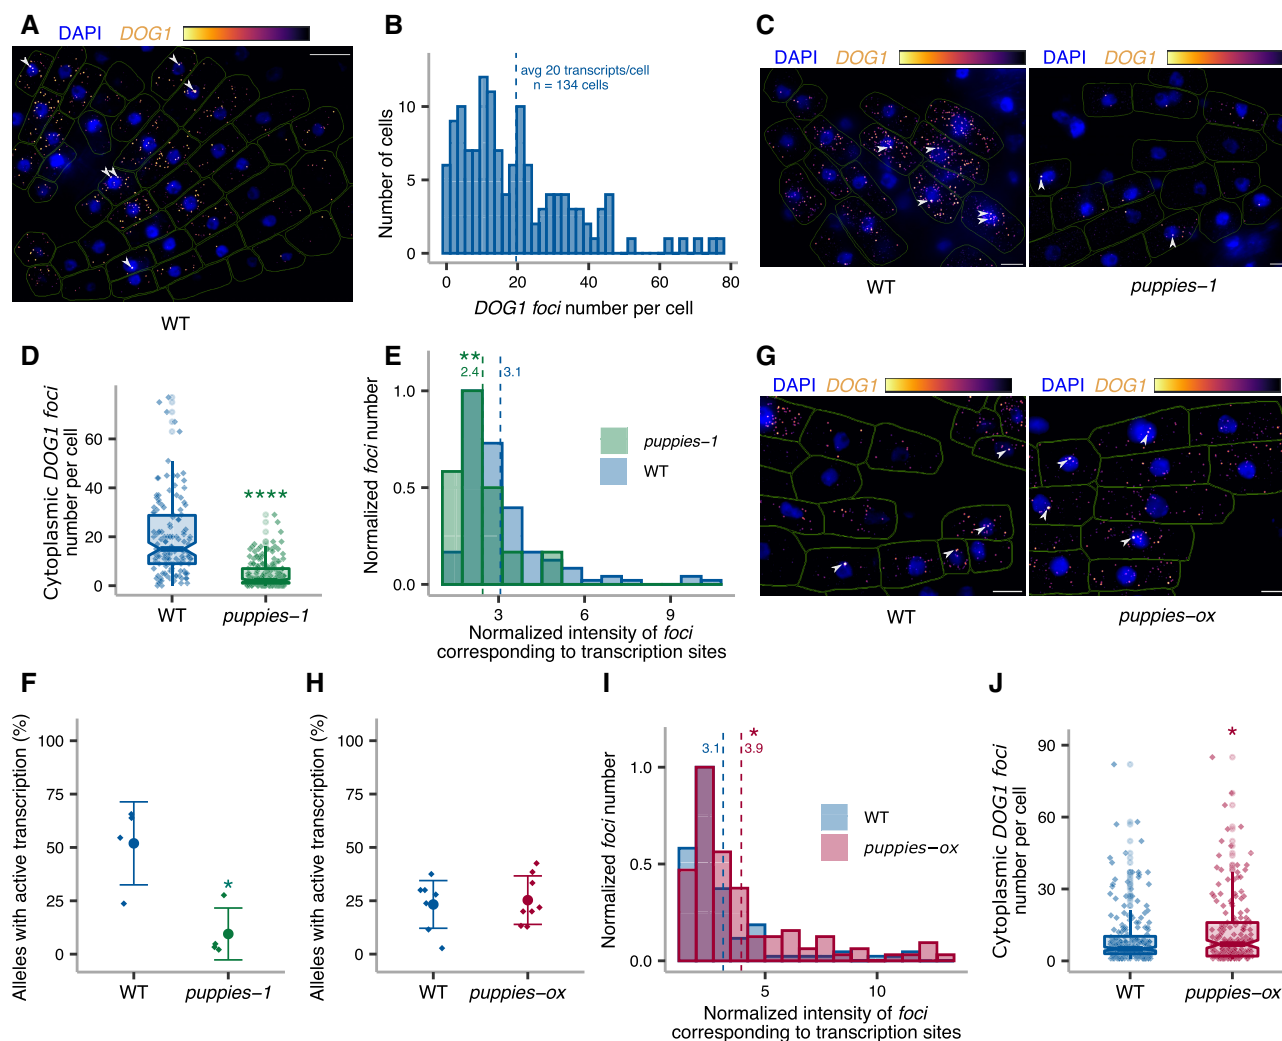

**Figure 4. *DOG1* transcriptional regulation by *PUPPIES* revealed by single-molecule RNA FISH.**

- A z-stack max-projection image of smFISH for *DOG1* RNA. The "Inferno" colour scale is used for the intensity of fluorescence from Quasar670 fluorophore (*DOG1*). The blue colour shows fluorescence from DAPI (nuclei staining). Arrowheads point to foci corresponding to transcription sites (TS). The scale bar is 20  $\mu$ m.
- B Distribution of cytoplasmic *DOG1* foci per cell in WT. The blue vertical dashed line indicates the average. avg 20 transcripts/cell, n = 134 cells.
- C z-stack max-projection images of *DOG1* smFISH in seeds imbibed in 100 mM NaCl of WT (left) versus *pupp1-1* (right). Arrowheads point to foci corresponding to TS. The scale bar is 5  $\mu$ m.
- D Notched box plots showing the cytoplasmic *DOG1* foci number per cell in WT and *pupp1-1*. Diamond-shaped points represent each cell, n = 134 cells from WT and n = 182 cells from *pupp1-1*.
- E Distribution of intensities of foci corresponding to *DOG1* transcription sites in WT and *pupp1-1*. In the x-axis is the fluorescence intensity fold-change of foci classified as TS to the average intensity of nuclear foci. In the y-axis is the number of foci normalized to their maximum value. Vertical dashed lines indicate the average fluorescence fold-change for WT (3.1) and *pupp1-1* (2.4). n = 135 foci from WT, n = 29 foci from *pupp1-1*.
- F Plot showing the frequency of alleles with detected foci corresponding to *DOG1* TS for WT and *pupp1-1*. Points and error bars represent the mean  $\pm$  SD. Diamond-shaped points represent single embryos.
- G z-stack max-projection images from seeds imbibed in 100 mM NaCl of WT (left) versus *pupp1-ox* (right). Arrowheads point to foci corresponding to TS. The scale bar is 5  $\mu$ m.
- H Same as (F), for WT and *pupp1-ox*.
- I Same as in (E), in WT and *pupp1-ox*. Vertical dashed lines indicate the average fluorescence fold-change for WT (3.1) and *pupp1-ox* (3.9). n = 107 foci from WT and n = 105 foci from *pupp1-ox*.
- J Notched box plot, same as (D), in WT and *pupp1-ox*. n = 212 cells from WT, n = 179 cells from *pupp1-ox*.

Data information: (D–F, H–J) Statistical significance from two-tailed Student's t-test. \*P-value < 0.05, \*\*P-value < 0.01, \*\*\*\*P-value < 0.0001. (D and J) The box plot's central band marks the median, lower and upper box limits mark the first and third quartiles, whiskers extend the boxes to the largest value no further than 1.5 times the interquartile range, and the notches extend to 1.58 times the interquartile range divided by sqrt (n).

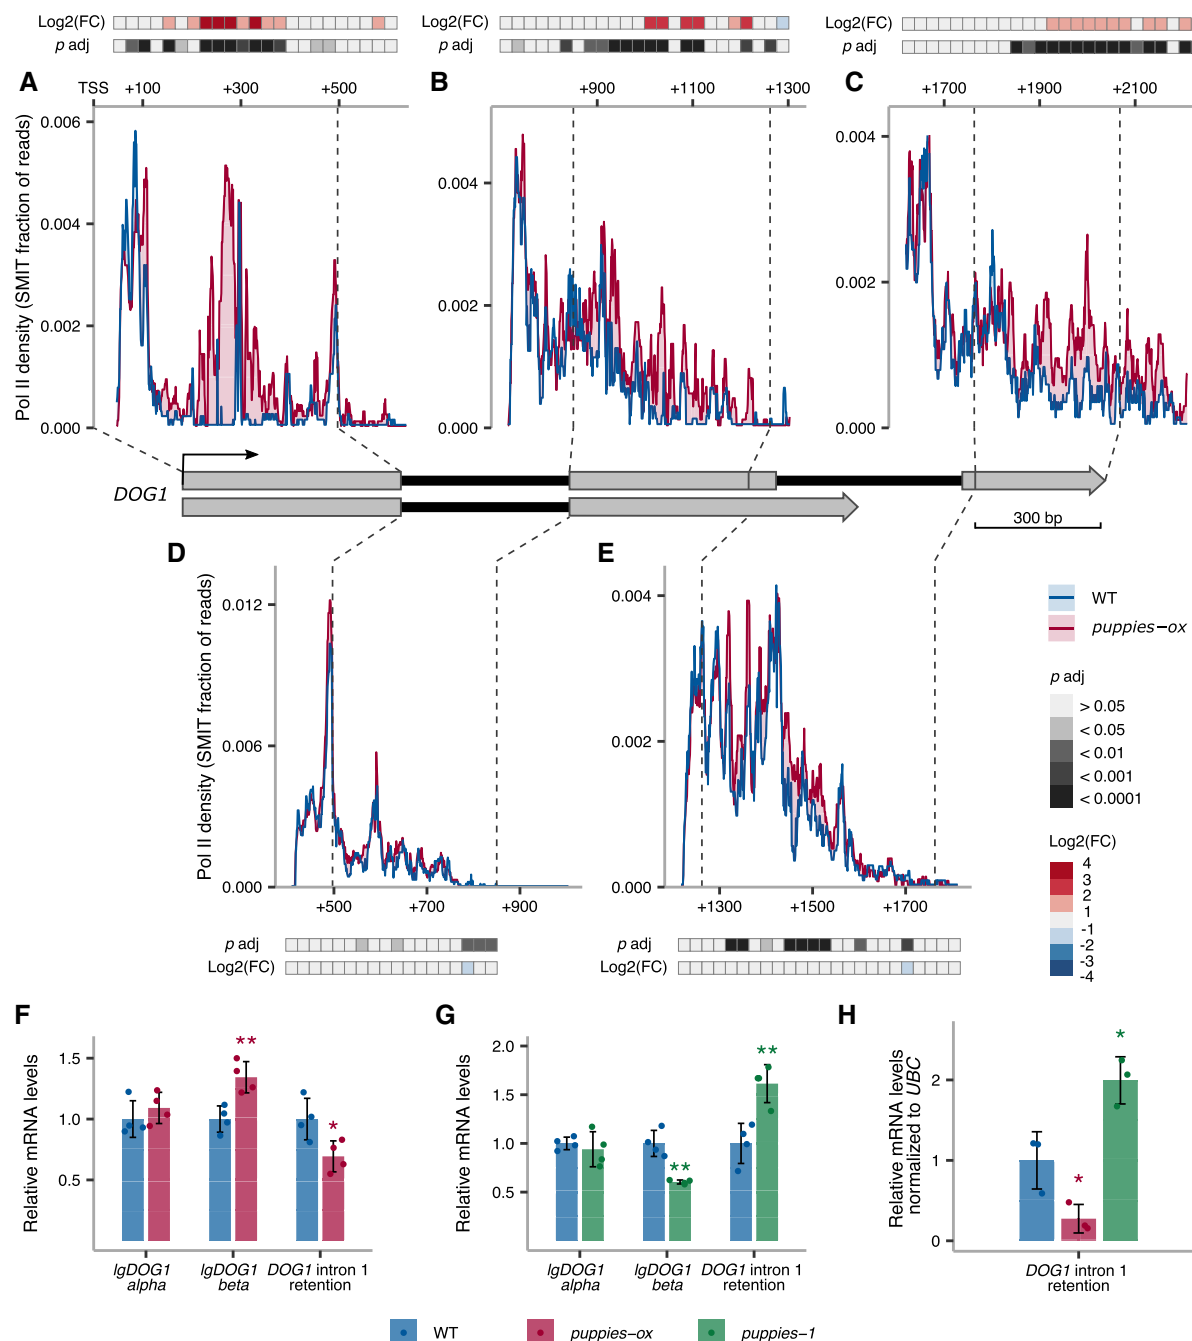

**Figure 5. *DOG1* transcription pausing and processivity dependent on PUPPIES.**

**A–E** The profile of Pol II during *DOG1* transcription. Plots show the fraction of unique reads from targeted NET-Seq using rolling median (11 nt). Targeted libraries for sequencing of *DOG1* locus were obtained by usage of five primers across the gene. Pol II dynamics are analysed separately for each region sequenced in exon 1 (A), exon 2 (B), exon 3 (C), intron 1 (D) and intron 2 (E). The x-axis shows the distance in bp from *DOG1*. A light red colour fill highlights the regions where Pol II density is higher in *puppies-ox*. A light blue colour fill highlights the regions where Pol II density is higher in WT. For each plot, coloured tiles represent the fold-change (*puppies-ox*/WT) on a logarithmic scale. Greyscale tiles represent the result of a statistical test for the difference between genotypes from the two-tailed Student's *t*-test after Bonferroni correction. Tiles correspond to a 25 bp bin each. Vertical dashed lines connect the exon boundaries on the plots with the schematics of the *DOG1* gene with grey boxes representing exons and black lines representing introns.

**F, G** RT-qPCR measurement of alternative splicing of *IgDOG1* alpha and beta isoforms and unspliced intron 1 *DOG1* isoforms levels in *puppies-ox*, and *puppies-1* relative to WT, in seeds treated with 100 mM NaCl.

**H** RT-qPCR quantification of *DOG1* intron 1 retention on nascent RNA from seeds imbibed in 100 mM NaCl from *puppies-ox* and *puppies-1* relative to WT. Nascent RNA levels were normalized to *UBC21*.

Data information: (F–H) Bar and error bars represent the mean  $\pm$  SD, and points represent biological replicates. \**P*-value < 0.05, \*\**P*-value < 0.01 from two-tailed Student's *t*-test.

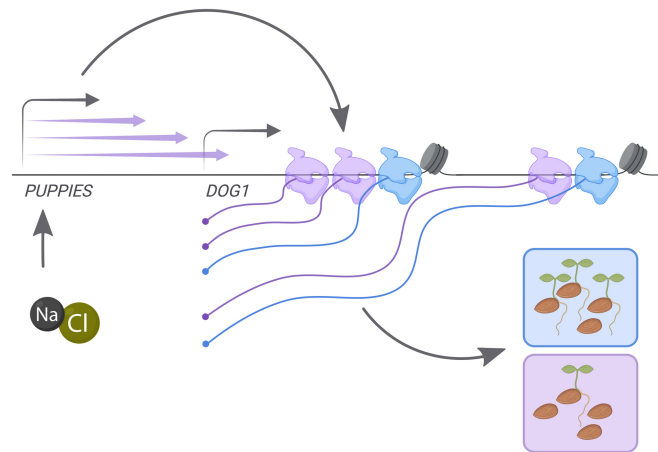

**Figure 6. Model for molecular regulation of *DOG1* gene expression mediated by *PUPPIES* in seeds under salt stress.**

Schematic representation of a model in which *PUPPIES* control *DOG1* expression upon salt stress during seed imbibition. The blue colour is used to represent a WT state with low levels of *DOG1* transcription after imbibition and fast seed germination. The purple colour is used to represent a state in which *PUPPIES* pervasive transcription on *DOG1* (purple arrows) is induced upon salt stress. The induction of *PUPPIES* causes the *DOG1* gene to be transcribed by additional (purple) Pol II molecules (higher transcriptional burst size). This state also includes enhanced promoter-proximal pausing, and slower transcription over exonic regions represented by a nucleosome. This results in a higher *DOG1* mRNA production and consequently a delay in seed germination. The TSS of *PUPPIES* and *DOG1* is indicated with grey arrows above the gene name. Additional grey arrows represent effects. This figure was created with BioRender.com.

genes involved in salt tolerance in vegetative tissues (Fig 1J), including positive regulators of salt tolerance, such as *NA<sup>+</sup>/H<sup>+</sup> exchanger 1* (NHX1, Apse *et al.*, 1999; Zhang & Blumwald, 2001; Zhang *et al.*, 2001) and Salt-induced serine rich (SIS, Brinker *et al.*, 2010). Additionally, salt stress promotes the expression of several negative regulators of seed germination (Fig 1J), including *DOG1*. This suggests that the salt-induced delay of germination is not uniquely dependent on *DOG1* but possibly on a combination of several players. Interestingly among them, *reduced dormancy 5* (*RDO5*; Xiang *et al.*, 2014) and *Abscisic acid insensitive 3* (*ABI3*, Giraudat *et al.*, 1992) were previously identified as candidate genes underlying QTLs for natural variation to salt tolerance (Quesada *et al.*, 2002). Others include *ABA deficient 1* (*ABA1/ZEP*) shown to promote tolerance to osmotic stress (Koornneef *et al.*, 1982; Barrero *et al.*, 2005; Park *et al.*, 2008), *late embryogenesis abundant 6* (*LEA6/ATEM6*) known to contribute to desiccation tolerance in seeds (Manfre *et al.*, 2009) and *l-cysteine peroxiredoxin 1* (*PER1*) a seed-specific peroxiredoxin responsible for eliminating reactive oxygen species (ROS) and repression of germination by suppressing ABA catabolism and GA biosynthesis (Haslekås *et al.*, 1998; Chen *et al.*, 2020).

The ability of seeds to germinate rapidly and uniformly under suboptimal conditions is a valuable agronomical trait, especially in the light of current threats such as climate change and the loss of fertile soil. Our results reveal that under suboptimal conditions imposed by NaCl, seeds overexpress a selection of key regulators of seed germination, including *DOG1*. Misregulation of *DOG1* expression compromises the transcriptomic response to salt and alters the

speed of germination upon salt stress. This supports a previously uncharacterized role of the *DOG1* gene in the salt-induced delay of germination.

Based on a series of 3'RNA-seq, 5' and 3'RACE-seq and Sanger sequencing, we characterize *PUPPIES* lncRNAs, co-directionally transcribed from a TSS located ~1.5-Kb upstream of the *DOG1* gene (Fig 2A and B). *PUPPIES* are a result of pervasive transcription over the *DOG1* promoter and gene body and are extensively spliced (Fig 2A and D, and Appendix Fig S3). We show that *PUPPIES* are induced both during seed maturation and during salt stress in seeds concomitant with induction of *DOG1* expression (Fig EV1A and Appendix Fig S5A). Downregulation of *PUPPIES* expression caused by T-DNA insertion or upregulation of *PUPPIES* expression by CRISPR-Cas9 deletion in *PUPPIES* promoter leads to down and upregulation of *DOG1* expression, respectively (Fig 3A–E). These results are consistent with the positive role of *PUPPIES* on *DOG1*. The two regions of *PUPPIES* altered in the mutants are fairly distant from each other. Yet, as *PUPPIES* genomic sequence coincides with the *DOG1* promoter region, it is possible that the sequence alterations in the mutants would impact *DOG1* directly. Importantly, the dCas9 transcription-blocking system (Bikard *et al.*, 2013; Qi *et al.*, 2013; Piatek *et al.*, 2015), which downregulates *PUPPIES* expression without altering its underlying genomic sequence also reduces *DOG1* expression (Fig EV2). It is, however, possible that the binding of dCas9 to its target sequence on the *DOG1* promoter occludes the binding of transcription factors. To reduce the influence of such an undesired secondary effect, we targeted dCas9 to three different regions along the *DOG1* promoter. Transgenic plants carrying the different constructs consistently display faster seed germination under salt stress. These results suggest that changes in *PUPPIES* expression affect *DOG1* gene expression independently of changes in the DNA sequence.

*PUPPIES* expression is positively correlated with *DOG1* expression in response to salt and during seed maturation. Yet, *DOG1* knockout does not downregulate *PUPPIES* (Fig EV1C) nor affects *PUPPIES* responsiveness to salt stress (Fig EV1D). Moreover, during secondary dormancy induction with heat stress, the strong *DOG1* induction is not followed by induction of *PUPPIES*, instead *PUPPIES* expression seems to be shut down (Fig EV1E). These results suggest that while some cross regulation between *PUPPIES* and *DOG1* possibly exists, *PUPPIES* regulation is partially independent of *DOG1*. Analyses of different heterozygous plant combinations allowed us to test the influence of *PUPPIES* from one allele on *DOG1* expression from a different allele as well as from a transgene (Fig EV3A and C). Our results suggest that *PUPPIES* are only able to induce *DOG1* expression in *cis* (Fig EV3B and D).

Consistent with a *cis*-mode of action, we speculated that *PUPPIES* would locally impact *DOG1* transcription. To study *DOG1* transcriptional dynamics, we performed smFISH in embryos of seeds under salt stress from the *PUPPIES* mutants. We observe changes in the fluorescence intensity of foci corresponding to transcription sites, consistent with *PUPPIES* inducing a higher number of Pol II that transcribe *DOG1* during each burst (Figs 4 and EV4). Cotranscriptional RNA processing is an important feature of gene expression in plants (Marquardt *et al.*, 2022). Therefore, the higher intensity of TS could also reflect changes in chromatin-attached *DOG1* RNA length. A result of differential distribution of Pol II or mRNA retention at the site of transcription. To test this possibility, we measured the 3'

to 5' ratio of *DOG1* chrRNA by RT-qPCR. No changes in 3'/5' ratio are observed in *PUPPIES* mutants compared with WT (Fig EV4K). Furthermore, the levels of *DOG1* intron 1 in chrRNA are lower in *puppies-ox* and higher in *puppies-1* (Fig 5H), opposite to the smFISH intensity of TS.

Therefore, the smFISH signal of TS is unlikely to be explained by changes in cotranscriptional splicing efficiency, mRNA release or Pol II distribution on *DOG1*, and is more likely to reflect differences in the number of transcribing Pol II (burst size). Moreover, salt stress also induces *DOG1* transcriptional burst size and the frequency of active transcription (Fig EV5).

In contrast to *PUPPIES*, most lncRNAs acting on neighbouring genes have been shown to repress their transcription by locally inducing a repressive chromatin environment (Swiezewski *et al*, 2009; Heo & Sung, 2011; Kim *et al*, 2012; Ariel *et al*, 2014; Kim & Sung, 2017). Alternatively, pervasive transcription can cause what is called transcriptional interference (Shearwin *et al*, 2005; Villa *et al*, 2022). In plants, transcription interference was shown to occur upon overlapping convergent transcription possibly through Pol II collisions (Kindgren *et al*, 2018). Besides, pervasive transcription from T-DNA-derived transcripts was shown to repress gene promoters (Nielsen *et al*, 2019). Different laboratories have contributed to the idea that upstream transcription has a negative impact on tandem downstream gene expression (Martens *et al*, 2004; Kim *et al*, 2012; Nguyen *et al*, 2014; Nielsen *et al*, 2019). In this study, we propose a contrasting model in which pervasive transcription induces downstream co-directional gene expression.

The model proposed in this study shares similarities with what was observed in RNA decay-deficient mutants. Many laboratories have shown that defective transcription termination leads to readthrough into downstream genes (Greger & Proudfoot, 1998; Vilborg *et al*, 2015; Baejen *et al*, 2017). Remarkably, in plants, readthroughs in the Rat1/Xrn2 homologue XRN3 mutant lead to the activation of downstream tandem genes. Notably, this was associated with enhanced Pol II occupancy and higher levels of H3K4me3 and H3K36me3 histone marks on the activated downstream genes (Krzyszton *et al*, 2018). An independent study confirmed this model by showing that the knockout of the upstream gene abolishes the positive effect of the readthrough on the downstream gene (Crisp *et al*, 2018). Moreover, the authors showed that the fold induction

of the downstream gene was higher than the fold induction of the readthrough transcripts in the intergenic regions (Crisp *et al*, 2018). These works support the notion that upstream pervasive transcription enhances promoter-proximal pausing on the downstream gene. Here, we also observe higher Pol II density at the beginning of the *DOG1* gene as a result of *PUPPIES* overexpression (Fig 5A). We interpret this as stronger pausing of Pol II transcribing *DOG1* and unlikely to reflect *PUPPIES* transcription or termination over that region. This is because the primer used in targeted NET-seq for *DOG1* exon 1 is located before the 3'ss of *PUPPIES-fusion*, therefore not detecting this spliced isoform. In addition, when analysed in the chromatin fraction, unspliced *PUPPIES* constitute only a very small portion of the transcripts containing *DOG1* exon 1, suggesting that increased pausing at *DOG1* exon 1 cannot be attributed to *PUPPIES*-transcribing polymerases but rather represent the effect of *PUPPIES* on *DOG1*-transcribing polymerases kinetics (Appendix Fig S6A).

It is known that tandem genes have a high degree of co-expression (Hurst *et al*, 2004; Williams & Bowles, 2004; Chen *et al*, 2010). However, only recently the crosstalk between genes in co-directional gene pairs was explored at the transcriptional level. Nissani & Ulitsky, 2022, performed a computational analysis with gene expression datasets from the ENCODE project (Dunham *et al*, 2012; Luo *et al*, 2020a). The authors detected a strong accumulation of Pol II at the 5' of downstream co-expressed tandem genes, as observed by us and Krzyszton *et al*, 2018. Strikingly, they found that treatment with splicing inhibitor Pladienolide B abolishes Pol II pausing on the downstream genes (Nissani & Ulitsky, 2022), suggesting the role of splicing in the readthrough-mediated activation of downstream gene expression. Fiszbein *et al* (2019) showed that splicing activates transcription from a TSS upstream of the 3'ss and induces Pol II accumulation shortly after the TSS. *PUPPIES* are spliced to a 3'ss immediately downstream of *DOG1* TSS. We speculate that splicing could be the factor driving the positive influence of *PUPPIES* on *DOG1* transcription and discriminate between the positive and negative effects of co-directional pervasive transcription globally. In future, it will be important to test the requirement of splicing for *PUPPIES*-mediated regulation of *DOG1* gene expression and to address whether the changes in transcriptional dynamics of the *DOG1* gene are driven by altered features of Pol II or chromatin.

Materials and Methods

Reagents and Tools table

Reagents and Tools table (continued)

Reagents and Tools table (continued)

## Methods and Protocols

### Materials

Materials used in this study, including reagents, plasmids and software, are listed in Table EV1. Oligonucleotides are listed in Table EV2.

### Plant material

*Arabidopsis thaliana* Col-0 was used as a WT for all experiments. Plants were grown in soil in a greenhouse under a long-day photoperiod (16 h light/8 h dark, 22°C/18°C). Seeds were harvested and stored in paper bags at room temperature. The *dog1-3* (SALK\_000867), *dog1-5* (SALK\_022748) and *puppies-1* (SALK\_139540C)

T-DNA insertion mutants were purchased from the Nottingham Arabidopsis Stock Centre (NASC). The sequences of the *DOG1* gene can be found in The Arabidopsis Information Resource (TAIR) database under the accession number AT5G45830. The *DOG1*-LUC reporter lines *pDOG1-LUC::DOG1* and *psDOG1::LUC* were generated before (Fedak et al, 2016).

For salt stress, freshly harvested seeds were sown on agar plates supplemented with different concentrations of NaCl, ranging from 50 to 200 mM. Plates were wrapped in aluminium foil and kept for 3 days at 4°C for cold stratification. After that, the material was collected or moved to a growth chamber under a long-day photoperiod for germination. Material collected for molecular analysis was obtained by flash-freezing the biological samples in liquid nitrogen and kept at −80°C.

### Germination tests

Primary dormancy tests were performed for WT and mutants by sowing seeds on different days after harvest. Seeds were sown on half-strength MS agar plates and germinated under a long-day photoperiod. Pictures were taken each day using a high-resolution camera, and the appearance of root protrusion was used to count germination. Germination under salt stress was assessed by counting germinated seeds every day after cold stratification. Secondary dormancy treatment was performed as in Krzyszton et al (2022). Briefly, seeds were sown on plates with water-soaked blue paper and the plates were sealed with parafilm and incubated in the dark at 30°C for 4 h, 3 or 7 days before collecting material for expression analysis.

### Quantification of luciferase activity

Quantification of LUC reporter expression was performed as in Kowalczyk et al (2017) with the following modifications. About 100 freshly harvested seeds of reporter lines were placed in wells of a white 96-well qPCR plate (Roche). Sixty microliter of water (mock) or water supplemented with different concentrations of NaCl, KCl, mannitol or PEG (treatment) was added to each well. Different concentrations of KCl, mannitol or PEG were used to induce osmotic potentials of −0.43, −0.64 and −0.86 MPa corresponding to 100, 150 and 200 mM of NaCl, respectively. Plates were covered with aluminium foil and kept for 2 days at 4°C. Then, the media were replaced by mock or treatment media supplemented with 1 mM beetle luciferin potassium salt. Plates were covered with aluminium foil and kept for one more day at 4°C. Before measuring the signal, 40 µl of excess media was discarded from the wells. The luminescence was measured using a NightSHADE camera (Berthold), with exposure times ranging from 20 to 30 min.

### CRISPR-Cas9 mutant generation

The generation of the CRISPR-Cas9 mutant *puppies-ox* was performed following the protocol described by Jin & Marquardt (2020). Primers used for cloning are listed in Table EV2. T2 plants were confirmed to be Cas9-free by lack of RFP fluorescence and PCRs targeting the Cas9 and HygR genes on the transgene. The deletion range was determined by Sanger sequencing.

### dCas9 mutant generation

The generation of the dCas9 transgenic plants was performed according to the detailed protocols 3B and 5 described by Čermák et al (2017). Two different sgRNAs were cloned in each construct.

Three constructs were used for the transformation of WT plants. Primers used for cloning are listed in Table EV2. T1 transformant plants were selected by resistance to glufosinate ammonium. The seeds from the selected T1 plants were used for phenotypic analysis. Based on their phenotype, four independent transgenic lines were selected and propagated, and seeds from transgenic T2 plants were imbibed under 100 mM NaCl and used for expression analysis.

### RNA extraction

RNA was extracted using the phenol–chloroform protocol. Seeds were ground to a fine powder while frozen using a plastic pellet pestle fitted in an electric drill. Seed material was mixed with 0.6 ml of RNA extraction buffer (100 mM Tris pH 8.5, 5 mM EDTA, 100 mM NaCl, 0.5% SDS, 1% beta-mercaptoethanol). Then, 0.6 ml of chloroform was added and samples were vortexed and centrifuged for 10 min at 14,000 g at 4°C. The supernatant was transferred to new tubes and 0.3 ml of phenol (pH 7.5–8.0) was added and samples were vortexed. Then, 0.3 ml of chloroform was added and samples were vortexed and centrifuged for 10 min at 14,000 g at 4°C. 0.5 ml of supernatant was transferred to new tubes and mixed with 0.5 ml of acidic phenol–chloroform–isoamyl alcohol 125:24:1 pH 4.5; samples were vortexed and centrifuged for 10 min at 14,000 g at 4°C. The last step was repeated once more. Then, the supernatant was mixed with 0.5 ml of chloroform and samples were vortexed and centrifuged for 10 min at 14,000 g at 4°C. Finally, the supernatant was mixed with 10% of the volume of 3 M sodium acetate (pH 5.2) and 80% of the volume of pure isopropanol and incubated for 20 min at −80°C. The RNA was pelleted by centrifuging for 30 min at 14,000 g at 4°C; the pellet was washed with 80% ethanol, dried and resuspended in Milli-Q water. DNase treatment of RNA samples was performed following the rigorous treatment from TURBO DNase protocol (ThermoFisher) with the following modifications: after adding DNase buffer to the RNA, the samples were mixed by pipetting up and down 10 times and centrifuged at 10,000 g for 2 min; and DNase incubation at 37°C was 30 + 20 min. RNA quality was assessed using agarose gel electrophoresis, Nanodrop 2000 spectrophotometer and PCR to test for genomic DNA contamination.

### RT-qPCR

Reverse transcription (RT) was performed with SuperScript III according to the manufacturer's protocol using a mixture (1:1) of random hexamers and oligo(dT). qPCR was performed using a LightCycler 480 real-time system (Roche) with SYBR Green mix with primers listed in Table EV2. RT-qPCR results were normalized against the expression level of the housekeeping gene *UBC21* (AT5G25760; Czechowski et al, 2005). For absolute quantification, the target was PCR amplified and the amplicon was cloned in the pJet vector following the manufacturer's protocol (CloneJET PCR Cloning Kit). A series of 10-fold dilutions was used for qPCR to obtain standard curves for each primer.

### 3'RNA-seq

3'RNA-seq was performed as described by Krzyszton et al (2022) using 500 ng of total RNA. Libraries were sequenced with Illumina NovaSeq 6000 in the Genomics Core Facility (Centre of New Technologies, University of Warsaw, Poland).

DEGs are defined as  $|\log_2\text{fold-change}| > \log_2(1.5)$  and  $\text{FDR} < 0.05$  and are listed in Dataset EV1. GO analysis was

performed using g:Profiler (<https://biit.cs.ut.ee/gprofiler>, Raudvere et al, 2019). Removal of redundant GO terms was done using the web server REVIGO (<http://revigo.irb.hr>, Supek et al, 2011). The full list of GO terms is provided in Dataset EV2.

### 5'RACE-seq (rapid amplification of 5' cDNA ends with high-throughput sequencing)

5'RACE-seq library preparation was based on nanoCAGE (Salimullah et al, 2011) and nanoPARE (Schon et al, 2018) procedures using template-switching RT. Five hundred nanogram of total RNA was mixed with 1 µl dNTP Mix 10 mM and 1 µl 6N\_RT\_TSO 50 µM and incubated at 72°C for 3 min and then put on ice. Then, the following reagents were added: 2 µl 5× First-Strand SuperScript II Buffer, 0.25 µl DTT 0.1 M, 1.8 µl MgCl<sub>2</sub> 50 mM, 2 µl Betaine 5 M, 0.5 µl TSO oligo 100 µM, 0.25 µl RiboLock 40 U/µl and 0.5 µl SuperSript II. The reaction was performed as follows: 25°C 5 min + 42°C 90 min + 10 cycles (50°C 2 min + 42°C 2 min) + 70°C 15 min + 4°C hold. Then, cDNA was purified using Agencourt AMPure XP magnetic beads and amplified in PCR (98°C 30 s + 10 cycles (98°C 10 s + 67°C 15 s + 72°C 1.5 min) + 72°C 10 min + 4°C hold) with Phusion using the TSO\_n1 primer. The PCR product was purified using Agencourt AMPure XP and used as a template for second PCR (98°C 30 s + 30 cycles (98°C 10 s + 61°C 15 s + 72°C 30 s) + 72°C 10 min + 4°C hold) with Phusion using the TSO\_n2 and PUPPIES\_5RACE primers. The PCR product was purified using Agencourt AMPure XP and used as a template for third PCR (10 cycles) with Phusion using Illumina indexed primers. Concentration was checked by Qubit dsDNA HS (ThermoFisher). The libraries were pooled in equal amounts and sequenced with Illumina MiSeq in the Oligo facility (<https://oligo.ibb.waw.pl>). Reads were mapped to the genome using STAR (v2.7.8a; Dobin et al, 2013) and filtered based on UMIs using UMI-tools (v1.1.0; Smith et al, 2017). The position of the last 5' nucleotide was extracted using bedtools (v2.30.0; Quinlan & Hall, 2010) and used for the pileup graphs.

### 3'RACE-seq (rapid amplification of 3' cDNA ends with high-throughput sequencing)

3'RACE-seq was performed based on the procedure described by Warkocki et al (2018). RA3\_15N oligos were ligated to 3' ends of RNA. One microgram of total RNA was denatured at 72°C for 3 min and put on ice. Then, the following reagents were added: 1.5 µl T4 ligation buffer 10×, 3 µl RA3\_15N oligo 25 µM, 3.6 µl PEG 8000 50%, 0.3 µl RiboLock 40 U/µl and 1 µl T4 RNA ligase 2 Truncated 200 U/µl in 15 µl final volume. The ligation reaction was performed by incubating the samples for 1 h at 25 + 17°C overnight. RT was performed as follows: 15 µl ligation reaction was mixed with 3 µl RTP primer 20 µM, and 2 µl dNTP Mix 10 mM. Samples were incubated for 5 min at 65°C and then 10 min at 4°C. Then, 6 µl 5× First-Strand SuperScript III Buffer, 3 µl DTT 0.1 M, 0.5 µl RiboLock 40 U/µl, 1 µl SuperSript III was added and samples incubated for 45 min at 52°C and then 15 min at 70°C. cDNA was purified using Agencourt AMPure XP and used for 1<sup>st</sup> PCR (98°C 30 s + 15 cycles (98°C 10 s + 63°C 15 s + 72°C 35 s) + 72°C 10 min + 4°C hold) with Phusion using the PUPPIES\_3RACE and mRTPXT primers. The PCR product was purified using Agencourt AMPure XP and used as a template for second PCR (98°C 30 s + 12 cycles (98°C 10 s + 61°C 15 s + 72°C 30 s) + 72°C 10 min + 4°C hold) with Phusion using the mXTf and mXTr primers. The PCR product was purified using

Agencourt AMPure XP and used as a template for third PCR (10 cycles) with Phusion using Illumina indexing primers. Concentration was checked by Qubit dsDNA HS (ThermoFisher). The libraries were pooled in equal amounts and sequenced with Illumina MiSeq in the Oligo facility (<https://oligo.ibb.waw.pl>). Reads were mapped to the genome using STAR (v2.7.8a; Dobin et al, 2013) and filtered based on UMIs using UMI-tools (v1.1.0; Smith et al, 2017). The position of the last 3' nucleotide was extracted using bedtools (v2.30.0; Quinlan & Hall, 2010) and used for the pileup graphs.

### Extraction of chrRNA

One hundred milligram of seeds was grounded to a fine powder in liquid nitrogen and mixed with 20 ml of Honda Buffer (0.44 M sucrose, 20 mM HEPES-KOH pH 7.4, 1.25% Ficoll, 2.5% Dextran T40, 10 mM MgCl<sub>2</sub>, 5 mM DTT, 0.5% Triton X-100, 1 mM PMSF, 10 mM beta-mercaptoethanol and 1 tablet/250 ml cOmplete protease inhibitors) for 10 min at 4°C. The homogenate was filtered through a double layer of Miracloth (Sigma). The flow-through was centrifuged at 2,000 g for 15 min at 4°C. The nuclei pellet was washed once with 1.5 ml of Honda Buffer supplemented with 15 U murine RNase inhibitors. The pellet was resuspended in 600 µl of Honda buffer and further purified on a Percoll density gradient as follows: On a 2 ml tube, 600 µl 40% Percoll in Honda buffer was gently placed on top of 600 µl of 75% Percoll in Honda buffer. The resuspended nuclei pellet was then placed on top of the Percoll gradient. Tubes were centrifuged at 10,000 g for 20 min at 4°C. Purified nuclei were obtained from the interface between the layers containing 40 and 75% Percoll. The nuclei were washed once more with Honda buffer. The pellet was then resuspended in 500 µl of cold glycerol buffer (50% glycerol, 20 mM Tris-HCl pH 8, 75 mM NaCl, 0.5 mM EDTA, 0.85 mM DTT, 1% Empigen, 10 mM beta-mercaptoethanol, 0.125 mM PMSF, 1 tablet/250 ml cOmplete protease inhibitor and 5 U murine RNase inhibitors) and overlaid on top of 500 µl of urea lysis buffer (10 mM HEPES-KOH pH 7.4, 7.5 mM MgCl<sub>2</sub>, 0.2 mM EDTA, 300 mM NaCl, 1 M Urea, 1% NP-40, 10 mM beta-mercaptoethanol, 0.5 mM PMSF, 1 tablet/250 ml cOmplete protease inhibitor and 5 U murine RNase inhibitors). The samples were gently vortexed two times for 2 s, incubated on ice for 5 min and then centrifuged at 20,000 g for 2 min at 4°C. The chromatin pellet was washed twice with 600 µl of urea lysis buffer for 30 min at 4°C at 12 rpm in Rotator SB3 (Stuart). The washed chromatin pellet was then resuspended in 300 µl of RNA isolation buffer, and chrRNA was isolated with phenol-chloroform, followed by DNase treatment with TURBO DNase was performed as described previously.

### Targeted NET-seq

The targeted NET-seq procedure is based on the SMIT assay (Oesterreich et al, 2016; Herz et al, 2019). Five hundred nanogram of chrRNA was used for 3' end adapter ligation with RA3\_15N oligos. Adapter ligation and RT were performed as described previously for 3'RACE-seq. cDNA was purified using Agencourt AMPure XP (1.6× the volume of the sample). Purified cDNA was used in the 1<sup>st</sup> PCR (15 cycles, 63°C annealing temperature and 30-s extension) using the primer RTP and primers spanning the *DOG1* gene listed in Table EV2. 1<sup>st</sup> PCR products were purified with Agencourt AMPure XP (1.8× the volume of the sample). The purified PCR products were used in the second PCR (10 cycles, 61°C annealing temperature and 30-s extension) using the primers RTP\_XT and primers spanning the

*DOG1* gene with XT overhangs listed in Table EV2. The second PCR products were purified with Agencourt AMPure XP (1.4× the volume of the sample). The purified PCR products were used in the third PCR (10 cycles) using Illumina indexing primers. Libraries were purified with Agencourt AMPure XP (1.2× the volume of the sample). All PCRs were done using Phusion. Separate PCR reactions were performed for each primer. The concentration of final PCR products was checked by Qubit dsDNA HS (ThermoFisher). The libraries were pooled in equal amounts and sequenced with Illumina in the Oligo facility (<https://oligo.ibb.waw.pl>). FastQC was used for the initial quality-control analysis. Removal of adapter sequences and reads shorter than 30 nt was performed using cutadapt (v1.18; Martin, 2011). Reads were mapped to the genome using STAR (v2.7.8a; Dobin et al, 2013) and filtered based on UMIs using UMI-tools (v1.1.0; Smith et al, 2017). The position of the last 3' nucleotide was extracted using bedtools (v2.30.0; Quinlan & Hall, 2010).

How the deposited data were processed for this re-analysis (not part of the article)

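Gene expression was measured by 3'RNA-seq in 16 libraries from seeds of WT and *dog1-3* imbibed for 72 h at 4°C on medium without or with 100 mM NaCl, with 4 libraries in each of 4 groups. Groups and replicate numbers came from the sample labels, checked against the paper. The authors made the libraries from RNA primed with barcoded oligo(dT), pooled the mock and the NaCl reactions separately, sequenced them and deposited unnormalized read counts per locus in each library. The paper's text names DESeq2 and the thresholds for DEGs, and leaves open the aligner, the counter, the genome build and the use of molecular identifiers. Of the loci, 37051 matched locus tags of the TAIR10.1 reference annotation, which was used for names, gene classes and overlapping or neighbouring genes, and 285 were chloroplast and mitochondrial loci. Coordinates are not given, since the build of the counts is not stated. Gene ontology terms and features in the *DOG1* promoter were not analysed here.

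From the deposited counts, DEGs were computed with edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr at its default minimum count of 10 in the smallest group, and the quasi-likelihood F test in one model over all 16 libraries with a mean for each group. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 1.5-fold. Contrasts were NaCl against mock in each genotype, *dog1-3* against WT in each treatment, and the salt-by-genotype interaction. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM values use the TMM-scaled library sizes. Gene sets were chosen to match terms in Dataset EV2, which come from the same libraries, so that their p-values are no independent test. They were tested with Fisher's exact test and with limma's camera (limma 3.58.1), and DESeq2 1.42.0 was run as an alternative. Comparisons of single values used exact permutation tests over 4 libraries against 4.

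The genes named were fixed before the data were examined as those of Fig 1J with UBC21, the 3 largest increases and 3 largest decreases in WT among DEGs whose NaCl libraries all lay on the same side of the mock libraries and with a mean count of at least 10 in the higher group, and the 3 smallest p-values of the interaction. Stretches of 50 nucleotides from the 3′ ends of the named genes were matched to the genome, and none occurred elsewhere except for U5.6.

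Depth limits the precision. The smallest library held 1416354 counts, and 3 counts were taken as the detection limit. Tested on simulated data with 200 genes changed, edgeR recovered 170 in WT with 3 false calls and 156 in *dog1-3* with 7, among 12345 genes, and DESeq2 recovered 160 in WT with 0 false calls among 12697 genes. For 200 genes changed in WT only, the interaction recovered 119 of 200 with 6 false calls among 12355 genes. All simulated changes, up or down, were of the same size on the log2 scale, and recovery of smaller ones was not tested. Alternatives covered DESeq2, scaling, the 20 genes with the highest counts, the filter on low counts, the libraries in the fit, the replicate number as a block, the thresholds and each library left out. The same replicate numbers appear in the labels of all 4 groups, which is the only source of a pairing.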

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

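The tests of RNAs without a poly(A) tail, of the library pool and of neighbouring genes were chosen only after the results they bear on were seen. Other tests here were set before they were run, but after exploratory fits had shown the class shares and the interaction genes.

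In 132 groups of 4 libraries tested for a library far from the other 3, 8 such libraries were found, against 6.6 given by chance. They were EXO in WT mock replicate 4 (27.6 CPM, the others from 39.8 to 42.1), *DOG1* in *dog1-3* replicate 2 in mock (19.0 CPM) and in NaCl (23.5 CPM), NHX1 and U5.6 in *dog1-3* mock replicate 4 (16.8 and 3.15 CPM), the tRNA share of counts in *dog1-3* mock replicate 2 (0.000981%) and in *dog1-3* NaCl replicate 4 (7.06e-05%), and the antisense RNA share in *dog1-3* NaCl replicate 1 (0.00248%). No explanation of these libraries was tested.

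AT1G45160 differed between the genotypes in its response to salt, with an interaction log2FC of -2.55. Its counts were low in *dog1-3*. When all libraries were thinned to the smallest total, the adjusted p was under 0.05 in 1 of 5 thinned sets, so the call may rest on few counts. Of the tested genes within 50 kb, 2 of 14 neighbours of AT1G64795 (14.3%, against 6.23% elsewhere) and 0 of 6 neighbours of AT1G45160 (against 4.83% elsewhere) were called in the same direction in both treatments (one-sided Fisher's exact test over both genes, p = 0.304). So few neighbours can neither show nor exclude a changed chromosome segment. Among 100 splits of the 16 libraries that kept genotype and treatment in the model, 22 gave at least 1 interaction gene, the real split included, so that a single such gene is within what other splits give.

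Small RNA classes that the paper does not discuss took a larger share of counts in NaCl, with all 4 NaCl libraries above all 4 mock libraries in both genotypes. The NaCl to mock ratio was 2.68 in WT and 2.52 in *dog1-3* for snRNA genes, 1.55 and 1.48 for snoRNA genes and 1.26 and 1.18 for other ncRNA genes (exact permutation test, two-sided, p = 0.0286 for each, adjusted p = 0.0571 over the 20 comparisons). Of 17 snRNA genes tested, 16 were called up in WT and 12 in *dog1-3*. Without the 2 snRNA genes with the most counts the ratio was 2.29 in WT and 1.89 in *dog1-3*, so that a part of the rise went with these genes, a larger part in *dog1-3*, and a rise was left in both genotypes. The summed share of organelle, tRNA and rRNA genes did not rise (ratio 0.853 in WT and 0.593 in *dog1-3*). In WT mock this was nearly all organelle genes (0.862% of counts, against 0.00725% for rRNA and 0.000846% for tRNA). The ratios therefore speak against a general gain of organelle RNAs only. Taken alone, rRNA and tRNA genes did not rise either (ratios from 0.738 to 0.939). Shares this small say little on nuclear RNAs without a poly(A) tail. Of the library pools, 0 held both treatments, so the rise cannot be told apart from a difference between the pools, and reads of these genes may be shared between copies.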

How the results depend on the processing

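The alternatives were set before the data were examined, except the replicate block for gene sets and the genes called on 2 replicates of each *dog1-3* group, which were chosen after the data were seen. The 3 *DOG1* results kept their direction and significance under 7 alternatives and in the 16 fits that each left out a library. The log2FC in WT ranged from 0.73 to 1.00, that of *dog1-3* against WT from -2.50 to -2.18 in mock and from -3.17 to -2.86 in NaCl.

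The numbers of salt and genotype DEGs stayed within 1.5 times their main values in every fit that left out a library, and changed most with the threshold. With glmTreat they were 462 (WT salt), 278 (*dog1-3* salt), 841 (*dog1-3* in mock) and 644 (*dog1-3* in NaCl), and without a fold-change limit 4498, 3662, 4492 and 3635. With at least 10 counts in every library, WT salt DEGs fell to 1309 and *dog1-3* DEGs in mock to 1501. Under library-size scaling without TMM the upregulated share moved from 57.2% to 35.0% for WT salt, from 51.3% to 21.7% for *dog1-3* salt, from 54.1% to 29.6% for *dog1-3* in mock and from 52.0% to 19.7% in NaCl, while the median log2FC of all genes moved to -0.12, -0.19, -0.18 and -0.25. With glmTreat the upregulated shares were 69.0%, 69.4%, 64.2% and 58.2%.

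Interaction genes numbered 17 without a low-count filter and 0 with the replicate block (860 genes at an unadjusted p under 0.05) and with glmTreat (77), and from 0 to 3 across the 16 fits that each left out a library. DESeq2 called 1 gene, AT1G64795, which was not the gene called by edgeR, and gave 539 genes at an unadjusted p under 0.05. With at least 10 counts in every library there were 0 (617 genes at an unadjusted p under 0.05), but this filter removes both AT1G45160 and AT1G64795, so that neither could be called and the 0 does not bear on them.

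The share of WT DEGs also called in *dog1-3* was 56.5% under library-size scaling, 47.2% without a low-count filter, 56.8% with at least 10 counts in every library, 47.8% with only the groups compared, 44.4% with glmTreat and 60.5% without a fold-change limit. It was 74.6% for the same direction at an unadjusted p under 0.05, and 58.9% of the *dog1-3* DEGs were called in WT. Across the fits that each left out a library it ranged from 47.3% to 54.2%.

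The change of the WT-upregulated genes in *dog1-3* minus WT, -0.20, was -0.28 under library-size scaling, -0.16 with at least 10 counts in every library, -0.23 with glmTreat, -0.11 without a fold-change limit, -0.087 for genes called on 2 replicates of each WT group, and -0.060 for genes called in both genotypes together. It reversed to 0.083 for genes called in *dog1-3* and measured on the same libraries, but was -0.031 for genes called on 2 replicates of each *dog1-3* group and measured in the other 2, and ranged from -0.24 to -0.17 across the fits that each left out a library. For the WT-downregulated genes, 0.12, it was 0.048 under library-size scaling, 0.17 without a low-count filter, 0.068 without a fold-change limit and 0.0029 for genes called on 2 replicates of each WT group. It reversed to -0.23 for genes called in *dog1-3* and measured on the same libraries, to -0.024 for genes called on 2 replicates of each *dog1-3* group and to -0.083 for genes called in both genotypes together, and ranged from 0.091 to 0.18 across the fits that each left out a library. Apart from the choice of genes, the cause was not tested.

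With the replicate block, 2106 salt DEGs were called in WT, 1870 in *dog1-3*, 2320 and 1997 genotype DEGs, and 4 gene sets. Deviations of libraries with the same number from their group means correlated at 0.0125 on average, so the numbers do not pair the libraries. LEA6 is among the 20 genes with the highest counts and has no value without them. The 3 largest increases and decreases in WT, bZIP44, AT1G45160 and AT1G64795 have none with at least 10 counts in every library, and features upstream of *DOG1* were not run. Of 429 values of single genes and gene sets under the alternatives, 405 kept their direction and side of the threshold, 12 became weaker and 12 stronger.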

Differences from the paper's values

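The mean normalized count of *DOG1* is 281 in the paper's Dataset EV1, and 141 over the 16 libraries with DESeq2's size factors. The paper's text does not state which libraries its mean covers, so the 2 values may not be the same quantity. Of the alternatives set before the data were examined, DESeq2 is the only one that gives this measure, and it did not close the gap. Over 1998 genes of that sheet the median ratio of the paper's mean to this mean was 1.01, against 1.99 for *DOG1*.

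The paper shows ABA1, ABI3 and PER1 among differentially expressed regulators in Fig 1J. Their log2FC of 0.48, 0.53 and 0.50 lay below the fold-change limit, and all 3 passed without it. PER1 also passed the limit without the mock replicate 2 of WT (0.65) and without the NaCl replicate 4 of WT (0.61).

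The paper describes many of the genes induced in WT as induced far less, or falling, in *dog1-3*. Here 38 of 1201 genes rose less by more than 1 on the log2 scale and 43 fell. Terms of translation in Dataset EV2 are met by ribosomal protein genes only on DESeq2's calls (adjusted p = 0.00169), without a fold-change limit (5.92e-23) and with camera (3.62e-07), with a range from 5.92e-23 to 0.419 over the alternatives, and not in the Fisher's exact test on edgeR's calls (0.416). Aminoacyl-tRNA ligases pass without a fold-change limit (0.0296) and with camera (0.0346), with a range from 0.0296 to 0.336 over the alternatives, and not in that test (0.277). Photosynthesis genes passed neither in that test (0.101) nor in its alternatives (from 0.103 to 0.512).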

Other observations

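The tests on counts simulated with the same salt effects in both genotypes, and those of genes called on 2 *dog1-3* replicates, were chosen only after the results they bear on were seen. Other tests here were set before they were run. Exploratory fits had by then shown the calls, the median changes and the correlation of salt with genotype.

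Many salt DEGs of WT were not called in *dog1-3* (52.3% were). In 40 sets of counts simulated with the same salt effect in both genotypes, at the depth and spread of the data and with effects shrunken for their error, the share was 55.2% on average (from 53.2% to 57.2%), and 0% of the sets had a share as low as the data. With the effects as estimated, the share was 58.6% on average (from 56.9% to 60.8% over 40 sets). A partial overlap of similar size thus arises in sets without any difference in response, while the share in the data lay below every set of both kinds. Calls made on 2 WT replicates were found again in 56.3% of cases in the other 2 WT replicates and in 43.4% in 2 *dog1-3* replicates, a ratio of 0.771, and 0.832 after thinning all libraries to the same total. In 10 of the sets with shrunken effects this ratio was 0.865 on average (from 0.818 to 0.887), so that it falls below 1 without a difference, and 0 of the 10 were as low as the data. The low ratio came mostly from the WT share, which lay above all 10 sets (from 50.4% to 52.9%), while the share found in *dog1-3* lay within them (from 43.3% to 45.4%). The ratio therefore does not show an excess loss of calls in *dog1-3*. Sets with a stronger response in WT were not simulated, so the ratio does not exclude a difference between the genotypes either. In the other direction, 56.2% of calls made on 2 *dog1-3* replicates were found in 2 WT replicates, above all 10 sets (from 51.6% to 53.7%), and 50.1% in the other 2 *dog1-3* replicates, within the 10 sets (from 47.5% to 50.5%). The number of salt DEGs in WT was 1.13 times that in *dog1-3*, and 1.09 times after thinning, so that a part of the excess went with depth. Sets with equal responses gave 1.06 times as many on average (from 1.02 to 1.12), or 1.07 with the effects as estimated (from 1.03 to 1.11), and 0% of the sets were as high as the data. The excess in the data depended on the processing. It was nearly absent under library-size scaling (2238 in WT and 2236 in *dog1-3*) and small with at least 10 counts in every library (1309 and 1246). It was larger with DESeq2 (1895 and 1572) and with glmTreat (462 and 278).

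The smaller rise in *dog1-3* of genes called up in WT may come in part from the choice of genes. The difference of -0.20 became -0.087 when genes were called and measured in different WT libraries. For genes called on both genotypes together it was -0.060, and their mean change differed by -0.051 (permutation p of 0.114). The median difference reversed to 0.083 for genes called in *dog1-3*, but the choice of genes favours this sign in the same way. In *dog1-3* libraries not used to call them the difference was -0.031 (from -0.057 to 0.024 over the 6 choices). The 10 sets simulated with equal responses gave from -0.0094 to 0.0028 for such genes, and 0 of the 10 were as negative. Over all tested genes the median interaction log2FC was -0.021, so much of the -0.031 may be a shift shared by all genes. A smaller rise was still left, since the difference between different WT libraries was negative in all 6 choices of replicates (from -0.12 to -0.059), which share libraries and are not independent. In the 10 simulated sets it was -0.011 on average (from -0.020 to -0.0042), and 0 of the 10 were as negative. With genes called and measured in the same libraries, the simulated sets with shrunken effects gave -0.11 on average, and 0% of these sets were as negative as the data. The choice of genes thus accounted for a part of the difference, and a smaller response of these genes in *dog1-3* remains a hypothesis.

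For genes called down in WT the difference of 0.12 became 0.0029 between different WT libraries. It reversed to -0.23 for genes called in *dog1-3* and measured on the same libraries. For genes called on both genotypes together it was -0.083, and their mean change differed by -0.062 (permutation p of 0.171). Of the simulated sets with shrunken effects 82.5% were as positive as 0.12. Sets with the effects as estimated gave 0.118 on average (from 0.089 to 0.153). Between different WT libraries the difference changed sign over the 6 choices (from -0.042 to 0.074). The 10 simulated sets gave from -0.034 to -0.0016, and 0 of them were as positive as 0.0029. For genes called in *dog1-3* it was -0.024 in libraries not used to call them, and 9 of the 10 sets were as positive (from -0.026 to 0.0047). A smaller decrease in *dog1-3* is thus not shown by these genes.

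The number of genes with an unadjusted interaction p under 0.05 in edgeR's test, 826, also lay above the sets with equal responses. These gave 614 on average (from 568 to 671) with shrunken effects and 624.5 (from 581 to 726) with the effects as estimated, and 0% had as many. DESeq2's Wald test gave 539 such genes in the data, fewer than the 634.85 given by chance. It was run without the filter on low counts and not on these sets, so whether it shows an excess is not known. No explanation of the excess in edgeR's test other than equal responses was tested. The comparison rests on counts simulated with the spread estimated from the same libraries.

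The *dog1-3* mutation in mock and salt in WT shifted genes the same way (Pearson's r = 0.42 across 12697 genes, which are not independent replicates). Measured against different WT mock libraries, r was 0.346 on average, so the shared libraries do not account for all of it. Each comparison then has fewer WT mock libraries, which can itself lower r, so the part due to sharing is not known. It was 0.442 in thinned libraries, 0.419 without the 20 genes with the highest counts, and 0.442 with GC content, length and mean level regressed out. A candidate explanation is that *dog1-3* seeds without salt share a part of the state of salt-treated WT seeds, and only a part, as these groups lay at opposite ends of the second principal component. This remains a hypothesis, as the salt comparison cannot be told apart from the library pool.

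Noncoding genes were more often called up than down by salt in WT, 102 and 1 of 221 tested genes, and 84 and 3 under library-size scaling. In *dog1-3* the numbers were 79 and 9. Of 10000 random lists of protein-coding genes matched on mean level, 0% had as many genes called up (at most 38), so low counts do not account for it. The library pool was not separated from salt here, and no biological explanation was tested.

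Other splits of the libraries were also called. For salt in WT, salt in *dog1-3*, *dog1-3* in mock and *dog1-3* in NaCl, 1 of all 35 splits, the real one, gave as many DEGs. As the labels give the groups the same replicate numbers, the splits that part all 4 pairs of libraries with the same number were also taken alone, 8 in each comparison, while the other 27 put libraries of the same number on the same side. Here too 1 of the 8 splits, the real one, gave as many DEGs, a share that cannot fall under 0.05 with 8 splits. The most DEGs in any of the 34 other splits was 20 for salt in WT, 3 for salt in *dog1-3* and 0 for both genotype comparisons. These splits mix libraries of both groups, so that the real difference adds to the spread within their groups. Their low numbers therefore do not tell how many of the real calls are false.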
